# β-III tubulin identifies anti-fibrotic state of pericytes in pulmonary fibrosis

**DOI:** 10.21203/rs.3.rs-8138421/v1

**Published:** 2025-12-09

**Authors:** Ryo Sato, Kosuke Imamura, Tatsuya Tsukui, Teruhiko Yoshida, Yusuke Tomita, Kosuke Fujino, Tokunori Ikeda, Keigo Onizawa, Takumi Sogo, Christian A. Combs, Meera Murgai, Jeffrey B. Kopp, Paul J. Wolters, Makoto Suzuki, Takuro Sakagami, Dean Sheppard, Yoh-suke Mukouyama

## Abstract

Pericytes have been implicated in pulmonary fibrosis, yet their activated cellular states and functional roles remain largely unclear. Here, we identified β-III tubulin (Tuj1) as a distinctive marker for fibrosis-associated lung pericytes. Most pericytes in fibrotic regions are Tuj1-positive and interact uniquely with multiple endothelial cells, localizing near collagen-producing fibroblasts and pro-fibrotic SPP1^+^/arginase^+^ macrophages. Tuj1 expression is predominantly induced in pericytes during the fibrotic phase, and Tuj1 gene (*Tubb3*) knockout in mice exacerbates lung fibrosis, accompanied by an increase in the neighboring pro-fibrotic fibroblasts and macrophages, suggesting an anti-fibrotic role for Tuj1-expressing pericytes. Mechanistically, the anti-fibrotic chemokine CXCL10 is upregulated in Tuj1-expressing pericytes, whereas this upregulation is not observed in *Tubb3* knockout. Moreover, CXCL10 inhibits the pro-fibrotic differentiation of macrophages induced by lung fibroblasts in culture, implying that CXCL10 may mediate the anti-fibrotic effects of Tuj1-expressing pericytes. These findings underscore the role of lung pericytes in negatively regulating fibrotic process and their potential as therapeutic targets for pulmonary fibrosis patients.

## Introduction

Pericytes are the mural cells associated with capillaries and small vessels and regulate vascular homeostasis^1^. They maintain vascular integrity, regulate blood flow, and support endothelial cells (ECs). While these traditional roles are well established, emerging evidence has unveiled new pathological aspects of pericyte function that extend beyond their classical vascular roles^1^. Pericytes act as immune hubs to relay inflammatory signals and regulate the extravasation of immune cells^2-5^. In lung diseases, they secrete various cytokines and recruit leukocytes as potential orchestrators of the inflammatory process^6,7^. These findings highlight a potential therapeutic approach of targeting pericytes and underscore the importance of a comprehensive understanding of these cells in the context of disease progression.

Pericyte activation is prevalent in fibrotic diseases. Pericytes have long been reported to undergo phenotypic alterations upon fibrotic stimuli, acquiring myofibroblast-like characteristics with collagen-producing capacity^8-10^. However, recent evidence suggests that this transition is tissue-specific^1^. In liver and kidney fibrosis, pericytes significantly contribute to the myofibroblast population^11,12^. In contrast, their involvement in cardiac fibrosis appears to be limited^13,14^. In pulmonary fibrosis, non-fibroblast cells, including pericytes, contribute minimally to the collagen-producing cell population^15^. These findings highlight the need to define activated pericytes within fibrotic regions and to explore their interactions with pro-fibrotic populations, such as fibroblasts and inflammatory cells.

Recent advances in three-dimensional (3D) imaging combined with pericyte-specific reporter mouse models have demonstrated that lung pericytes exhibit a distinct cellular morphology in vivo, diverging from their conventional morphological characteristics. Lung pericytes extend projections to multiple capillary ECs^16,17^, a structural feature also observed in specific organs such as the pancreas^18^ and circumventricular organs^19^. These 3D imaging techniques and the identification of markers to detect pericyte activation states are necessary for elucidating their roles in pulmonary fibrosis.

Single-cell technologies, especially single-cell RNA sequencing (scRNA-seq), have helped identify activated cellular states and key markers of cells involved in fibrosis, including epithelial cells, fibroblasts, ECs, and macrophages^20-23^. These studies provide novel insights into the cellular landscape of pulmonary fibrosis at single-cell resolution. However, such molecular signatures and cellular states of pericytes during fibrosis progression remain largely unexplored. In this study, leveraging scRNA-seq datasets from the bleomycin-induced pulmonary fibrosis mouse model and 3D imaging visualization, we identified β-III tubulin (Tuj1), which is exclusively expressed in neuronal cells under homeostasis^24^, as a distinctive marker for fibrosis-associated lung pericytes. Tuj1 expression is predominantly induced in lung pericytes within fibrotic regions, where Tuj1^+^ pericytes are localized near pro-fibrotic effector cells, including collagen-producing fibroblasts and SPP1^+^/arginase^+^ macrophages. Intriguingly, genetic ablation of Tuj1 gene (*Tubb3*) significantly exacerbated lung fibrosis. Subsequent scRNA-seq analysis of *Tubb3*^−/−^ mice treated with bleomycin demonstrated an expansion of the adjacent pro-fibrotic cell populations, suggesting that Tuj1^+^ pericytes play a negative regulatory role in fibrosis progression. Mechanistically, we found that Tuj1^+^ pericytes exhibit higher expression levels of the anti-fibrotic chemokine CXCL10. Additionally, lung pericytes in *Tubb3*^−/−^ mice displayed significant impairment in CXCL10 upregulation in response to bleomycin-induced injury. In vitro co-culture experiments further revealed that CXCL10 inhibits the pro-fibrotic differentiation of macrophages induced by lung fibroblasts. These findings suggest that in response to fibrotic stimuli, lung pericytes adopt an anti-fibrotic phenotype characterized by Tuj1 expression, acting as a negative immune regulator of pulmonary fibrosis progression.

## Results

### Identification of β-III tubulin (Tuj1) as a marker for activated pericytes in pulmonary fibrosis

To characterize the activated pericyte states in pulmonary fibrosis, we analyzed publicly available scRNA-seq datasets of the bleomycin-induced pulmonary fibrosis mouse model (the bleomycin model). Due to the low abundance of pericytes in the whole lung, we focused on a dataset enriched for mesenchymal cells, which includes a substantial number of pericytes^25^. Throughout this study, we used pericyte-specific markers (e.g., *Higd1b*, *Cox4i2*, *Ndufa4l2*) recently identified through scRNA-seq analysis^26^ (Fig. S1 A). Re-clustering of the pericyte population yielded 7 distinct clusters (Fig. 1 A). Among these, only cluster 1 consisted exclusively of cells from bleomycin-treated lungs, which we identified as “activated” pericyte populations. This newly emerged activated pericyte subtype exhibited distinct gene expression signatures, including *Rgs5*, a previously identified marker of activated pericyte states^27^; *Col18a1,* which encodes the angiostatic peptide endostatin; and *Tubb3,* which encodes β-III tubulin (Fig. 1, B and C). Among the upregulated genes, *Tubb3* demonstrated specific expression in lung mural cells, including pericytes and vascular smooth muscle cells (VSMCs), and a minor fraction of fibroblasts, with a more pronounced increase observed in pericytes in response to bleomycin injury (Fig. S1, B and C).

We next investigated β-III tubulin (Tuj1) protein expression using immunostaining, comparing control lung (saline-treated) with bleomycin-treated lung tissue. Given that Tuj1 is a well-established neuronal marker that labels entire axons^24^, we observed, as expected, Tuj1 expression in nerves surrounding the αSMA^+^ smooth muscle-covered airways (Fig. 1 D; arrows). Interestingly, bleomycin-treated mice exhibited a marked increase in Tuj1-expressing cells in lung parenchyma (Fig. 1 D; arrowheads, and Fig. 1 E). Of note, while Tuj1 expression is detected around bronchioles, corresponding to nerves, Tuj1-expressing cells in the parenchyma are primarily associated with blood vessels and capillaries (Fig. S2, A and B). These Tuj1-expressing cells associated with capillaries were negative for αSMA (Fig. 1 D), expressed pericyte markers such as PDGFRβ, NG2, and MCAM (Fig. 1 F), and displayed a highly branched morphology with their projections aligned along PECAM1^+^ capillary endothelial cells (ECs) (Fig. 1, E, G, and H). As previously demonstrated^16,17^, our visualization using a mosaic labeling technique with low-dose tamoxifen in *Pdgfrb-Cre*^*ERT2*^*; YFP* mice revealed that lung pericytes showed branched cytoplasmic processes interacting with multiple ECs under homeostatic conditions (Fig. S3, A and B). In the bleomycin-treated mice, Tuj1^+^ pericytes displayed thicker projections and exhibited greater coverage of PECAM1^+^ capillary ECs compared to Tuj1^-^ pericytes (Fig. 1, I and J; and Fig. S3 C). Tuj1 expression thus appears to enhance the association of pericytes with ECs.

### Tuj1 is expressed in lung pericytes of human pulmonary fibrosis patients

To assess the clinical relevance of Tuj1 expression, we investigated human fibrotic lung tissues. Our immunohistochemical analysis of the fibrotic lung tissues resected from idiopathic pulmonary fibrosis (IPF) patients and lung cancer patients with IPF identified Tuj1^+^/αSMA^−^ cells with multiple projections (Fig. 1, K and L; and Fig. S4, A and B), morphologically resembling the Tuj1^+^ pericytes in the bleomycin model.

We further investigated Tuj1 expression across the entire lung cell population using scRNA-seq datasets from Human Lung Cell Atlas (HLCA)^28^. This analysis included lung cells from patients with IPF, systemic sclerosis (SSc)-associated pulmonary fibrosis, and healthy individuals (Fig. S4 C). *TUBB3* expression was observed in fibroblasts, epithelial cells, macrophages, and pericytes (Fig. S4 D). This finding is largely consistent with the previous immunohistochemical study of Tuj1 expression in IPF patients, which shows Tuj1 expression in myofibroblasts and their overlying epithelial cells within fibroblastic foci, as well as in pericytes associated with aberrant angiogenesis^29^. Notably, within the pericyte population, the *TUBB3*-expressing subset overlapped with *SSTR2*-expressing pericytes (Fig. S4, E and F), which have been previously identified as activated pericytes in human fibrosis^30^. We next compared the proportion of *TUBB3*^+^ pericytes across each condition (Fig. S4 G). Compared to healthy individuals, higher proportions of *TUBB3*^+^ pericytes were observed in patients with SSc-associated pulmonary fibrosis and IPF. Taken together, these findings suggest a potential link between Tuj1^+^ pericytes and pulmonary fibrosis in humans.

### Bleomycin injury induces Tuj1 expression predominantly in lung pericytes within fibrotic regions

To examine the spatial distribution of Tuj1^+^ pericytes across the lung, we categorized the bleomycin-treated lung tissue into three distinct regions: airspace, non-fibrotic, and fibrotic areas (Fig. 2, A and B), based on the expression patterns of podoplanin, collagen 1, αSMA, and Hoechst 33342. Podoplanin, a marker for type I alveolar epithelial cells, and Hoechst nuclear staining were used to identify enlarged lung parenchyma. Within these enlarged areas, regions positive for collagen 1 were defined as fibrotic zones. αSMA was used to detect activated fibroblasts, αSMA^+^ smooth muscle-covered airways, and αSMA^+^ VSMC-covered large-diameter blood vessels. These αSMA^+^ airway and vascular structures were excluded from our analysis as they naturally contain collagen under homeostatic conditions, enabling us to focus on bleomycin-induced fibrotic regions. Based on these criteria, we performed machine learning-based area annotation on the bleomycin-treated lung tissue (Fig. 2 B). Density plot analysis revealed that Tuj1^+^ cells localized within the fibrotic regions (Fig. 2 C).

We then examined whether the majority of lung pericytes in the fibrotic region expressed Tuj1. To address this, we employed a combinatorial approach to identify lung pericytes, defining them as PDGFRβ^+^/PDGFRα^−^ cells closely associated with PECAM1^+^ capillary ECs. This approach allowed us to clearly visualize lung pericytes and distinguish between Tuj1^+^ and Tuj1^−^ subpopulations (Fig. 2 D). By integrating our clear pericyte visualization strategy with 3D imaging of fibrotic regions, defined by collagen 1 and podoplanin staining, and applying advanced image analysis, we successfully quantified pericyte subpopulations based on Tuj1 expression (Fig. S5). This approach also considered their localization within fibrotic and non-fibrotic areas (Fig. S5). In non-fibrotic areas, lung pericytes showed no Tuj1 expression, whereas pericytes in fibrotic regions exhibited high Tuj1 expression (Fig. 2 D) and were significantly increased in number (Fig. 2 E). Tuj1-positive pericytes were exclusively localized to fibrotic regions (Fig. 2, D and F), where approximately 75% of pericytes expressed Tuj1 (Fig. 2, G and H).

Since we observed abundant pericytes within fibrotic regions compared to non-fibrotic regions (Fig. 2 E), we next examined the proliferation state of lung pericytes in both regions (Fig. 3 A). Our quantification analysis showed an increased expression of the proliferation marker Ki67 in lung pericytes within the fibrotic regions (Fig. 3 B). Interestingly, when focusing on the fibrotic regions, we found no significant difference in Ki67 expression between Tuj1^+^ and Tuj1^−^ pericytes (Fig. 3 C), suggesting that Tuj1 expression does not directly influence pericyte proliferation in this context. Since pericyte proliferation is closely coordinated with ECs during pathological angiogenesis, we examined the expression of TrkB (also known as Ntrk2, neurotrophic receptor tyrosine kinase 2) in PECAM1^+^ capillary ECs (Fig. 3 D), which has recently been identified as a marker of the activated EC signature linked to angiogenesis^22^. Indeed, we observed a close association between Tuj1^+^ pericytes and TrkB^+^ capillary ECs (Fig. 3 D), suggesting that Tuj1^+^ pericytes predominantly localize to fibrotic regions undergoing angiogenesis.

Although the scRNA-seq analysis detected *Tubb3* RNA expression in lung mural cells (pericytes and VSMCs) and a minor fraction of fibroblasts (Fig. S1 B), our immunostaining analysis revealed that Tuj1 protein expression was predominantly observed in αSMA-negative pericytes in bleomycin-treated lungs. We employed *Col1a1-EGFP* (*Col-GFP*) reporter mice, which enabled clear visualization of collagen-expressing fibroblasts (Fig. 4 A). In the fibrotic lung regions, Col-GFP^high^/αSMA^+^ fibroblasts were abundant; however, their Tuj1 expression levels were negligible or markedly low (Fig. 4, A and B; Fibroblast). In contrast, Tuj1^+^ cells in these regions were predominantly Col-GFP^low or negative^/αSMA^−^ pericytes (approximately 80%) rather than Col-GFP^low or negative^/αSMA^high^ VSMCs (around 20%) (Fig. 4, A-C; Pericyte and VSMC). Taken together, these data indicate that Tuj1 expression is predominantly induced in pericytes within fibrotic lung regions in response to bleomycin injury.

### Tuj1^+^ pericytes are not collagen-producing cells

While lung pericytes have been reported to acquire collagen-producing myofibroblast-like characteristics during fibrosis^9,10^, the analysis using *Col-GFP* reporter mice revealed that Tuj1^+^ pericytes showed low levels of Col-GFP expression (Fig. 4, A and B). Supporting this finding, RNA *in situ* hybridization for *Col1a1* gene, combined with Tuj1 and αSMA immunostaining, showed that αSMA^+^ fibroblasts express *Col1a1,* while Tuj1^+^ pericytes do not (Fig. 4 D). These results suggest that Tuj1^+^ pericytes are not collagen-producing cells in the fibrotic regions, highlighting a potentially distinct role for these cells in the fibrotic process.

### Tissue-resident lung pericytes upregulate Tuj1 expression in response to fibrotic stimuli

We investigated the origin of Tuj1^+^ pericytes by conducting a series of lineage-tracing experiments. Utilizing the *Pdgfrb-Cre*^*ERT2*^ driver with *Cre*-dependent *ROSA-LSL-YFP* reporter to label all mural cells, we observed that Tuj1^+^ pericytes originated from this lineage, as demonstrated by the co-expression of the YFP reporter (Fig. 5, A-D; 90.3 ± 0.88%). In contrast, the *αSMA-Cre*^*ERT2*^ driver with *Cre*-dependent *ROSA-LSL-RFP* reporter, which specifically labels smooth muscle cells, did not mark Tuj1^+^ branched pericytes (Fig. 5, A-C; 0%). This finding aligns with our immunostaining results, showing that Tuj1^+^ branched pericytes are negative for αSMA. However, a small number of Tuj1^+^/αSMA^+^ VSMCs were observed in large-diameter blood vessels covered by VSMCs and were labeled by both the *Pdgfrb-Cre*^*ERT2*^ and *aSMA-Cre*^*ERT2*^ drivers (Fig. S6, A and B; 86.7 ± 2.33% and 80 ± 10.07%, respectively). This distinct labeling pattern between pericytes and VSMCs indicates that these cell types maintain separate identities without undergoing transdifferentiation. Additional lineage-tracing experiments using the *NG2-Cre*^*ERT2*^ driver with *Cre*-dependent *ROSA-LSL-YFP* reporter supported the finding that Tuj1^+^ pericytes derive from lung pericytes (Fig. S6 C). Notably, as shown in the aforementioned studies (Fig. 2, G and H), most *Pdgfrb*-lineage pericytes expressed Tuj1 in the collagen 1^high^ fibrotic regions (Fig. 5 D), with Tuj1-expressing states representing the majority of pericytes in these areas. To exclude a fibroblastic source of Tuj1^+^ pericytes, we used the *Scube2-Cre*^*ERT2*^ and *Cthrc1-Cre*^*ERT2*^ drivers with *Cre*-dependent *ROSA-LSL-tdTomato* reporter to label alveolar and fibrotic lung fibroblasts, respectively^15^. We found no contribution from either fibroblast population to the Tuj1^+^ pericytes (Fig. S6, D and E). Taken together, these findings indicate that tissue-resident pericytes in the lung upregulate Tuj1 expression in response to fibrotic stimuli, but the progeny of normal alveolar fibroblasts and fibrotic fibroblasts do not.

### Tuj1^+^ pericytes emerge in parallel with fibrosis progression

To investigate the timing of Tuj1^+^ pericyte emergence during lung fibrogenesis, we analyzed bleomycin-treated lung tissue at multiple time points post-injury (days 0, 3, 5, 7, 10, and 14). Tuj1^+^ pericytes first appeared between days 3 and 5 following bleomycin treatment, with their numbers increasing progressively through day 14, in correlation with the fibrosis progression (Fig. 5 E). To complement these histological observations, we referred to the temporal emergence patterns of inflammatory and fibrotic fibroblasts reported in a recent time-course scRNA-seq study^15^. Inflammatory fibroblasts, characterized by the expression of *Cxcl12*, *Saa3*, *Lcn2,* and interferon-responsive genes, peaked during the inflammatory phase and declined in the fibrotic phase, whereas fibrotic fibroblasts, characterized by the expression of *Cthrc1*, *Col1a1*, and other pathologic extracellular matrix genes, exhibited a progressive increase towards the fibrotic phase (Fig. 5 F). The temporal pattern of Tuj1^+^ pericytes paralleled that of fibrotic fibroblasts, suggesting a potential involvement in the fibrotic process.

### Inflammatory cytokines induce Tuj1 expression in pericytes, while simultaneously upregulating the anti-fibrotic chemokine CXCL10

To investigate the distinctive characteristics of Tuj1^+^ pericytes compared to Tuj1^−^ pericytes, we used the previously analyzed scRNA-seq datasets from the bleomycin model^25^. We initially focused on distinct gene expression profiles between Tuj1^+^ and Tuj1^−^ pericytes. Gene ontology (GO) enrichment analysis of differentially expressed genes in the "activated" pericytes, including Tuj1^+^ pericytes, revealed significant enrichment in categories related to extracellular processes and angiogenesis (Fig. 6 A). These findings prompted us to investigate the secretory properties of Tuj1^+^ pericytes, with a particular focus on their matrisome^31^ (Fig. 6 B and Fig. S7, A-E). Examination of the matrisome category "secreted factors" revealed a cluster of 12 genes highly expressed in pericytes (Fig. 6 B), identifying *Cxcl10* as the most upregulated secreted factor gene in Tuj1^+^ pericytes. To validate this, we performed RNA *in situ* hybridization for the *Cxcl10* gene in combination with multiplex immunostaining, including Tuj1 (Fig. 6 C). Our results confirmed high *Cxcl10* expression in Tuj1^+^ pericytes associated with PECAM1^+^ capillary ECs within fibrotic regions. Although previous studies have reported CXCL10 secretion from various cell types, including macrophages in the bleomycin model^32^ and activated fibroblasts^33^, our scRNA-seq analysis revealed that pericytes are among the highest *Cxcl10*-expressing cell types in this fibrosis model (Fig. S7 F). Given that CXCL10 is a well-established angiostatic chemokine^34,35^ and an inhibitor of pulmonary fibrosis^36,37^, these findings suggest a potential anti-fibrotic role for Tuj1^+^ pericytes in the context of pulmonary fibrosis.

We next investigated mechanisms underlying the emergence of Tuj1^+^ pericytes in the fibrotic regions. Signaling pathway analysis of the previously analyzed scRNA-seq datasets from the bleomycin model^25^ revealed that inflammatory- and fibrosis-associated pathways, including NFκB, JAK-STAT, TGF-β, and TNF-α signaling, were upregulated in Tuj1^+^ pericytes (Fig. 6 D). To test the involvement of inflammatory cytokines for the induction of Tuj1 expression in lung pericytes, we isolated mural cells from mouse lung and cultured them with Interferon-γ (IFN-γ), TNF-α and TGF-β1 (Fig. 6, E and F). Notably, the combination of IFN-γ and TGF-β1 effectively induced Tuj1 expression in lung mural cells in the primary culture (Fig. 6 G and Fig. S7 G). RT-qPCR analysis confirmed that *Tubb3* gene expression was significantly upregulated by this cytokine combination (Fig. 6 H). Furthermore, *Cxcl10* expression was also elevated by this stimulation. Collectively, these data demonstrate that these inflammatory cytokines induce Tuj1 expression in lung pericytes, concomitantly upregulating the anti-fibrotic chemokine, CXCL10.

### Loss of the *Tubb3* gene exacerbates pulmonary fibrosis

To address whether Tuj1 expression in lung pericytes influences the fibrotic process, we analyzed bleomycin-induced pulmonary fibrosis in the mutant mice lacking Tuj1 (*Tubb3*^−/−^ mice). Previous studies have shown that although Tuj1 is widely expressed throughout the central and peripheral nervous systems, *Tubb3*^*−/−*^ mice exhibit no observable neurobehavioral or neuropathological deficits under homeostatic conditions^38^. Since we analyzed a different line of *Tubb3*^−/−^ mice^39^, we confirmed that innervation of αSMA^+^ smooth muscle-covered airways and αSMA^+^ VSMC-covered blood vessels in the lungs remained unaffected in our *Tubb3*^−/−^ mice (Fig. 7 A). Our multiplex imaging showed that Tuj1 expression was completely ablated in PDGFRβ^+^/PDGFRα^−^ pericytes in *Tubb3*^*−/−*^ mice, with no changes in the total number of lung pericytes and their Ki67 positivity in the collagen 1^high^ fibrotic regions (Fig. 7, B-D). However, *Tubb3*^*−/−*^ mice exhibited markedly enlarged fibrotic regions, as indicated by high expression levels of αSMA and collagen 1, along with increased Sirius Red staining (Fig. 7 E). Quantification of the extent of fibrosis by hydroxyproline assay revealed a significant increase in hydroxyproline content in *Tubb3*^*−/−*^ mice compared to their wild-type littermate controls (Fig. 7, F and G). Taken together, the absence of Tuj1 expression in lung pericytes appeared to amplify the fibrotic process, suggesting that Tuj1^+^ pericytes may act as negative regulators for fibrosis.

### Tuj1^+^ pericytes localize adjacent to pro-fibrotic cells within the fibrotic lung microenvironment

To elucidate the mechanisms underlying the anti-fibrotic role of Tuj1^+^ pericytes, we initially aimed to identify the cellular components within the fibrotic microenvironment that potentially interact with Tuj1^+^ pericytes. Since these pericytes emerge during the fibrotic phase, we focused our spatial imaging analysis on fibroblasts and macrophages, both of which are well-established pro-fibrotic effector cells in fibrosis. Utilizing a 10-color multiplex imaging approach with IBEX (iterative bleaching extends multiplexity)^40^, we visualized pro-fibrotic fibroblasts and macrophages, as well as Tuj1^+^ pericytes (Fig. 8 A). Individual cells were then segmented using Cellpose3^41,42^ (Fig. 8 B). After quantifying signal intensities across channels and performing K-means clustering on the segmented cells, we annotated Tuj1^+^ pericytes as Tuj1^high^/PDGFRβ^+^/PDGFRα^−^ cells associated with PECAM1^+^ capillary ECs (Fig. 8 C), fibrotic fibroblasts as collagen 1^high^/PDGFRα^+^/PDGFRβ^+^ cells (Fig. 8 D), and pro-fibrotic macrophages as arginase^high^/CD68^+^/CD45^+^ cells (Fig. 8 E). We then conducted spatial analysis of these cell populations using Spatial Patterning Analysis of Cellular Ensembles (SPACE)^43^. This analysis successfully delineated non-fibrotic (0-30%) and fibrotic (50-100%) regions along the latent path and detected Tuj1^+^ pericytes in the fibrotic region (Fig. 8 F).

Our spatial analysis revealed a positive correlation between the abundance peaks of Tuj1^+^ pericytes and pro-fibrotic macrophages within the fibrotic region (Fig. 8 F; dashed box). In line with this observation, the expression of SPP1 (also known as osteopontin), an additional pro-fibrotic macrophage marker^44,45^, was also observed in arginase^high^/CD68^+^ pro-fibrotic macrophages in the collagen 1^high^ fibrotic regions (Fig. 8 G; region a). Additionally, an overlapping, albeit less pronounced, peak in fibrotic fibroblasts was observed in the same spatial context (Fig. 8 F; dashed box, and 8 G; region b). These findings suggest potential cell-cell interactions among Tuj1^+^ pericytes, pro-fibrotic macrophages, and fibrotic fibroblasts.

### scRNA-seq analysis revealed the increase of pro-fibrotic cells in *Tubb3*^−/−^ mice

To comprehensively evaluate the impact of Tuj1^+^ pericytes on the neighboring pro-fibrotic cells, we performed scRNA-seq analysis on *Tubb3*^*−/−*^ mice and their wild-type littermate controls. 

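Lung cells were taken from 2 WT and 2 *Tubb3*-/- mice 14 days after bleomycin. From each mouse, a sample of whole lung cells was depleted of red blood cells (TER-119), and a sample enriched for mural cells was depleted of cells with CD31, CD45, EpCAM or TER-119. Cells carried tags that name their mouse, so that each of the 2 pools of 4 tagged samples was sequenced together. For each of the 8 libraries, the authors deposited the number of unique molecular identifiers (UMIs) that Cell Ranger 7.1.0 counted per gene and cell on mm10, without normalization. The libraries held 32121 cells, with a median of 9186 and 10091 gene UMIs per cell in the WT whole-cell libraries and 12318 and 11484.5 in those of *Tubb3*-/- mice. In the mural cell-enriched libraries the medians were 13321 and 12406 in WT mice and 16299 and 15725 in *Tubb3*-/- mice. *Tubb3* checked the labels. It had 1.93 and 0.868 CPM (counts scaled to the gene UMIs of the library) in the WT whole-cell libraries against 0.262 and 0.321 in the *Tubb3*-/- ones, and 5.49 and 3.67 against 0.789 and 0.680 in the mural cell-enriched ones. Counts of *Xist* and of 4 Y-linked genes marked replicate 1 of both genotypes as male and replicate 2 as female in both pools, so that sex was balanced between the genotypes. With 1 mouse left out this balance is lost, so the fits that leave out a mouse mix sex with genotype.
The paper's limits were applied to the cells. They removed 12 cells with fewer than 200 genes, 275 with more than 7500 genes and 985 with more than 15% mitochondrial UMIs, and some cells failed more than 1 limit. Scrublet, run on each pool, then marked 842 of the 30860 remaining cells as doublets. The 30018 cells left held between 85617839 and 147552246 gene UMIs per mouse. They were clustered again, since no annotation by the authors was used here, and each cluster was named after the type it resembled from marker lists fixed beforehand. Cells are not replicates, so UMIs were summed per mouse and cell class over both libraries, and the sums of 2 mice were compared with those of 2 mice. The summed counts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and an adjusted p-value under 0.05 was called. Beside it, an exact two-sided permutation test of the 4 values per mouse cannot give a p-value under 0.333. A correction between the pools before subclustering, and a clustering without the subtype markers, were added after the data were seen.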

We analyzed whole lung cell samples and lung mural cell-enriched samples from both *Tubb3*^*−/−*^ mice and wild-type controls treated with bleomycin (Fig. 9 A). A total of 25,964 cells were classified into six distinct clusters: fibroblasts, mural cells, immune cells, ECs, epithelial cells, and mesothelial cells (Fig. 9 B). 

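Of the 30018 cells kept, 13591 came from WT mice and 16427 from *Tubb3*-/- mice. The clusters gave 11126 fibroblast-like cells (37.1% of all), 7730 immune-like cells (25.8%), 5488 mural-like cells (18.3%), 3640 endothelial-like cells (12.1%), 1082 epithelial-like cells (3.60%) and 820 mesothelial-like cells (2.73%). Another 132 cells (0.440%) stayed unnamed, 109 of them in a cluster with endothelial and lymphocyte genes in front. The unnamed cells made up 0.409% ± 0.284 (SD, n = 2 mice) of the cells in WT mice and 0.477% ± 0.0431 (SD, n = 2) in *Tubb3*-/- mice. Haemoglobin genes led a fibroblast-like cluster of 2175 cells and *Ifit3* and *Ifit1* led another of 89 cells. Fibroblast-like cells made up 34.9% ± 0.267 (SD, n = 2) of the cells in WT mice and 38.9% ± 0.0355 (SD, n = 2) in *Tubb3*-/- mice, and immune-like cells 27.7% ± 1.703 (SD, n = 2) and 24.0% ± 1.27 (SD, n = 2).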

Consistent with our imaging and hydroxyproline assay results demonstrating exacerbated fibrosis (Fig. 7, E and G), *Tubb3*^*−/−*^ mice exhibited transcriptional characteristics linked to impaired lung function, including both the upregulation and downregulation of genes that have been previously identified as lung function markers in the bleomycin model^46^ (Fig. 9 C). 

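The genes of Fig. 9C are named only in the picture and were not tested as a list. In their place, all genes were tested in the whole-cell libraries, whose summed counts ranged from 39723213 to 63953926 UMIs per mouse. Of 18400 genes tested, 0 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2937 had an unadjusted p-value under 0.05. In counts simulated from these libraries, the same test called 76% of 200 genes changed by 1.5 on the log2 scale. With that many genes changed at once the adjustment is looser, so this is not the power for a few genes or for smaller changes. The choice of test moved the count most. With DESeq2 in place of edgeR, 688 genes had an adjusted p-value under 0.05, of which 334 were higher and 354 lower in *Tubb3*-/- mice. *Fn1* (ENSMUSG00000026193, chromosome 1 of mm10, 71585520 to 71653200) had 647 ± 98.5 normalized CPM (SD, n = 2 mice) in WT and 1309 ± 120 (SD, n = 2) in *Tubb3*-/- mice, a log2 fold change of 1.02 (standard error 0.15, adjusted p = 0.141 by the edgeR test). *Col1a1* changed by 0.98 (standard error 0.26, adjusted p = 0.219 by the edgeR test) and *Spp1* by 1.35 (standard error 0.16, adjusted p = 0.137 by the edgeR test). *Tubb3* itself, at 1.41 ± 0.817 CPM in WT and 0.302 ± 0.0226 in *Tubb3*-/- mice (SD, n = 2 each), changed by -2.22 (standard error 0.51, adjusted p = 0.188 by the edgeR test). For each of the 4 genes, both *Tubb3*-/- mice lay on the same side of both WT mice. Adjusted over the list alone, all 4 were called. *Tubb3* is the gene targeted, and the study reports changes of *Col1a1* and *Fn1* in VSMCs, and of cells marked by *Spp1*, in these samples, so this count is not independent evidence.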

We then conducted cell compositional analysis for each cluster using scCODA^47^ to determine which specific cell types within each cluster had cell numbers altered due to the *Tubb3* gene knockout. While the epithelial cell population showed no significant alterations, despite a trend towards increased pre-alveolar type-1 transitional cell state (PATS) cells^20^ in *Tubb3*^*−/−*^ mice (Fig. S8, A-D), other cell populations exhibited significant changes. 

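The 1082 epithelial-like cells were clustered again, at the paper's resolution of 0.4, into 5 named subtypes. The number of cells per subtype and mouse was tested with edgeR's quasi-likelihood test against the mouse's epithelial total, with Benjamini-Hochberg adjustment over the subtypes and the unnamed cells. PATS-like cells were 16.3% ± 5.93 (SD, n = 2 mice) of epithelial cells in WT and 31.4% ± 1.01 (SD, n = 2) in *Tubb3*-/- mice, a log2 ratio of 0.94 (standard error 0.36, adjusted p = 0.0771 by the edgeR test). AT2-like cells were 34.7% ± 11.8 and 18.7% ± 3.80 (SD, n = 2 each), a log2 ratio of -0.89 (standard error 0.35, adjusted p = 0.0771 by the edgeR test). Both *Tubb3*-/- mice lay above both WT mice for PATS-like cells and below them for AT2-like cells. AT1-like cells (25.0% ± 2.14 and 22.5% ± 3.87), club-like cells (8.25% ± 3.35 and 10.3% ± 2.04) and ciliated-like cells (9.90% ± 3.61 and 10.1% ± 4.17, SD, n = 2 each) differed by no more than their spread. Unnamed cells were 5.87% ± 1.02 of epithelial cells in WT and 7.04% ± 0.449 (SD, n = 2 each) in *Tubb3*-/- mice. With each mouse left out in turn, the log2 ratio of PATS-like cells stayed between 0.61 and 1.37, and that of AT2-like cells between -1.20 and -0.49. Of the 1082 cells, 554 came from the whole-cell libraries, and the rest from the libraries depleted of cells with EpCAM, so both libraries together are not an even sample. In the whole-cell library alone, PATS-like cells were 11.1% ± 5.56 and 22.0% ± 1.55 and AT1-like cells 16.6% ± 1.16 and 18.9% ± 4.35 (SD, n = 2 each). AT2-like cells fell past the threshold there (log2 ratio -1.20, adjusted p = 0.0418 by the edgeR test). The subtype shares rest on clusters that the subtype markers helped to form. With those markers left out of the clustering, a setting chosen after the data were seen, PATS-like cells were 13.9% ± 7.23 and 29.0% ± 2.45 and AT2-like cells 33.6% ± 11.2 and 18.6% ± 4.57 (SD, n = 2 each), both with an adjusted p of 0.182 by the edgeR test. A PATS-like cluster of 12 cells was led by *Krt15* and *Trp63*, and *Ifit3* was among the leading genes of an AT1-like cluster. A doubled share was called in 40% of simulations of these counts.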

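Among the 11126 fibroblast-like cells, subclustered at the paper's resolution of 0.7, the edgeR test on cell numbers called 3 of 7 named subtypes. Fibrotic fibroblast-like cells were 6.06% ± 1.24 (SD, n = 2 mice) of fibroblasts in WT and 19.6% ± 5.14 (SD, n = 2) in *Tubb3*-/- mice, a log2 ratio of 1.69 (standard error 0.42, adjusted p = 0.0222 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Proliferating fibroblast-like cells were 0.787% ± 0.418 and 2.92% ± 1.15 (SD, n = 2 each), a log2 ratio of 1.88 (standard error 0.53, adjusted p = 0.0248 by the edgeR test), from 228 cells in all. Alveolar fibroblast-like cells fell from 36.1% ± 15.6 to 13.1% ± 3.54 (SD, n = 2 each), a log2 ratio of -1.46 (standard error 0.45, adjusted p = 0.0271 by the edgeR test). With each mouse left out in turn, the log2 ratio ran from 1.39 to 1.94 for fibrotic, 1.42 to 2.57 for proliferating and -1.85 to -0.94 for alveolar cells. For these 3 subtypes, both *Tubb3*-/- mice lay on the same side of both WT mice. Inflammatory fibroblast-like cells were 20.7% ± 2.53 and 26.2% ± 1.04 (SD, n = 2 each), higher in both *Tubb3*-/- mice than in both WT mice, with a log2 ratio of 0.34 (standard error 0.38, adjusted p = 0.564 by the edgeR test). They held 3 clusters, of which 2, singled out after their values were seen, moved apart. The one of 999 cells rose from 3.61% to 13.0% (log2 ratio 1.84, adjusted p = 0.00529 by the edgeR test over 16 clusters, n = 2 mice each), and the one of 1562 cells went from 16.4% to 12.2% (log2 ratio -0.42, adjusted p = 0.605 by the same test). Simulations of these counts called a doubled share in 14% of cases. Unnamed cells were 11.0% ± 0.697 and 12.6% ± 1.24 (SD, n = 2 each) of fibroblasts, and haemoglobin genes led their largest cluster, of 684 cells. *Ifit3* and *Ifit1* led 92 of the inflammatory fibroblast-like cells, and an alveolar fibroblast-like cluster of 188 cells was led by *Cfap53* and *Bmp8a*.
The calls depended on the processing. All 3 were kept with limma in place of edgeR and in the mural cell-enriched library alone. They were lost with TMM normalization across the subtypes, with the resolution doubled and with doublets kept, where the log2 ratio of fibrotic fibroblast-like cells was 1.35, 1.704 and 1.69. With a mitochondrial limit of 10%, only fibrotic fibroblast-like cells were called, at a log2 ratio of 1.71. Inflammatory fibroblast-like cells changed direction with TMM (log2 ratio -0.02) and with doublets kept (log2 ratio -0.06). With the subtype markers left out of the clustering, a setting chosen after the data were seen, fibrotic cells were 5.32% ± 1.14 and 16.0% ± 3.67, proliferating cells 0.831% ± 0.354 and 3.00% ± 1.21, alveolar cells 32.3% ± 15.9 and 12.4% ± 3.44 and inflammatory cells 13.8% ± 0.251 and 29.4% ± 0.321 (SD, n = 2 each). Fibrotic and inflammatory cells were called there, with adjusted p of 0.0425 and 0.0196 by the edgeR test, and haemoglobin genes led an inflammatory cluster of 1197 cells. Unnamed cells were then 23.2% ± 3.12 and 14.1% ± 0.427 (SD, n = 2 each).

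**Figure D1:**
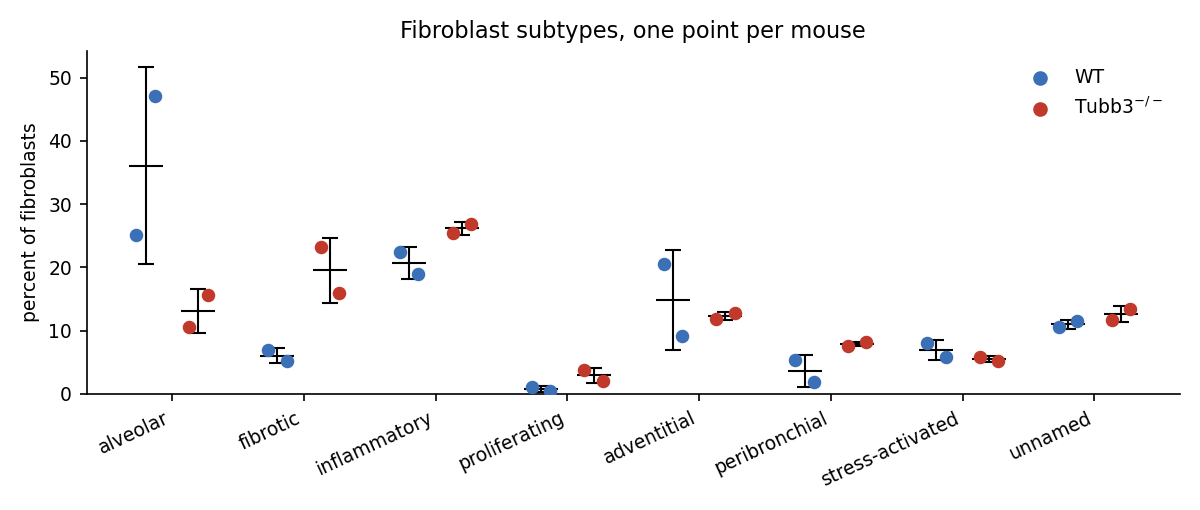
Percent of fibroblasts in each subtype for each mouse (points, 2 WT and 2 *Tubb3*-/- mice), with the mean (bar) and SD (whiskers). Fibrotic fibroblast-like cells made up 6.93% and 5.18% in the WT mice and 23.2% and 15.9% in the *Tubb3*-/- mice.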

In the fibroblast population, *Tubb3*^*−/−*^ mice showed significant increases in fibrotic fibroblasts (e.g., *Cthrc1*^+^, *Runx1*^+^), inflammatory fibroblasts (e.g., *Saa3*^+^, *Sfrp1*^+^, *Lcn2*^+^), and proliferating fibroblasts (*Mki67*^+^) (Fig. 9, D-G). The immune cell population in *Tubb3*^*−/−*^ mice showed significant increases in regulatory T cells (Tregs) and *Spp1*^+^/*Arg1*^+^ macrophages (Fig. 9, H-K and Fig. S8 E). Additionally, the EC population in *Tubb3*^*−/−*^ mice demonstrated significant increases in activated gCap cells (e.g., *Ntrk2* (also known as *TrkB*)^+^, *Lrg1*^+^, *Fxyd5*^+^) along with elevations in proliferating ECs (*Mki67*^+^) and lymphatic ECs (*Prox1*^+^) (Fig. S8, F-I). This pronounced expansion of pro-fibrotic cells in *Tubb3*^*−/−*^ mice corresponds to the observed enhancement of fibrosis in the bleomycin model. 

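The 7730 immune-like cells formed 17 named subtypes at the paper's resolution of 2.0, and the edgeR test on cell numbers called 0 of them, with 2 at an unadjusted p-value under 0.05. *Spp1*+/*Arg1*+ macrophage-like cells were 3.31% ± 0.494 (SD, n = 2 mice) of immune cells in WT and 7.32% ± 0.812 (SD, n = 2) in *Tubb3*-/- mice. This is a log2 ratio of 1.14 (standard error 0.31, adjusted p = 0.180 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both *Tubb3*-/- mice above both WT mice. Treg-like cells were 4.96% ± 3.59 and 9.37% ± 3.88 (SD, n = 2 each), a log2 ratio of 0.91 (standard error 0.58, adjusted p = 0.610 by the edgeR test). Their shares were 7.50% and 2.42% in the WT mice and 12.1% and 6.63% in the *Tubb3*-/- mice, so the genotypes overlapped. Replicate 1, the male, was the higher mouse in both genotypes, and within each sex the *Tubb3*-/- mouse was the higher. Leaving out each mouse in turn moved the Treg ratio between 0.32 and 1.95, the latter without WT replicate 1. The other subtype with an unadjusted p-value under 0.05 was NK cell-like cells, at 6.02% ± 1.44 and 2.795% ± 1.17 (SD, n = 2 each), a log2 ratio of -1.10 (adjusted p = 0.301 by the edgeR test). It was singled out after its values were seen. So were 2 of the 4 clusters of alveolar macrophage-like cells, which moved apart. The one of 503 cells fell from 11.1% to 2.66% (log2 ratio -2.07, adjusted p = 0.0143 by the edgeR test over 40 clusters, n = 2 mice each), and the one of 475 cells rose from 3.48% to 8.54% (log2 ratio 1.29, adjusted p = 0.260 by the same test). Unnamed cells were 4.65% ± 0.527 and 7.94% ± 1.56 (SD, n = 2 each) of immune cells. With the subtype markers left out of the clustering, *Spp1*+/*Arg1*+ macrophage-like cells were 3.34% ± 0.452 and 7.44% ± 1.22 and Treg-like cells 4.96% ± 3.59 and 9.24% ± 3.93 (SD, n = 2 each), and 0 subtypes were called. Of the 418 *Spp1*+/*Arg1*+ macrophage-like cells, 16 lay in a cluster led by *Ifit1*. In simulations of these counts, a doubled share was called in 10% of cases.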

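The 3640 endothelial-like cells were split, at a resolution of 0.4, into 7 subtypes with no cells unnamed, and the edgeR test on cell numbers called 4 of them. Of the cells, 2678 came from the whole-cell libraries, and the rest from the libraries depleted of cells with CD31. In the whole-cell libraries alone, 2 subtypes were called. Proliferating EC-like cells were 0.644% ± 0.192 (SD, n = 2 mice) of ECs in WT and 3.58% ± 0.138 (SD, n = 2) in *Tubb3*-/- mice, a log2 ratio of 2.39 (standard error 0.37, adjusted p = 1.2e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lymphatic EC-like cells were 1.07% ± 0.0692 and 3.02% ± 0.247 (SD, n = 2 each), a log2 ratio of 1.48 (standard error 0.35, adjusted p = 0.00178 by the edgeR test). These 2 subtypes held 87 and 81 cells. Activated gCap-like cells were 18.8% ± 3.63 and 28.5% ± 1.11 (SD, n = 2 each), a log2 ratio of 0.57 (standard error 0.12, adjusted p = 0.00129 by the edgeR test). gCap-like cells fell from 51.9% ± 5.65 to 40.2% ± 1.91 (SD, n = 2 each), a log2 ratio of -0.36 (standard error 0.10, adjusted p = 0.00624 by the edgeR test). By clusters, looked at after their values were seen, the fall lay mostly in a gCap-like cluster of 658 cells, from 23.2% to 14.4% (log2 ratio -0.69, adjusted p = 0.00858 by the edgeR test over 9 clusters, n = 2 mice each), while the one of 944 cells was at 28.0% and 25.1% (adjusted p = 0.674 by the same test). In all 4 subtypes, both *Tubb3*-/- mice lay on the same side of both WT mice. With the subtype markers left out of the clustering, no activated gCap-like cluster formed. There, gCap-like cells were 71.3% ± 1.51 and 69.7% ± 0.7501 of ECs, proliferating cells 0.533% ± 0.0346 and 3.25% ± 0.209, and lymphatic cells 1.07% ± 0.0692 and 2.93% ± 0.245 (SD, n = 2 each). No activated gCap-like cluster formed at a mitochondrial limit of 10% either, and with doublets kept the log2 ratio of these cells was 0.03. *Tubb2b* and *Mal* led the activated gCap-like cells, and *Rsad2* and *Iigp1* were among the leading genes of the gCap-like cluster of 658 cells. A doubled share was called in 88% of simulations of these counts.
Over all ECs, with 3647470 to 11284276 UMIs per mouse, 176 of 13760 genes were called, 134 higher and 42 lower in *Tubb3*-/- mice. Among the settings without a replicate term, the count ranged from 78 with doublets kept to 705 with no filter on low counts. *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) rose from 15.3 ± 2.16 to 64.9 ± 5.88 normalized CPM (SD, n = 2 mice each), a log2 fold change of 2.06 (standard error 0.15, adjusted p = 0.00238 by the edgeR test). Among called genes with a mean of at least 10 CPM over the mice, the largest rises were those of *Cdc20* (log2 fold change 2.73), *Ube2c* (2.70) and *Pbk* (2.66), and the largest falls those of *Gm13387* (-1.62), *9530026P05Rik* (-1.46) and *Sntb1* (-1.34). Without the proliferating cluster, 0 genes were called and 1699 had an unadjusted p-value under 0.05.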

Importantly, the increased pro-fibrotic cells, especially fibrotic fibroblasts, *Spp1*^+^/*Arg*1^+^ macrophages, and *Ntrk2*^+^ activated gCap cells, are major neighboring cells of Tuj1^+^ pericytes within lung fibrotic microenvironment, suggesting that Tuj1^+^ pericytes act as negative regulators of the accumulation of these pro-fibrotic cells following bleomycin-induced injury.

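The markers of these cells were also followed over the whole of each population, where no subclustering enters but the border of the class does. In fibroblast-like cells, with 36846645 to 76148270 UMIs per mouse, 0 of 17450 genes were called and 3682 had an unadjusted p-value under 0.05. *Cthrc1* (ENSMUSG00000054196, chromosome 15, 39076932 to 39087121) was at 95.6 ± 42.0 normalized CPM (SD, n = 2 mice) in WT and 229 ± 84.6 (SD, n = 2) in *Tubb3*-/- mice. Its log2 fold change was 1.26 (standard error 0.38, adjusted p = 0.169 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Runx1* changed by 0.65, *Saa3* by 0.91, *Sfrp1* by 0.96, *Lcn2* by 1.01 and *Mki67* by 1.15 on the log2 scale, with adjusted p-values from 0.0710 to 0.342 by the edgeR test. With a mitochondrial limit of 10% *Mki67* changed by 0.0780 (adjusted p = 0.877 by the edgeR test), and no proliferating fibroblast-like cluster was found. All 6 genes were higher in both *Tubb3*-/- mice than in both WT mice. *Saa3* varied most, and its log2 fold change was 1.92 without WT replicate 1 and 0.35 without WT replicate 2. In immune-like cells, 0 of 15814 genes were called and 1750 had an unadjusted p-value under 0.05. *Spp1* rose from 1215 ± 119 to 3449 ± 507 CPM (SD, n = 2 each), a log2 fold change of 1.50 (standard error 0.15, adjusted p = 0.163 by the edgeR test). *Arg1* rose by 1.33 (standard error 0.14, adjusted p = 0.163 by the edgeR test), and both genes were higher in both *Tubb3*-/- mice than in both WT mice. *Foxp3*, whose locus overlaps *Flicr* on the same strand, changed by 0.90 (standard error 0.53, adjusted p = 0.591 by the edgeR test). It had 17.1 and 6.23 CPM in the WT mice and 29.0 and 14.6 in the *Tubb3*-/- mice, so the genotypes overlapped. Replicate 1, the male, was the higher mouse in both genotypes, and within each sex the *Tubb3*-/- mouse was the higher. The log2 fold change of *Foxp3* ran from 0.32 to 1.81 with each mouse left out in turn, which leaves sex unbalanced. In ECs, *Lrg1* changed by 1.22, *Ntrk2* by 0.98, *Fxyd5* by 0.51 and *Prox1* by 0.80 on the log2 scale, with adjusted p-values from 0.0767 to 0.296 by the edgeR test and both *Tubb3*-/- mice above both WT mice. Without WT replicate 1 and without WT replicate 2, *Ntrk2* changed by 1.95 and 0.35 and *Lrg1* by 1.805 and 0.79, and in the whole-cell library alone *Prox1* changed by 0.27. Adjusted over the list alone, 7 of the 8 genes listed for fibroblasts, 2 of 3 for immune cells and 5 of 5 for ECs were called. The 8 include *Col1a1* and *Fn1*, which the study names for the VSMCs of these samples. It names the other listed genes for subtypes it found changed in these samples, so this count is not independent evidence. With DESeq2, 1094 genes were called in fibroblasts and 152 in immune cells. From the larger shares of pro-fibrotic cells, which neighbor Tuj1+ pericytes in the fibrotic microenvironment, the paper proposes that Tuj1+ pericytes restrain the accumulation of these cells after bleomycin.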

Although Tuj1 expression was predominantly observed in pericytes within fibrotic regions, a subset of VSMCs also expressed Tuj1 in the whole lung (Fig. 4 B). To assess the impact of *Tubb3* deletion on VSMCs, we subset the VSMC population from the mural cells in the scRNA-seq datasets (Fig. S8, J and K). The number of VSMCs was comparable between *Tubb3*^*−/−*^ mice and wild-type controls (Fig. S8 L). 

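VSMC-like cells, 3984 in all, were 13.8% ± 4.25 (SD, n = 2 mice) of all cells in WT and 12.7% ± 0.386 (SD, n = 2) in *Tubb3*-/- mice (exact permutation test, two-sided, p = 1). The WT mice differed from each other, at 16.8% and 10.8%, by more than either differed from the *Tubb3*-/- mice, at 12.9% and 12.4%. Without WT replicate 1 the difference between the genotypes was 1.87 percentage points, and without WT replicate 2 it was -4.13. With the subtype markers left out of the clustering the shares were 13.8% ± 4.22 and 12.6% ± 0.329 (SD, n = 2 each). Since the mural cell-enriched libraries add mural cells to the total, the shares in the whole-cell libraries alone were lower, at 2.70% ± 0.134 and 2.33% ± 0.685 (SD, n = 2 each). Unnamed mural-like cells were 1.11% ± 0.833 and 1.02% ± 0.0491 (SD, n = 2 each) of all cells.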

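UMIs of VSMC-like cells were summed per mouse, giving 6976962 to 13951703 UMIs. *Tubb3* (ENSMUSG00000062380, chromosome 8 of mm10, 123411424 to 123422015) was counted 97 and 57 times in the WT mice and 16 and 9 times in the *Tubb3*-/- mice. It had 7.85 ± 0.229 normalized CPM (SD, n = 2 mice) in WT and 0.971 ± 0.291 (SD, n = 2) in *Tubb3*-/- mice, a log2 fold change of -2.98 (standard error 0.29, adjusted p = 0.0772 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 13505 genes). Both *Tubb3*-/- mice lay below both WT mice. *Tubb3* was past the threshold in each of the 7 other settings fixed beforehand, with adjusted p-values from 3.0e-19 to 0.0467 (edgeR, and DESeq2 in 1 of them). In all, 0 genes were called and 1049 had an unadjusted p-value under 0.05. The count moved most with no filter on low counts, among the settings without a replicate term, to 367 genes. A simulated change of 1.5 on the log2 scale was called in 89% of 200 genes. With that many genes changed at once the adjustment is looser, so this is not the power for a few genes or for smaller changes. Of the other genes labelled in Fig. S8M, *Irf1*, *Rnd1*, *Sema4a*, *Milr1* and *Pde4c* were lower in *Tubb3*-/- mice, by log2 fold changes from -3.25 to -0.97, and *Klhl31* and *Zfp442* higher, by 0.87 and 0.86. Their adjusted p-values ran from 0.0772 to 0.514 by the edgeR test. With each mouse left out in turn, the log2 fold change ran from -2.15 to -0.67 for *Rnd1* and from -1.28 to -0.56 for *Irf1*. *Pde4c* had 38 and 23 UMIs in the WT mice and 4 in each *Tubb3*-/- mouse.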

Differential gene expression analysis confirmed a significant reduction in *Tubb3* expression in *Tubb3*^*−/−*^ mice (Fig. S8 M). 

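In VSMC-like cells, *Klf4* had 459 and 265 normalized CPM in the WT mice and 309 and 212 in the *Tubb3*-/- mice. The log2 fold change was -0.48 (standard error 0.25, adjusted p = 0.734 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the genotypes overlapped. It was -0.01 without WT replicate 1 and -0.82 without WT replicate 2, fits in which sex is unbalanced. Replicate 1, the male, was the higher mouse in both genotypes, and within each sex the *Tubb3*-/- mouse was the lower. With no filter on low counts *Klf4* was called (adjusted p = 0.00375 by the edgeR test). *Ccl2* had 11.0 ± 1.31 CPM (SD, n = 2 mice) in WT and 10.5 ± 0.541 (SD, n = 2) in *Tubb3*-/- mice, a log2 fold change of -0.09 (standard error 0.16, adjusted p = 0.959 by the edgeR test). Without WT replicate 1 it was 0.07, so its direction was not determined. *Foxm1* was counted 5 and 5 times in the WT mice and 15 and 5 times in the *Tubb3*-/- mice, too few for the filter on low counts. Without this filter its log2 fold change was 0.61 (standard error 0.65, adjusted p = 0.924 by the edgeR test), and a difference was not detectable at this depth.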

Consistent with a previous study showing that the downregulation of KLF4 promotes a pro-fibrotic phenotype in VSMCs through increased expression of FOXM1 and CCL2^48^, we observed that *Klf4* expression tended to be downregulated, while *Foxm1* expression tended to be upregulated, despite a downregulation of *Ccl2*, in the VSMCs of *Tubb3*^*−/−*^ mice. Similarly, aligning with another prior study that reduced BMPR2 levels lead to the upregulation of fibrotic markers such ad *Acta2*, *Col1a1*, and *Fn1*^49^, we found that *Bmpr2* expression tended to be downregulated, while *Col1a1* and *Fn1* expression tended to be upregulated, despite no change in *Acta2* expression, in the VSMCs of *Tubb3*^*−/−*^ mice. These findings suggest that enhanced fibrotic characteristics in VSMCs may also contribute to the exacerbated fibrosis observed in *Tubb3*^*−/−*^ mice.

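*Bmpr2* had 203 ± 10.1 normalized CPM (SD, n = 2 mice) in the VSMC-like cells of WT mice and 180 ± 10.5 (SD, n = 2) in those of *Tubb3*-/- mice. The log2 fold change was -0.17 (standard error 0.09, adjusted p = 0.753 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both *Tubb3*-/- mice below both WT mice. *Acta2* had 15493 ± 1146 and 15054 ± 2149 CPM (SD, n = 2 each), a log2 fold change of -0.04 (standard error 0.14, adjusted p = 0.981 by the edgeR test). *Col1a1* rose from 570 ± 70.6 to 798 ± 5.23 CPM (SD, n = 2 each), a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.273 by the edgeR test), and was higher in both *Tubb3*-/- mice. It was called with no filter on low counts (adjusted p = 6.7e-04 by the edgeR test). *Fn1* had 346 ± 51.1 and 386 ± 4.12 CPM (SD, n = 2 each), a log2 fold change of 0.16 (standard error 0.12, adjusted p = 0.841 by the edgeR test), with 383 CPM in both WT replicate 1 and *Tubb3*-/- replicate 1. Adjusted over the list alone, *Tubb3*, *Col1a1* and the 7 genes of the volcano plot were called and *Klf4*, *Ccl2*, *Bmpr2*, *Acta2* and *Fn1* were not. The list includes the 7 genes of the volcano plot, which the study chose on these samples, so this is not independent evidence. From these changes, the paper proposes that enhanced fibrotic characteristics of VSMCs may also contribute to the fibrosis of *Tubb3*-/- mice.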

### CXCL10 suppresses the pro-fibrotic activity of macrophages induced by lung fibroblasts

Given that the aforementioned studies demonstrated preferential expression of the anti-fibrotic and angiostatic chemokine *Cxcl10* in Tuj1^+^ pericytes in the bleomycin model, we next investigated whether the absence of Tuj1 in pericytes affects *Cxcl10* expression. To address this, we first utilized our scRNA-seq datasets to examine *Cxcl10* expression in pericytes. From the mural cell population in the datasets derived from *Tubb3*^*−/−*^ mice and wild-type controls (Fig. 10 A), we subset the pericyte population (Fig. 10 B). Consistent with the aforementioned multiplex immunostaining results (Fig. 7, B-D), the total number of pericytes in the lung remained comparable between *Tubb3*^*−/−*^ mice and wild-type controls (Fig. 10 C). 

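Pericyte-like cells numbered 240 and 277 in the WT mice and 318 and 347 in the *Tubb3*-/- mice. They were 3.83% ± 0.709 (SD, n = 2 mice) of all cells in WT and 4.08% ± 0.618 (SD, n = 2) in *Tubb3*-/- mice, a difference of 0.242 percentage points, less than the spread between mice (exact permutation test, two-sided, p = 0.667). With each mouse left out in turn the difference ran from -0.259 to 0.743. Pericytes gated instead by UMIs of at least 2 of *Higd1b*, *Cox4i2* and *Ndufa4l2* were 3.72% ± 0.605 and 4.74% ± 0.136 (SD, n = 2 each), a difference of 1.02 percentage points (exact permutation test, two-sided, p = 0.333). With the subtype markers left out of the clustering, pericyte-like cells were 4.67% ± 0.0533 and 4.89% ± 0.520 (SD, n = 2 each). In the whole-cell libraries alone, where no mural cells were enriched, they were 0.976% ± 0.0470 and 1.05% ± 0.214 (SD, n = 2 each). The pericyte-like cells came from 2 clusters, of 889 and 293 cells, and *Ifit3* and *Ifit1* were among the leading genes of the larger. A further mural-like cluster of 283 cells with *Rgs5* among its leading genes had fewer than 3 markers and stayed unnamed.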

We subsequently analyzed transcriptional changes in pericytes resulting from *Tubb3* gene knockout. As expected, *Tubb3* expression was significantly reduced in *Tubb3*^*−/−*^ mice (Fig. 10 D). 

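In the summed pericyte-like cells, with 2215283 to 3910776 UMIs per mouse, *Tubb3* was counted 82 and 29 times in the WT mice and 12 times in each *Tubb3*-/- mouse. This is 24.4 ± 16.5 normalized CPM (SD, n = 2 mice) and 3.15 ± 0.188 (SD, n = 2). The log2 fold change was -2.94 (standard error 0.54, adjusted p = 0.618 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 11618 genes), with both *Tubb3*-/- mice below both WT mice, and ran from -3.51 to -2.00 with each mouse left out in turn. In all, 0 genes were called and 726 had an unadjusted p-value under 0.05. In simulated counts of these cells, the same test called 75.5% of 200 genes that were changed by 1.5 on the log2 scale. With that many genes changed at once the adjustment is looser, so this is not the power for a few changed genes. *Tubb3* itself, at -2.94, was not called. DESeq2 moved the result most among the settings without a replicate term, calling 11 genes, with *Tubb3* among them (adjusted p = 0.00289). *Tubb3* UMIs were counted in cells of *Tubb3*-/- mice too, and their source was not tested. After each cell was thinned to 2000 UMIs, which left out 4 cells of WT and 1 of *Tubb3*-/- mice, 7.14% and 2.18% of pericyte-like cells had a *Tubb3* UMI in the WT mice and 0.946% and 0.288% in the *Tubb3*-/- mice (exact permutation test, two-sided, p = 0.333). In B cell-like cells thinned alike it was 0 of 652, which allows a share of up to 0.460%. Of the 7730 immune-like cells 7380 came from the whole-cell pool, but of the 1182 pericyte-like cells only 141 did. Background RNA can differ between the pools, so the B cell share does not bound that in pericyte droplets. Without thinning, the shares were 16.7% and 6.86% against 2.52% and 2.31%, at a median of 9413.5 UMIs per pericyte-like cell, and 0.152% in B cell-like cells, at a median of 4919.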

Intriguingly, despite this reduction, we observed upregulation of activated pericyte markers, including *Rgs5* and *Col18a1*, suggesting enhanced pericyte activation in *Tubb3*^*−/−*^ mice. In contrast, *Cxcl10* expression tended to be downregulated in the pericytes of *Tubb3*^*−/−*^ mice (Fig. 10 D). 

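*Rgs5* (ENSMUSG00000026678, chromosome 1 of mm10, 169655501 to 169695813) had 48.4 ± 8.601 normalized CPM (SD, n = 2 mice) in the pericyte-like cells of WT mice and 142 ± 60.6 (SD, n = 2) in those of *Tubb3*-/- mice. The log2 fold change was 1.55 (standard error 0.31, adjusted p = 0.641 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both *Tubb3*-/- mice above both WT mice, and ran from 1.04 to 1.92 with each mouse left out in turn. DESeq2 called *Rgs5* (adjusted p = 0.0150). The size of its change varied with the choice of cells, and the cause was not tested. It was 0.73 with doublets kept, 0.65 with a mitochondrial limit of 10% and 0.69 with pericytes gated by 3 markers. It was 0.91 when the unnamed mural-like cells were counted as pericytes, a setting chosen after the data were seen. *Col18a1* (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548), whose locus overlaps *Slc19a1* on the other strand over 8825 bases, had 347 ± 148 CPM in WT and 581 ± 112 in *Tubb3*-/- mice (SD, n = 2 each). Its log2 fold change was 0.74 (standard error 0.31, adjusted p = 0.787 by the edgeR test), with both *Tubb3*-/- mice above both WT mice, and it was 1.26 without WT replicate 1 and 0.36 without WT replicate 2. Over the 7 other settings fixed beforehand it stayed between 0.741 and 0.883, and it was 0.682 with the unnamed mural-like cells added.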

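*Cxcl10* (ENSMUSG00000034855, chromosome 5 of mm10, 92346638 to 92348889, within the locus of *Art3* on the other strand) was counted 592 and 247 times in the pericyte-like cells of the WT mice and 402 and 369 times in those of the *Tubb3*-/- mice. This is 260 and 108 normalized CPM against 110 and 92.8. The log2 fold change was -0.86 (standard error 0.37, adjusted p = 0.787 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the genotypes overlapped. Over all pericyte-like cells, WT replicate 1 carried most of the difference. Without it the log2 fold change was -0.09, and with another mouse left out it ran from -1.37 to -0.75. Over the 7 other settings fixed beforehand it lay between -1.94, with doublets kept, and -0.54, with pericytes gated by markers, and none of them called it. Adjusted over the list alone, *Tubb3* and *Rgs5* were called and *Col18a1* and *Cxcl10* were not (adjusted p = 0.0517 for both by the edgeR test). The 2 pericyte-like clusters, taken alone after the data were seen, moved apart. *Cxcl10* changed by -1.17 in the cluster of 889 cells, from 294 and 165 CPM in the WT mice to 110 and 96.8 in the *Tubb3*-/- mice, and by 2.40 in that of 293 cells, where it was counted 3, 16, 58 and 46 times in WT replicates 1 and 2 and *Tubb3*-/- replicates 1 and 2. The smaller cluster weighed more in WT replicate 2, where its leading gene *Clstn2* had 1477 UMIs, against 391 in WT replicate 1. *Cxcl10* in WT replicate 2 was at 165 CPM in the larger cluster, 18.7 in the smaller and 108 over both, so the low value of this mouse depends on that mix. After thinning to 2000 UMIs, 13.4% and 8.00% of pericyte-like cells had a *Cxcl10* UMI in the WT mice and 6.94% and 7.20% in the *Tubb3*-/- mice (exact permutation test, two-sided, p = 0.333), against 1.23% of B cell-like cells. Without thinning the shares were 27.9% and 19.1% against 16.4% and 20.7% (exact permutation test, two-sided, p = 0.667), and 3.03% of B cell-like cells. Immune-like cells came mostly from the whole-cell pool and pericyte-like cells mostly from the other, so the B cell shares do not bound the background in pericytes. In epithelial-like cells the log2 fold change of *Cxcl10* was 0.13 (standard error 0.22), and it was not compared with that in pericytes. In VSMC-like cells the log2 fold change of *Cxcl10* was -0.42, in fibroblast-like cells -0.53, in ECs -0.13 and in immune-like cells -0.24. The change in pericytes did not differ from these in an interaction test (edgeR, adjusted p from 0.170 to 0.286 over the 4 classes), except at a mitochondrial limit of 10%, where the largest adjusted p was 0.00203. The paper states that *Cxcl10* tended to be lower in the pericytes of *Tubb3*-/- mice and tests this in tissue sections next.

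**Figure D2:**
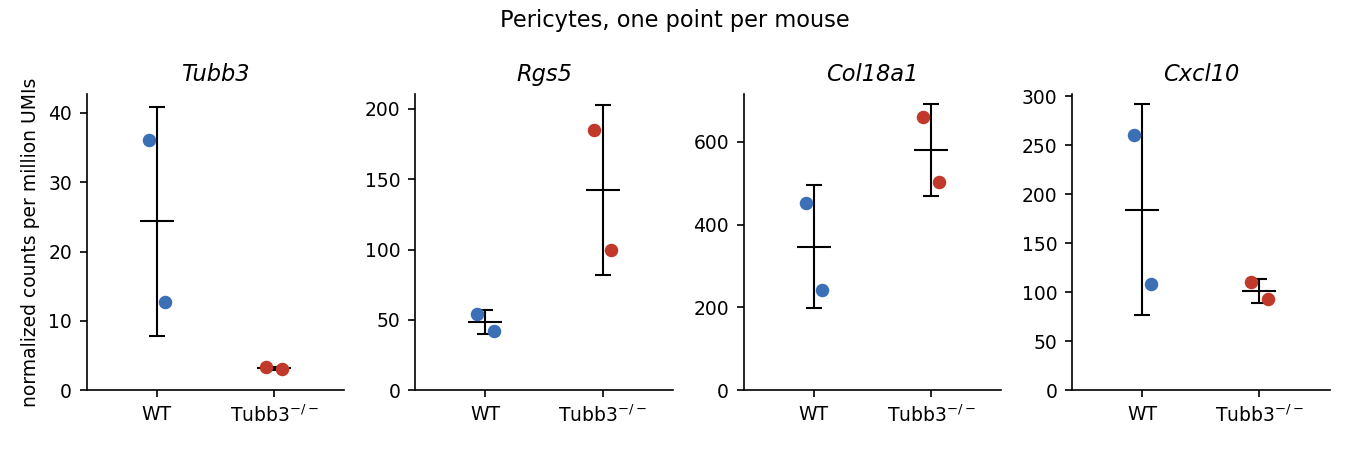
Normalized CPM of *Tubb3*, *Rgs5*, *Col18a1* and *Cxcl10* in the summed pericyte-like cells of each mouse (points, 2 WT and 2 *Tubb3*-/- mice), with the mean (bar) and SD (whiskers). *Cxcl10* was at 260 and 108 in the WT mice and at 110 and 92.8 in the *Tubb3*-/- mice.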

To validate this finding, we conducted RNA *in situ* hybridization for the *Cxcl10* gene, combined with multiplex immunostaining to visualize PDGFRβ^+^/PDGFRα^−^ pericytes associated with PECAM1^+^ capillary ECs in the collagen 1^high^ fibrotic regions (Fig. 10 E). We quantified the *Cxcl10* spot signals in pericytes (Fig. 10 F). Consistent with the scRNA-seq data, we observed a significant reduction in *Cxcl10* expression in the pericytes of *Tubb3*^*−/−*^ mice. This reduction in the anti-fibrotic *Cxcl10* in pericytes may contribute to the enhancement of fibrosis observed in these mutant mice.

The marked increase in fibrotic fibroblasts and activated gCap ECs in *Tubb3*^*−/−*^ mice could be explained by the decreased expression of the anti-fibrotic and angiostatic chemokine *Cxcl10* in pericytes. Given previous studies showing minimal effects of CXCL10 on fibroblast proliferation and collagen production in culture^36,37^, it is possible that CXCL10 indirectly influences fibrotic fibroblasts. To address this, we cultured freshly isolated lung fibroblasts and examined whether CXCL10 could inhibit their induction of collagen 1 by TGF-β1. Consistent with the previous studies, we found no significant effect of CXCL10 on collagen 1 expression in these activated fibroblasts (Fig. 10 G), suggesting that the increased number of fibrotic fibroblasts in *Tubb3*^*−/−*^ mice may be a secondary effect resulting from the reduction of *Cxcl10* in pericytes.

Given the significant role of pro-fibrotic macrophages in the fibrotic process, we hypothesized that CXCL10 may influence the pro-fibrotic activity of these cells. To address this, we developed a co-culture system of CD68^+^ bone marrow (BM)-derived macrophages and freshly isolated lung fibroblasts to induce arginase^+^/CD68^+^ pro-fibrotic macrophages (Fig. 10, H and I). Interestingly, CXCL10 inhibited the arginase induction in macrophages in the co-culture, without affecting the total number of macrophages (Fig. 10, I-K). These findings indicate that CXCL10 plays a suppressive role in pro-fibrotic macrophage differentiation. Taken together, these findings suggest that the increased fibrosis observed in *Tubb3*^*−/−*^ mice may be due to the increased number of pro-fibrotic macrophages, driven by the reduction of *Cxcl10* in pericytes.

## Discussion

Here, we demonstrate a novel anti-fibrotic state of pericytes in pulmonary fibrosis. Our findings suggest that in response to fibrotic stimuli, concurrent with the emergence of pro-fibrotic fibroblasts and macrophages, lung pericytes express Tuj1, adopting an anti-fibrotic phenotype. Tuj1-expressing pericytes localize near SPP1^+^/arginase^+^ macrophages and express high levels of CXCL10, a chemokine that suppresses the pro-fibrotic macrophage differentiation, suggesting that this pericyte population contributes to counteracting the progression of pulmonary fibrosis. (Fig. 10 L).

Activated pericytes are known to proliferate and associate with activated capillary ECs within fibrotic regions. However, Tuj1 expression does not appear to influence pericyte proliferation, as observed in the lack of difference in pericyte proliferation between Tuj1^+^ and Tuj1^−^ pericytes within fibrotic regions, as well as the absence of changes in total pericyte numbers and their proliferative state in *Tubb3*^*−/−*^ mice. In addition, activated pericyte markers such as *Rgs5* and *Col18a1* are further upregulated in *Tubb3*^*−/−*^ mice following fibrotic stimulation, suggesting that Tuj1 expression does not drive pericyte activation nor determine the state of pericyte activation. Although Tuj1 does not appear to promote pericyte activation or proliferation, most activated pericytes within fibrotic regions express Tuj1, and the absence of Tuj1 in these pericytes downregulates anti-fibrotic chemokine, CXCL10, and exacerbates fibrosis. These findings suggest that Tuj1 expression may contribute to an anti-fibrotic state in pericytes during pulmonary fibrosis. While pericytes have long been considered a source of myofibroblasts, our findings advance this emerging paradigm by demonstrating an anti-fibrotic role for Tuj1^+^ pericytes in pulmonary fibrosis, highlighting the importance of pericytes as a counteracting cellular component in mitigating fibrotic processes.

Tuj1 expression is observed in both pericytes and VSMCs in a bleomycin-induced pulmonary fibrosis model, although pericytes constitute most Tuj1-expressing cells within fibrotic regions. To directly confirm that Tuj1 expression in pericytes is necessary for inducing anti-fibrotic effects in pulmonary fibrosis, pericyte- or VSMC-specific deletion of the *Tubb3* gene would be required. Given the historical challenge of identifying highly specific markers and genetic *Cre* driver mice for pericytes^50^, the recent discovery of *Higd1b* gene as a relatively unique marker for lung pericytes has enabled the generation of inducible *Higd1b-CreER* driver mice^17^. These mice could serve as a valuable tool for pericyte-specific deletion of the conditional *Tubb3* allele. Alternatively, genetically ablating Tuj1-expressing cells could validate their anti-fibrotic effect within fibrotic regions. Since Tuj1 is constitutively expressed in all neurons, targeted ablation of Tuj1^+^ pericytes would be needed to assess their anti-fibrotic effects in pulmonary fibrosis.

How do Tuj1^+^ pericytes contribute to an anti-fibrotic state during pulmonary fibrosis? One possibility is that Tuj1^+^ pericytes release anti-fibrotic factors that suppress pro-fibrotic cells, including activated capillary ECs, pro-fibrotic fibroblasts, and macrophages. Notably, Tuj1^+^ pericytes express the anti-fibrotic chemokine *Cxcl10,* and the absence of Tuj1 reduces *Cxcl10* expression in pericytes, accompanied by the marked increase in the aforementioned pro-fibrotic cells. The in vitro data demonstrate that CXCL10 does not affect collagen production by fibrotic fibroblasts; rather, it suppresses the pro-fibrotic differentiation of BM-derived macrophages in the co-culture with primary lung fibroblasts. Recent studies reveal that arginase1 (Arg1)^+^ pro-fibrotic macrophages are found in close proximity to pro-fibrotic fibroblasts within fibrotic regions, and that macrophage-specific deletion of *Arg1* attenuates pulmonary fibrosis following fibrotic stimuli, suggesting that Arg1^+^ pro-fibrotic macrophages play an essential role in pulmonary fibrosis^51^. Moreover, fibroblast-derived IL-6 has been shown to induce Arg1 expression in macrophages in culture^51^. In our studies, Tuj1^+^ pericytes are also localized in close proximity to Arg1^+^ pro-fibrotic macrophages within fibrotic regions, and the absence of Tuj1 in pericytes exacerbates pulmonary fibrosis following fibrotic stimuli, suggesting that Tuj1^+^ pericytes negatively regulate these macrophages through CXCL10. However, whether CXCL10 inhibits the cross-talk between macrophages and fibroblasts or directly suppresses the pro-fibrotic differentiation of macrophages remains to be determined. Moreover, our scRNA-seq analysis in the bleomycin model revealed an increase in *Cxcl10* expression not only in pericytes but also in fibroblasts and myeloid cells, including neutrophils. This finding aligns with previous reports^32,33^. Further investigation is needed to determine the extent to which pericyte-derived CXCL10 contributes to the local anti-fibrotic environment.

Although Tuj1 expression is predominantly specific to the nervous system, its expression in non-neuronal human tumors has been reported to be associated with resistance to tubulin-binding agents, high metastatic potential, and poor patient outcomes^52^. Various signaling pathways, including nuclear hormone receptor signaling, bromodomain extraterminal domain (BET) proteins-mediated epigenetic regulation, hypoxia-mediated signaling, and microRNAs, have been reported to regulate Tuj1 expression in cancer cells^52^, suggesting that multiple regulatory mechanisms influence Tuj1 expression across diverse cancer types. In our studies, Tuj1 expression displays a strong correlation with CXCL10 (also known as IFN-γ-induced protein 10), potentially linking Tuj1 expression in pericytes to molecular alterations associated with inflammatory signaling. However, the absence of Tuj1 in pericytes leads to the marked reduction in *Cxcl10* expression. These findings suggest that Tuj1-mediated signaling pathways may regulate *Cxcl10* expression. Further investigation is required to understand the link between Tuj1-mediated signaling and *Cxcl10* expression in activated pericytes in pulmonary fibrosis. This will provide therapeutic strategies to enhance the anti-fibrotic properties of lung pericytes, specifically by increasing CXCL10 expression, aiming to treat pulmonary fibrosis.

## Materials and methods

### Mice

All animal procedures were approved by the National Heart, Lung, and Blood Institute (NHLBI) Animal Care and Use Committee in accordance with NIH research guidelines for the care and use of laboratory animals. The following mice were used in this study: *Pdgfrb-Cre*^*ERT2*^ mice (The Jackson Laboratory, 029684), *R26R-EYFP* mice (The Jackson Laboratory, 006148), *αSMA-Cre*^*ERT2*^ mice^53^, *NG2-Cre*^*ERT2*^ mice (The Jackson Laboratory, 0068538), *Scube2-Cre*^*ERT2*^ mice^15^, *Cthrc1-Cre*^*ERT2*^ mice^15^, *R26R-tdTomato* mice (The Jackson Laboratory, 007914), and *Col-GFP* mice^54^. The *Cre*-mediated excision was induced by administrating tamoxifen via intraperitoneal injection (I.P.). 

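The deposited counts have a row for *Cre*, which was added to the mm10 genes. It held 5 UMIs over the 17629 cells deposited from *Tubb3*-/- mice, spread over 3 of their 4 libraries, and 0 UMIs over the 14492 cells from WT mice. A count of 0 there allows *Cre* UMIs in up to 0.0207% of cells. *Tubb3* UMIs over the same cells numbered 166 in *Tubb3*-/- mice and 659 in WT mice. For a library, the count of *Cre* was too low to mark its genotype, and 1 whole-cell library of a *Tubb3*-/- mouse had 0.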

As *Tubb3*^*−/−*^ mice, *Tubb3*-*Cre* knockin mice in which the *Cre* transgene was inserted in-frame at the translation initiation site of the *Tubb3* gene^39^ were used. Homozygous *Tubb3*^*−/−*^ mice were obtained by crossing heterozygous *Tubb3*-*Cre* knockin mice. Mice between the ages of 8 and 11 weeks old were used for the experiments. Male mice were used for the hydroxyproline experiment. Both male and female mice were used in the other experiments. For fibrosis induction, a dose of 0.8 U/kg bleomycin was intratracheally administered into mice.

### Lung tissue preparation for imaging analysis

Lung tissues were inflated with 4% paraformaldehyde (PFA) through the trachea and removed from mice. The tissues were then washed with phosphate-buffered saline (PBS) and fixed with 4% PFA or BD Cytofix (BD Biosciences, BDB554655) diluted in PBS (1:3) overnight at 4°C. After washing in PBS, the fixed tissues were incubated in 30% sucrose/PBS overnight at 4°C, embedded in Tissue-Tek O.C.T. Compound (Sakura), and stored at −80°C.

### Multiplex immunofluorescence of lung tissue

Cryosections (30-100 μm) from fixed-frozen tissue embedded in O.C.T. Compound were adhered to Superfrost Plus Gold slides (Fisher Scientific, 15-188-48) or two-well Chambered Coverglasses (Lab-Tek, 155379) coated with chrome alum gelatin (Newcomer Supply, Part 1033A). Sections were washed with PBS and PBS-T (0.1% Tween 20), permeabilized with 0.5% Triton X-100 in PBS for 30 minutes and then blocked with either 1% bovine serum albumin (BSA; Millipore Sigma, A9418) in PBS with 0.1% Tween 20 or 10% donkey serum in PBS with 0.1% Tween 20 for 1 hour at room temperature. Primary and secondary antibodies used in this study are listed in Table S1. Primary antibodies were incubated in blocking buffer overnight at 4°C. Fluorescence-conjugated secondary antibodies were used at a 1:250 dilution in a blocking buffer (with Hoechst 33342 (Biotium, 40046, 1:500) when needed) and incubated for 2-5 hours at room temperature or overnight at 4°C. After washing in PBS-T, sections were mounted with ProLong Gold Antifade Mountant (Thermo Fisher Scientific, P36934), Ce3D+^55^ for tissue clearing, or Fluoromount-G (Southern Biotech, 0100-01) for iterative bleaching extends multiplexity (IBEX)^40^.

Cyclic immunofluorescence was performed using the IBEX protocol. After confocal imaging, mounting media was thoroughly removed by washing with PBS. The sections were then incubated with lithium borohydride (LiBH4, 1 mg/mL; Stem Chemicals, 16949-15-8) for 30 minutes under white light to bleach fluorescent signals. After washing in PBS, subsequent cycles were started from the primary antibody reaction. Hoechst 33342 was used as the fiducial marker for image registration between cycles.

### Sirius Red staining of lung tissue

Cryosections (10-20 μm) from fixed-frozen tissue embedded in O.C.T. Compound were adhered to Superfrost Plus Gold slides. Sections were post-fixed in 4% PFA in PBS for 30 minutes at room temperature (RT), rinsed with distilled water, and incubated with HistoVT One (Nacalai, 06380-05) for 30 minutes at 70 °C. After brief rinsing, sections were stained with hematoxylin for 10 minutes at RT, followed by Sirius Red staining (Millipore Sigma, Direct Red 80, 365548) for 60 minutes at RT. Sections were then rinsed with 1% acetic acid (twice), washed briefly with water, dehydrated through an ethanol gradient, cleared with xylene, and mounted using DPX mounting medium (Electron Microscopy Sciences, 13510).

### Human lung tissue

De-identified lung tissue samples from patients with idiopathic pulmonary fibrosis (IPF) were obtained at the time of lung implantation at the University of California, San Francisco (UCSF). In addition, fibrotic lung tissues were collected from lung cancer patients with concurrent IPF at Kumamoto University Hospital; these samples were obtained during surgical resection, and fibrotic lesions located in areas distant from the tumor were specifically examined. Each study was approved by the Institutional Review Board of UCSF (approval number: 21-35088) and Kumamoto University Hospital (approval number: 2460). The lung tissues were fixed in 4% PFA and subjected to hematoxylin and eosin (H&E) staining or multiplex immunofluorescence analysis.

### RNA in situ hybridization for *Col1a1* combined with immunofluorescence

RNA in situ hybridization was performed using HCR RNA-FISH technology (Molecular Instruments). Cryosections (30-50 μm) from fixed-frozen tissue embedded in O.C.T. Compound were adhered to Superfrost Plus Gold slides coated with chrome alum gelatin. Target retrieval was conducted by incubating sections with 0.5% Triton X-100 in PBS for 10 minutes at room temperature. In situ hybridization with the *Col1a1* probe set, followed by amplification using an Alexa 647-conjugated B3 amplifier were carried out, in accordance with the manufacturer's instructions. Following the hybridization, immunofluorescence staining was performed. Sections were washed in PBS-T (0.2% Triton X-100) and blocked with 10% goat serum in PBS containing 0.2% Triton X-100 for 1 hour at room temperature. Primary antibodies, including an Alexa 488-conjugated anti-Tuj1 antibody (Biolegend, 801203; 1:200) and a Cy3-conjugated anti-αSMA antibody (Millipore Sigma, C6198; 1:500), were incubated in the blocking buffer overnight at 4°C. After washing in PBS-T, sections were mounted using ProLong Gold Antifade Mountant.

### RNA in situ hybridization for *Cxcl10* combined with IBEX

To detect *Cxcl10* RNA, which has limited target sites for probe binding due to its small size, we employed Yn situ^56^, a sensitive RNA detection method. This method was integrated with IBEX to simultaneously detect *Cxcl10* RNA and multiple protein signals. The buffer composition for RNA in situ hybridization was adapted from Murakami et al.^57^.

Cryosections (30 μm) of fixed-frozen tissue embedded in O.C.T. Compound were adhered to Superfrost Plus Gold slides coated with chrome alum gelatin. The sections were post-fixed with 4% PFA for 10 minutes at room temperature. After washing with PBS, the sections were incubated in Methylimidazole buffer for 5 minutes, followed by 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide (EDC) fixative for 1 hour at room temperature, in accordance with the protocol by Wu, et al.^56^. After another PBS wash, the sections underwent dehydration through a graded methanol series (30%, 50%, 80%, and 100%, twice, 5 minutes each). The slides were then stored in 100% methanol at −80°C until use. Prior to use, the slides were brought to room temperature and rehydrated through a decreasing methanol gradient (80%, 50%, 30%, 5 minutes each).

To detect protein combination 1 (Tuj1, PECAM1, αSMA, and podoplanin), rehydrated sections were treated with 10 mM HCl for 30 minutes at room temperature. Following a 10-minute wash with washing buffer 1 (5×SSC, 0.01% Tween 20, and 20 mM citric acid; w.b.1), the sections were incubated with washing buffer 2 (2×SSC, 0.01% Tween 20, and 4 mM citric acid; w.b.2) containing 0.1 μg/mL proteinase K (Thermo Fisher Scientific, 25530049) for 10 minutes at 37°C. For the detection of protein combination 2 (PDGFRβ, PECAM1, PDGFRα, and collagen 1), rehydrated sections were washed with w.b.1 for 10 minutes and then incubated with w.b.2 containing 10 μg/mL proteinase K for 10 minutes at 37°C. Following the proteinase K treatment, the sections were washed sequentially with w.b.1 (5 minutes), PBS (15 minutes), and PBS-T (0.1% Tween 20, 15 min). The sections were blocked with 1% BSA in PBS containing 0.1% Tween 20 for 1 hour at room temperature. Primary and secondary antibodies are listed in Table S1. Primary antibodies were incubated in the blocking buffer overnight at 4°C. Fluorescence-conjugated secondary antibodies (1:250) and Hoechst 33342 (1:500) were applied in the blocking buffer and incubated overnight at 4°C. After washing with PBS-T, the sections were mounted with Fluoromount-G for confocal scanning. Following confocal imaging, the mounting medium was thoroughly removed with PBS washing. Fluorescent signals were bleached by incubating the sections with LiBH4 (1 mg/mL) for 30 minutes under white light.

After PBS washing, Yn situ was performed. The sections were washed with w.b.1 for 10 minutes at room temperature and incubated with w.b.2 containing 10 μg/mL proteinase K for 30 minutes at 37°C. After w.b.1 washing (5 minutes), the sections were pretreated with hybridization buffer (5×SSC, 0.01% Tween 20, 30% formamide, and 3% PEG8000) for 5 minutes at room temperature. The sections were then incubated with the *Cxcl10* probe set (4 pmol per probe, listed in Table S2), designed using insitu_probe_generator^58^, in hybridization buffer overnight at 37°C. Following four washes with w.b.1 (30 minutes each, 37°C), the sections were pretreated with hybridization buffer for 5 minutes at room temperature. The sections were incubated with a preamplifier (15 ng/μL), synthesized from plasmid A1-20B1 (P004) (Addgene, #184056) using a nickase Nt.BspQI (New England Biolabs, R0644S), in hybridization buffer for 3 hours at 37°C. After four washes with w.b.1 (15 min each, 37°C), a thermocycler-annealed Alexa 647-conjugated B1 amplifier (3 μM; Molecular Instruments) was diluted in hybridization buffer (1:50) and applied overnight at room temperature. Following four washes with w.b.1 (15 minutes each, 37°C), the sections were incubated with w.b.2 containing Hoechst 33342 (1:500) for 15 minutes at 37°C. After w.b.2 washing (15 minutes, 37°C), the slides were mounted with ProLong Gold Antifade Mountant. Hoechst 33342 was used as the fiducial marker for image registration between cycles.

### Image Analysis

Confocal microscopy was performed using Leica TCS SP5 or SP8 confocal microscopes (Leica) equipped with ×10, ×20, ×40, or ×63 objective lenses. For publication-quality images, brightness/contrast adjustments were applied uniformly to all comparable images. Unless otherwise stated, images are presented as maximum intensity projections (MIP) of tiled z-stacks using Fiji^59^, Imaris (Oxford Instruments), or napari^60^. Image alignment of all IBEX panels was performed using SITK-IBEX^40^ with Hoechst staining serving as the fiducial marker.

Quantification of Tuj1^+^ pericytes or Tuj1^+^ VSMCs in Figs. 4C, 5C, S3B was performed using the napari-3d-counter plugin.

In Figs. 2B, 2C, 2G, and 5E, area annotation and Tuj1^+^ cell segmentation were performed using the Fiji plugin Labkit^61^. In Fig. 2C, the density of Tuj1^+^ cells was calculated using Gaussian kernel density estimation and visualized as a heatmap overlaid on the area annotation image.

In Figs. 2E, 2F, 2H, 3B, 3C, 7C, and 7D, four distinct pericyte populations (Tuj1^+^ Ki67^+^, Tuj1^+^ Ki67^−^, Tuj1^−^ Ki67^+^, and Tuj1^−^ Ki67^−^) were counted using the Fiji plugin MoBIE^62^. Individual channel images and instance-segmented nuclei labels (generated using Cellpose3^41,42^) were imported into a MoBIE project, where the four distinct pericyte populations were annotated to their corresponding nuclei objects.

In Figs. 1J and S2C, 3D cropping was performed using the Fiji plugin 3Dscript^63^.

In Fig. 6F, whole-cell segmentation in the IBEX 10 multiplex image utilized PDGFRα, PDGFRβ, PECAM1, podoplanin, and collagen 1 channels as cytoplasm markers, with Hoechst as the nuclear marker. Enhance Contrast and Difference-of-Gaussian filter in 3D were applied to each channel image. For the cytoplasm markers, each channel was subtracted from all other channels, and the resulting images were merged to create a composite cytoplasm image. The processed cytoplasm and Hoechst images were input into Cellpose3 for 3D cell segmentation using the cyto3 model following image restoration. After segmentation, imaging artifacts were removed through size filtering and exclusion of cell labels with low Hoechst intensity. Cell clustering was performed using UMAP dimensionality reduction, followed by K-means clustering (k=25) on standardized mean intensity values from raw images. The resulting clusters were then manually annotated using the napari-clusters-plotter plugin. The annotated cell data was then analyzed using SPACE^43^, with results visualized using SPACE's built-in visualization functions.

In Fig. 10F, *Cxcl10* RNA spots were quantified using U-FISH^64^. Pericyte segmentation was performed using Labkit. For the pericyte segmentation, PDGFRβ, PDGFRα, PECAM1, and collagen 1 channel images were pre-processed with Enhance Contrast and Difference-of-Gaussian filter in 3D. The PDGFRβ image was then subtracted from all other processed channels, and the resulting PDGFRβ images were used for the pericyte segmentation using Labkit. *Cxcl10* RNA spots were quantified within these segmented pericyte areas by U-FISH.

In Figs. 10J and 10K, tiled z-stack images were processed as maximum intensity projections. Macrophages were segmented using Cellpose3 with the CD68 channel as the cytoplasmic marker. Following size-based filtering to remove imaging artifacts, arginase intensity from raw images was measured for each segmented macrophage.

### Hydroxyproline assay

Pulmonary fibrosis after bleomycin treatment was assessed by measuring hydroxyproline content in the left lobes of mouse lung tissue using a Hydroxyproline Assay Kit (Cell Biolabs Inc., STA-675) in accordance with the manufacturer's protocol.

### Lung tissue dissociation

Mouse lungs were harvested following perfusion with 5 mL of PBS through the right ventricle. The tissue was mechanically dissociated using scissors and digested in an enzyme solution containing 0.25% Collagenase A (Millipore Sigma, 10103586001), 1 U/mL Dispase II (Millipore Sigma, 4942078001), and 2,000 U/mL DNase I (Millipore Sigma, 260913-10MU) in Hanks' Balanced Salt Solution. The tissue suspension was incubated at 37°C for 60 minutes with gentle trituration using a micropipette every 20 minutes. Following digestion, the cell suspension was filtered through a 100-μm cell strainer (BD Biosciences), washed with PBS, and resuspended in PBS containing 0.5% BSA.

### In vitro stimulation of primary lung mural cells

Lung mural cells were isolated by magnetic negative selection using the following antibodies: rat anti-mouse CD31 (BD Biosciences, 553370; 1:100), CD45 (eBioscience, 14-0451-85; 1:100), EpCAM (Biolegend, 118201; 1:100), and TER-119 (eBioscience, 14-5921-85; 1:100) antibodies, followed by the addition of sheep anti-rat Dynabeads (Thermo Fisher Scientific, 11035). Subsequently, an additional negative selection was performed using anti-mouse PDGFRα MicroBeads (Miltenyi Biotec, 130-101-502; 1:50). Following magnetic separation, 1 × 10^5^ cells were seeded into collagen type I-coated glass-bottom dishes with cloning rings and cultured in basal medium^65^ supplemented with 10% fetal bovine serum (FBS; Hyclone, SH3007) and 1% penicillin-streptomycin (Gibco, 15140122) for 72 hours. The medium was then replaced with fresh medium containing cytokines in the following combinations: IFN-γ (50 ng/mL; PeproTech, 315-05), TGF-β1 (1 ng/mL, PeproTech, 100-21), or TNF-α (10 ng/mL; PeproTech, 315-01A) alone; IFN-γ + TGF-β1, IFN-γ + TNF-α, or TGF-β1 + TNF-α in combination; or all three cytokines (IFN-γ + TGF-β1 + TNF-α) together. The cells were incubated with these cytokine treatments for 48 hours. Following cytokine stimulation, the cells were fixed with 4% PFA in PBS and processed for immunostaining. For RNA isolation, total cells isolated from a single mouse were divided into two and seeded into collagen type I-coated 96-well plates and cultured as described above. After cytokine stimulation, the cells were lysed using RLT buffer from the RNeasy Plus Micro Kit (Qiagen, 74034) and processed for RNA isolation. All cell culture procedures were performed under standard conditions (37°C, 5% CO_2_).

### In vitro stimulation of primary lung fibroblasts

Lung fibroblasts were isolated by magnetic negative selection using rat anti-mouse CD31 (1:100), CD45 (1:100), EpCAM (1:100), TER-119 (1:100), and MCAM (Biolegend, 134717; 1:100) antibodies, followed by sheep anti-rat Dynabeads. Following magnetic separation, 1 × 10^5^ cells were seeded into collagen type I-coated glass-bottom dishes with cloning rings and cultured in DMEM/F-12 with GlutaMAX (Gibco, 10565018) supplemented with 10% FBS and 1% penicillin-streptomycin for 72 hours. The medium was then replaced with fresh medium containing cytokines in the following combinations: CXCL10 (1 μg/mL; PeproTech, 250-16), or TGF-β1 (1 ng/mL) alone; CXCL10 + TGF-β1 in combination. The cells were incubated with these cytokine treatments for 48 hours. Following cytokine stimulation, the cells were fixed with 4% PFA in PBS and processed for immunostaining.

### In vitro co-culture experiments of primary bone marrow-derived macrophages and primary lung fibroblasts

Bone marrow was harvested from femurs and tibiae of mice and filtered through a 100-μm cell strainer. The cells were washed with PBS and resuspended in red blood cell lysis buffer (Lonza, 10-548E) for 1 minute at room temperature. Following centrifugation, the cells were resuspended in DMEM/F-12 with GlutaMAX supplemented with 10% FBS, 1% penicillin-streptomycin, and M-CSF (100 ng/mL; kindly provided by Dr. Shinya Suzu, Kumamoto University). For establishment of bone marrow-derived macrophages, 5 × 10^5^ bone marrow cells were seeded into 35-mm petri dishes and cultured for 5 days. For co-culture experiments, 6 × 10^3^ primary lung fibroblasts isolated as described above were mixed with 6 × 10^4^ bone marrow-derived macrophages (1:10 ratio) and seeded into collagen type I-coated glass-bottom dishes with cloning rings in the presence or absence of CXCL10 (1 μg/mL). Cells were incubated for 48 hours, fixed with 4% PFA in PBS and processed for immunostaining.

### Immunofluorescence of culture cells

Fixed cells were blocked with 1% BSA in PBS with 0.1% Tween 20 for 1 hour at room temperature. Primary and secondary antibodies are listed in Table S1. Primary antibodies were incubated in the blocking buffer overnight at 4°C. Fluorescence-conjugated secondary antibodies were used at a 1:250 dilution in the blocking buffer (with Hoechst 33342 (1:500) or TO-PRO-3 (Thermo Fisher Scientific, T3605; 1:1000) when needed) and incubated overnight at 4°C. After washing in PBS-T, cells were mounted with Fluoromount-G.

### RNA isolation, reverse transcription (RT), and real time PCR analysis

Total RNA was isolated from the cells using the RNeasy Plus Micro Kit. Portions (50 ng) of the RNA were subjected to reverse transcription using ReverTra Ace qPCR RT Master Mix with gDNA Remover (Toyobo, FSQ-301). The resulting cDNA was subjected to real-time PCR analysis using Thunderbird Next SYBR qPCR Mix (Toyobo, QPX-201) and a LightCycler 96 instrument (Roche). The PCR conditions consisted of 40 cycles at 95°C for 5 s and 60°C for 10 s. The amount of each target mRNA was normalized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) mRNA. The sequences of the RT-qPCR primers were as follows: *Tubb3* forward: 5′-CAT GGA CAG TGT TCG GTC TG-3′ and *Tubb3* reverse: 5′-TTC CGC ACG ACA TCT AGG AC-3′. *Cxcl10* forward: CCG TCA TTT TCT GCC TCA TC-3′ and *Cxcl10* reverse: 5′-CTC GCA GGG ATG ATT TCA AG-3′. *Gapdh* forward: 5′-CAT CAC TGC CAC CCA GAA GAC TC-3′ and *Gapdh* reverse: 5′-ATG CCA GTG AGC TCC CGT TCA G-3′.

### scRNA-seq analysis of publicly available datasets from bleomycin-induced pulmonary fibrosis mouse models

Two publicly available scRNA-seq datasets of bleomycin-induced pulmonary fibrosis mouse model were analyzed; one dataset is from day 14 following bleomycin treatment in *Col1-GFP* reporter mice^25^, while the other comprises multiple time points after bleomycin treatment in *Scube2-Cre*^*ERT2*^*; R26R-tdTomato* mice^15^. The analysis was performed using the R package Seurat^66^.

For the analysis of the *Col1-GFP* dataset, a cell-annotated Seurat object was provided by the Sheppard lab (UCSF). Using the cell annotation metadata, the pericyte population was extracted from the whole cell dataset and re-clustered following the Seurat standard workflow, including principal component analysis (PCA), followed by Uniform Manifold Approximation and Projection (UMAP) dimensional reduction (dims = 1:15) with resolution 0.8. Differentially expressed genes (DEGs) were identified using the FindMarkers function in Seurat. Average gene expressions were calculated using the AverageExpression function in Seurat. Gene Ontology (GO) enrichment analysis was performed using GOATOOLS Python library^67^. Pathway activity inference was performed using decoupleR package^68^. UMAP plots were generated using either Seurat or scCustomize R package^69^. Kernel density estimate was calculated by Nebulosa^70^. Volcano plots and heatmaps were generated using EnhancedVolcano and tidyheatmaps R packages, respectively^71,72^.

For the analysis of the *Scube2-Cre*^*ERT2*^*; R26R-tdTomato* dataset, the Seurat object was retrieved from the Gene Expression Omnibus (GEO) database under accession number GSE210341. For inflammatory fibroblasts and fibrotic fibroblasts, deposited cell annotation metadata was used and the number of cells in each fibroblast population was counted at each time point. For Tuj1^+^ pericytes, the total pericyte population was annotated using pericyte marker genes (*Higd1b*, *Cox4i2*, and *Ndufa4l2*), and Tuj1^+^ pericytes were subset based on *Tubb3* expression (> 0.5) and counted at each time point. Box plots were generated using Matplotlib Python library.

### scRNA-seq analysis of Human Lung Cell Atlas (HLCA)

AnnData object of HLCA dataset (full) was retrieved from CELLxGENE database. Analysis was performed using the Python library Scanpy^73^. Using the cell annotation metadata ("cell_type"), the pericyte population was subset from the whole cell dataset and re-clustered following Scanpy standard workflow, including neighbor calculation (n_neighbors = 10) using “X_scanvi_emb” as input, followed by UMAP dimensional reduction. From the 'lung_condition' metadata, cells annotated as Healthy, IPF, or SSc-associated ILD were selected. *TUBB3*^+^ pericytes and *SSTR2*^+^ pericytes were subset based on their gene expression levels (> 0.5) and counted for each "lung_condition". UMAP visualization was generated using functions implemented in the Scanpy package.

### scRNA-seq library preparation and sequencing for *Tubb3*^−/−^ mice

*Tubb3*^−/−^ mice and their wild-type littermates were treated with bleomycin, and lung tissues were harvested 14 days post-treatment. Two biological replicates were prepared for each genotype. The isolated lungs were dissociated and processed to obtain both whole cell samples and mural cell-enriched mesenchymal cell samples. For the whole cell samples, erythrocytes were removed by magnetic negative selection using a rat anti-mouse TER-119 (1:100) antibody followed by sheep anti-rat Dynabeads. For the mesenchymal cell samples, cells were enriched by magnetic negative selection using rat anti-mouse antibodies against CD31 (1:100), CD45 (1:100), EpCAM (1:100), and TER-19 (1:100), followed by sheep anti-rat Dynabeads. Following negative selection, both cell samples were counted and labeled with oligonucleotide tags for multiplexing using the 10x Genomics 3′ CellPlex Kit Set A (1000261). The labeled samples from all four mice were pooled according to sample type (whole cell or mesenchymal cell) and stained with DAPI (0.1 μg/mL) prior to cell sorting. For the pooled whole cell sample, live cells were sorted. For the pooled mesenchymal cell sample, MCAM^+^ PDGFRα^−^ (mural cells) and MCAM^−^ (non-mural cells) populations were sorted and mixed at a 1:1 ratio to achieve mural cell enrichment. Single-cell isolation, RNA capture, cDNA preparation, and library preparation were performed according to the manufacturer's protocol (Chromium Next GEM Single Cell 3' Reagent Kit, v3.1 chemistry, 10x Genomics). The libraries were sequenced on an Illumina NovaSeq 6000 S4 flow cell.

### scRNA-seq analysis of *Tubb3*^−/−^ mice

Sequencing reads were aligned to the mouse reference genome (mm10) using Cell Ranger (v7.1.0). Sample demultiplexing was performed using the "cellranger multi" pipeline. Further analysis was conducted using the Seurat R package. For quality control, cells with <200 or >7,500 genes, and cells with >15% mitochondrial genes were removed. Genes detected in fewer than 3 cells were also filtered out. Variable genes were identified using FindVariableFeatures function and integrated using RunFastMNN^74^ from the SeuratWrappers package. UMAP was used for dimensionality reduction. Cell clusters were identified using Seurat's FindNeighbors and FindClusters functions (resolution = 0.4) from a total of 25,964 cells. Pericytes and vascular smooth muscle cells (VSMCs) were subset based on their specific markers and re-clustered following the standard Seurat workflow. UMAP plots were generated using either Seurat or scCustomize R packages. Average gene expressions were calculated using the AverageExpression function in Seurat.

For cell compositional analysis using scCODA^47^, an AnnData object was created using Scanpy^73^ Python library. Data was preprocessed with the same quality control parameters as above. Doublets were removed using scDblFinder^75^. Following normalization and log transformation, principal component analysis was performed on highly variable genes. A neighborhood graph was constructed, followed by UMAP dimensionality reduction and Leiden clustering (resolution = 1.5). Major cell populations (fibroblasts, immune cells, endothelial cells, and epithelial cells) were subset and independently re-clustered using Leiden clustering with resolution parameters of 0.7, 2.0, 0.4, and 0.4, respectively. scCODA analysis was performed with a false discovery rate (FDR) threshold of 0.2, and results were visualized using scCODA's built-in plotting functions.

### Statistical analysis

All data were collected from at least three independent experiments. The number of independent biological replicates is specified in the relevant figure legends where applicable. Statistical analyses were performed using GraphPad Prism (version 10.2.0). Data are presented as means ± SEM. Comparisons between two groups were performed using unpaired two-tailed Student's *t*-tests, and comparisons among three groups were analyzed by one-way ANOVA followed by Tukey's multiple comparisons test. A *P* value < 0.05 was considered statistically significant.

## Supplementary Material

1

## Figures and Tables

**Figure 1.**
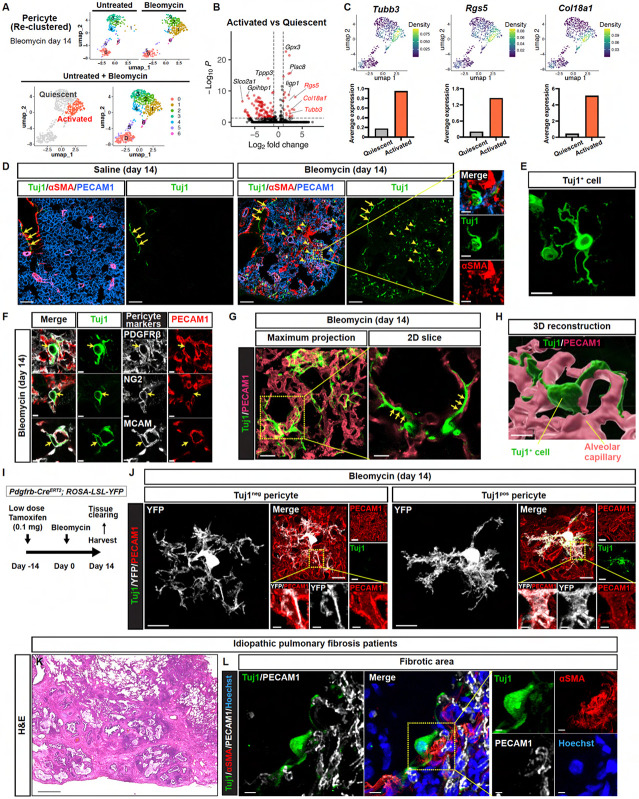
Identification of β-III tubulin (Tuj1) as a marker for activated pericytes in pulmonary fibrosis. **(A–C)** scRNA-seq analysis of the pericyte population from the publicly available dataset of the bleomycin model^25^. **(A)** Uniform manifold approximation and projection (UMAP) plots of the re-clustered pericyte population from untreated and bleomycin-treated lungs. **(B)** Volcano plot showing differentially expressed genes (DEGs) between activated (right) and quiescent (left) pericytes. Red dots represent genes with log2FC > 1 and adjusted *P* < 0.05. **(C)** UMAP plots showing the kernel density estimate for *Tubb3*, *Rgs5*, and *Col18a1* (upper). Bar plots showing the average expression of each gene (lower). **(D)** Immunostaining of saline- or bleomycin-treated lungs with Tuj1 (green), αSMA (red), and PECAM1 (blue). Scale bars, 100 μm; 10 μm (magnified views). **(E)** Tuj1^+^ cells within a fibrotic region at high magnification. Scale bar, 10 μm. **(F)** Immunostaining of bleomycin-treated lungs with pericyte markers (PDGFRβ, NG2, MCAM; gray), Tuj1 (green), and PECAM1 (red). Scale bars, 4 μm. **(G)** Immunostaining of bleomycin-treated lungs with Tuj1 (green) and PECAM1 (red). Arrows indicate Tuj1^+^ projections aligned with PECAM1^+^ capillary ECs. Scale bars, 20 μm (left); 8 μm (right). **(H)** 3D reconstruction image of Tuj1^+^ cells (green) and PECAM1^+^ alveolar capillary (pink). Scale bar, 7 μm. **(I)** Schematic illustration of mosaic pericyte labeling using *Pdgfrb-Cre*^*ERT2*^*; ROSA-LSL-YFP* mice. A single low-dose tamoxifen (0.1 mg) was administered before bleomycin treatment, with lung tissues harvested on day 14 post-treatment. **(J)** Immunostaining of tissue-cleared lungs from bleomycin-treated *Pdgfrb-Cre*^*ERT2*^*; ROSA-LSL-YFP* mice with YFP (gray), Tuj1 (green), and PECAM1 (red). Attenuated-maximum intensity projection (attenuated-MIP) was used to visualize 3D lung vascular structures. Boxed regions in attenuated-MIP rendered images of Tuj1^neg^ and Tuj1^pos^ pericytes are magnified as corresponding 3D cropped images on the lower right panels. Scale bars, 10 μm; 2 μm (3D cropped). **(K and L)** Analysis of fibrotic lung tissues resected from IPF patients. **(K)** Hematoxylin and eosin (H&E) staining of the fibrotic lung tissues. Scale bar, 2000 μm. **(L)** Immunostaining of the fibrotic lung tissues with Tuj1 (green), αSMA (red), PECAM1 (gray), and Hoechst (blue). Representative images of Tuj1^+^/αSMA^−^ cells associated with PECAM1^+^ capillary endothelial cells. Scale bars, 10 μm (left); 5 μm (right).

**Figure 2.**
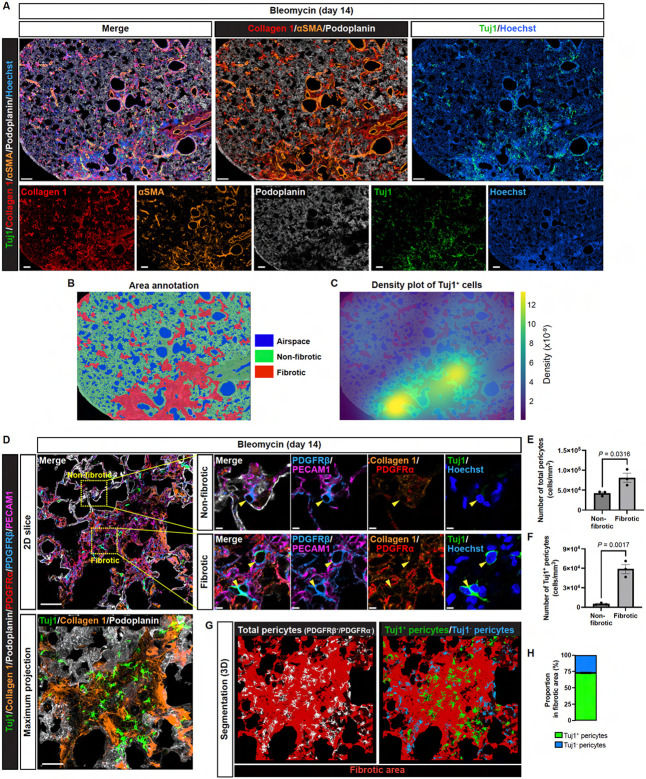
Bleomycin injury induces Tuj1 expression in most lung pericytes exclusively within fibrotic regions. **(A)** Immunostaining of bleomycin-treated lungs with Tuj1 (green), collagen 1 (red), αSMA (brown), podoplanin (gray) and Hoechst33342 (blue). Scale bars, 1000 μm. **(B)** Area annotation image includes airspace (blue), non-fibrotic (green), and fibrotic (red). **(C)** Density plot of Tuj1^+^ cells overlaid on (B). **(D)** Immunostaining of bleomycin-treated lungs labeled with Tuj1 (green), collagen 1 (brown), podoplanin (gray), PDGFRα (red), PDGFRβ (blue), and PECAM1 (magenta). Upper panels show 2D slice images. Boxed regions in non-fibrotic and fibrotic areas in the left panel are magnified in the right panels. Arrowheads indicate pericytes. Lower left panel shows a maximum intensity projection image. Scale bars, 50 μm (upper and lower left panels); 5 μm (upper right panels). **(E and F)** Quantification of the total number of pericytes (E) and Tuj1^+^ pericytes (F) within non-fibrotic and fibrotic areas (*n* = 3 mice, mean ± SEM, unpaired *t* test). **(G)** 3D segmentation of total lung pericytes (gray), Tuj1^+^ pericytes (green) and Tuj1^−^ pericytes (blue) within fibrotic areas (brown) from the immunofluorescence image in (C). **(H)** Proportion of Tuj1^+^ and Tuj1^−^ pericytes within the fibrotic area (mean ± SEM).

**Figure 3.**
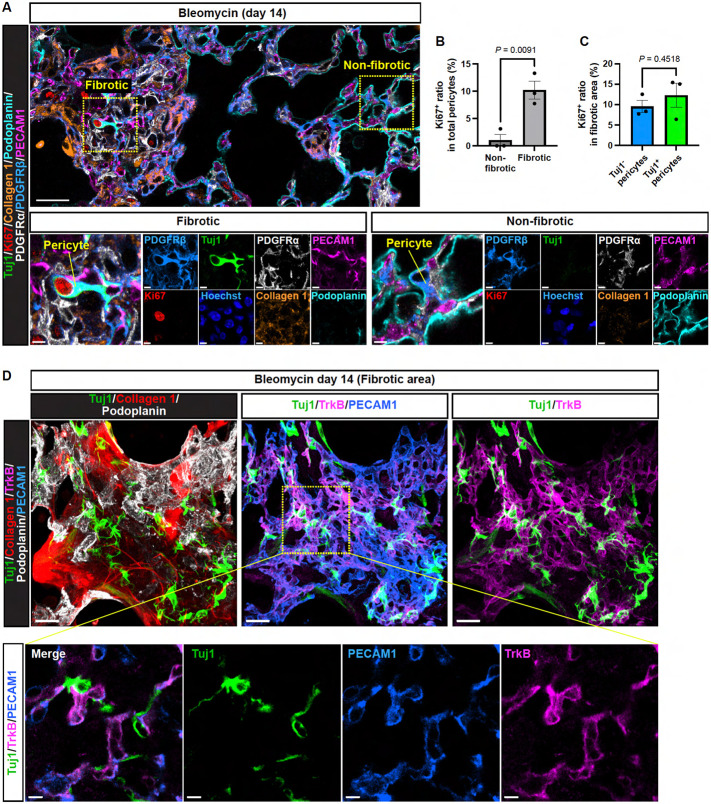
Tuj1^+^ pericytes associate with TrkB^+^ activated capillary endothelial cells. **(A)** Immunostaining of bleomycin-treated lungs (single z-slice) with Tuj1 (green), Ki67 (red), collagen 1 (brown), podoplanin (cyan), PDGFRα (gray), PDGFRβ (blue), and PECAM1 (magenta). Scale bars, 30 μm (upper); 5 μm (lower). **(B)** Quantification of the Ki67-positive ratio in total pericytes within non-fibrotic and fibrotic areas (*n* = 3 mice, mean ± SEM, unpaired *t* test). **(C)** Quantification of Ki67-positive pericytes as a percentage of Tuj1^−^ and Tuj1^+^ pericyte populations in fibrotic areas (*n* = 3 mice, mean ± SEM, unpaired *t* test). **(D)** Immunostaining of bleomycin-treated lungs with Tuj1 (green), collagen 1 (red), TrkB (magenta), podoplanin (gray), and PECAM1 (blue). Upper: maximum projection images; Lower: magnified single slice images. Scale bars, 20 μm (upper); 5 μm (lower).

**Figure 4.**
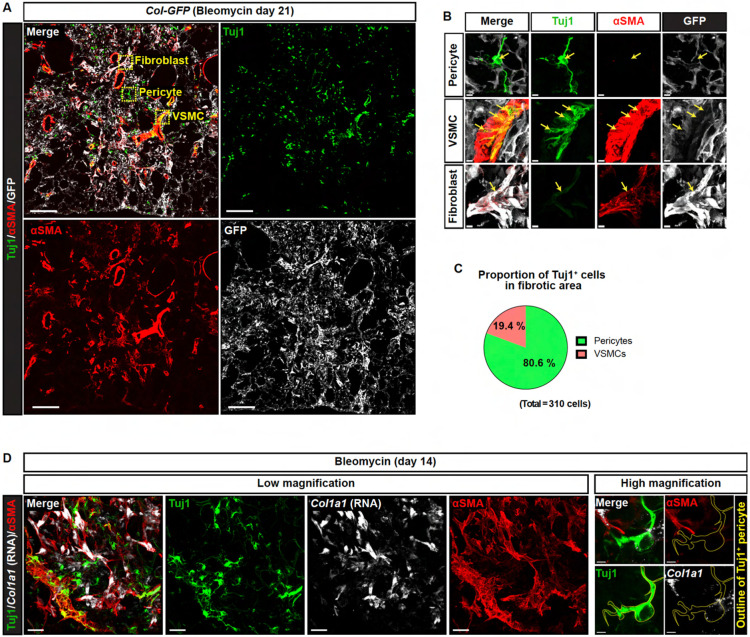
Tuj1^+^ pericytes are not collagen-producing cells. **(A)** Immunostaining of bleomycin-induced fibrotic lungs (day 21) from *Col1a1-EGFP* (Col-GFP) reporter mice with Tuj1 (green), αSMA (red), and GFP (gray). Boxed regions are magnified in the panels in (B) to highlight Tuj1-expressing pericyte, VSMC, and fibroblast. Scale bar, 150 μm. **(B)** Magnified images of Tuj1^+^ pericytes (αSMA^−^, GFP^−^; upper panels), Tuj1^+^ VSMCs (αSMA^+^, GFP^−^; middle panels), and Tuj1^weak^ fibroblasts (αSMA^+^, GFP^+^; lower panels). Scale bars, 5 μm. **(C)** Proportion of Tuj1^+^ pericytes and VSMCs within total Tuj1^+^ cells in fibrotic area. **(D)** RNA in situ hybridization combined with immunostaining of bleomycin-treated lungs, labeled with *Col1a1* mRNA (gray), Tuj1 (green), and αSMA (red). Left: lower-magnification overview images of fibrotic area. Right: higher-magnification images of Tuj1^+^ pericytes. Scale bars, 30 μm (left); 3 μm (right).

**Figure 5.**
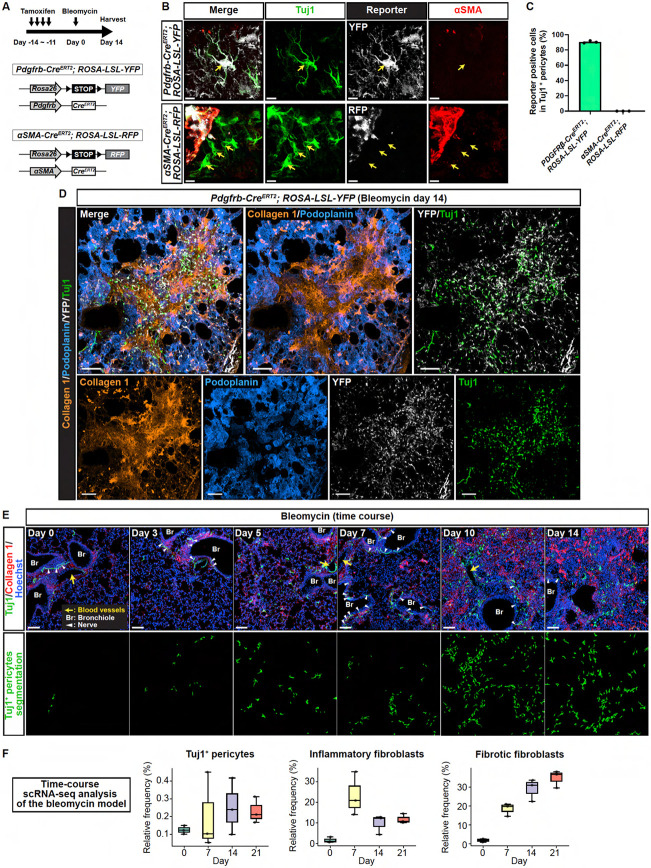
Tuj1^+^ pericytes emerge in parallel with fibrosis progression from *Pdgfrb*-lineage lung pericytes. **(A)** Schematic illustration of lineage-tracing experiments in bleomycin-treated lungs from *Pdgfrb-Cre*^*ERT2*^*; ROSA-LSL-YFP* and *αSMA-Cre*^*ERT2*^*; ROSA-LSL-RFP* mice. Tamoxifen was administered for 4 days before bleomycin treatment, with lung tissues harvested on day 14. **(B)** Immunostaining of bleomycin-treated lungs from *Pdgfrb-Cre*^*ERT2*^*; ROSA-LSL-YFP* (upper) and *αSMA-Cre*^*ERT2*^*; ROSA-LSL-RFP* (lower) mice, with Tuj1 (green), lineage-specific reporter protein (gray), and αSMA (red). Arrows indicate Tuj1^+^ pericytes. Scale bars, 8 μm. **(C)** Proportion of YFP- or RFP-expressing cells within Tuj1^+^ pericytes (means ± SEM). **(D)** Immunostaining of bleomycin-treated lungs from *Pdgfrb-Cre*^*ERT2*^*; ROSA-LSL-YFP* mouse, with collagen 1 (brown), podoplanin (blue), YFP (gray), and Tuj1 (green). Scale bars, 100 μm. **(E)** Time-course immunostaining analysis of bleomycin-treated lungs. Upper: collagen 1 (red), Tuj1 (green), Hoechst33342 (blue). Lower: segmentation of Tuj1^+^ pericytes from the upper panels. Scale bars, 80 μm. **(F)** Temporal emergence patterns of Tuj1^+^ pericytes, inflammatory and fibrotic fibroblasts in a publicly available time-course scRNA-seq dataset from the bleomycin model^15^. Relative frequency of these cell types among all cells is calculated for individual mice at specific time points post-injury (*n* = 3). Box plots indicate median (line), interquartile range: IQR (box), 1.5 x IQR (whiskers), and individual values (dots).

**Figure 6.**
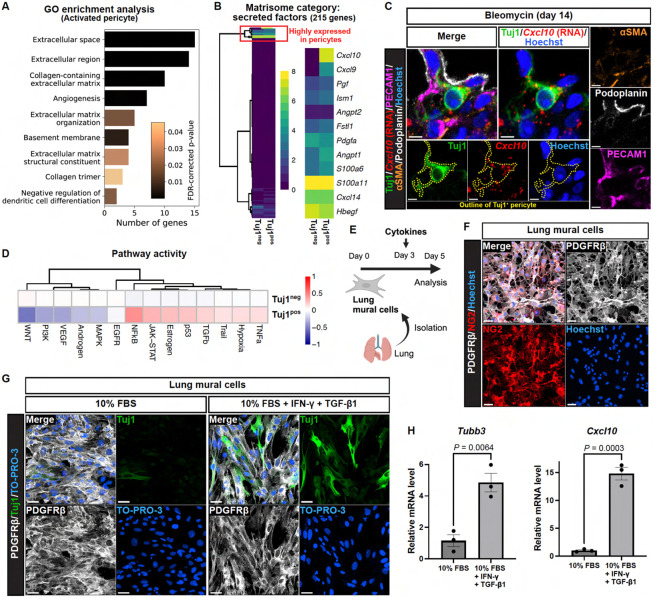
Distinctive characteristics of Tuj1^+^ pericytes compared to Tuj1^−^ pericytes. **(A)** GO enrichment analysis of DEGs upregulated in activated pericytes as analyzed in Fig. 1B. Significantly enriched GO terms are listed with their corresponding FDR-corrected *P* values and associated gene counts. **(B)** Heatmap of average expression levels for 215 secreted factor genes (matrisome category) in Tuj1^neg^ and Tuj1^pos^ pericytes from bleomycin-treated samples in scRNA-seq dataset^25^. A highly expressed gene cluster in pericytes (red rectangle) is shown as an enlarged heatmap with gene names on the right. **(C)** RNA in situ hybridization combined with immunostaining of bleomycin-treated lungs (single z-slice) with *Cxcl10* mRNA (red), Tuj1 (green), PECAM1 (magenta), αSMA (brown), podoplanin (gray), and Hoechst33342 (blue). Scale bars, 5 μm. **(D)** Pathway activity inference of Tuj1^neg^ and Tuj1^pos^ pericytes from bleomycin-treated samples in the scRNA-seq dataset^25^. **(E)** Experimental design to study the effects of inflammatory cytokine on Tuj1 expression using primary lung mural cells. **(F)** Immunostaining of cultured lung mural cells with PDGFRβ (gray), NG2 (red), and Hoechst33342 (blue). Scale bars, 30 μm. **(G)** Immunostaining of cultured lung mural cells with Tuj1 (green), PDGFRβ (gray), and Hoechst33342 (blue). Cultured for 48 hours in growth medium containing 10% fetal bovine serum (FBS), with or without IFN-γ and TGF-β1. Scale bars, 30 μm. **(H)** Relative mRNA expression levels of *Tubb3* and *Cxcl10* in lung mural cells treated with or without IFN-γ and TGF-β1 (*n* = 3 independent experiments, mean ± SEM, unpaired *t* test).

**Figure 7.**
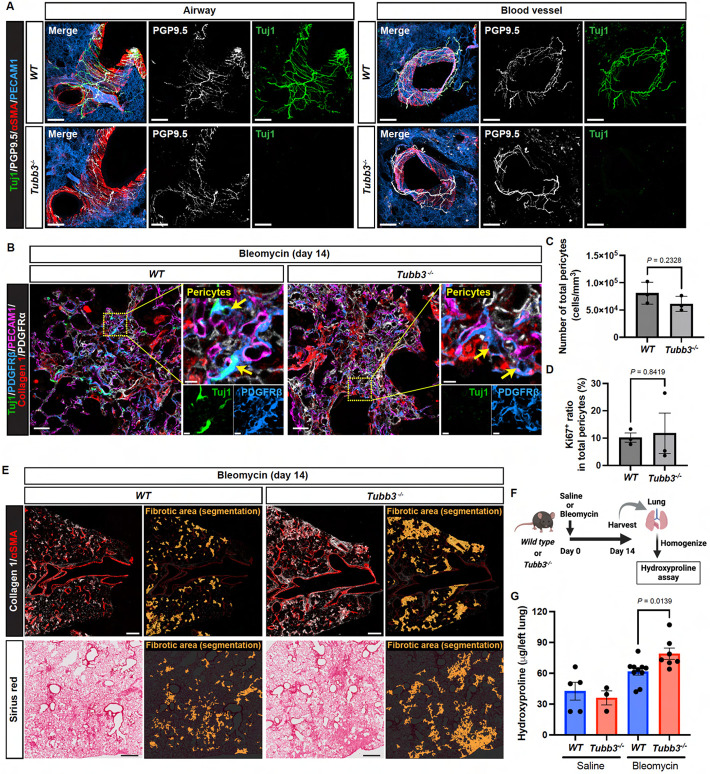
Loss of the Tuj1 gene exacerbates pulmonary fibrosis. **(A)** Immunostaining of lung tissues from wild-type (*WT*) and *Tubb3*^−/−^ mice with antibodies to Tuj1 (green), PGP9.5 (gray), αSMA (red), and PECAM1 (blue). Representative images of airway (left) and blood vessel (right) from *WT* and *Tubb3*^−/−^ mice are shown. Scale bars, 100 μm. **(B)** Immunostaining of bleomycin-treated lungs from *Tubb3*^−/−^ mice and wild-type (*WT*) control littermates (single z-slice) with collagen1 (red), PDGFRα (gray), Tuj1 (green), PDGFRβ (blue), and PECAM1 (magenta). Scale bars, 30 μm (left); 5 μm (magnified views). **(C and D)** Quantification of the total number of pericytes (C) and Ki67^+^ pericytes (D) within the fibrotic regions of *WT* and *Tubb3*^−/−^ mice (*n* = 3 mice per group, mean ± SEM, unpaired *t* test). **(E)** Representative images of bleomycin-treated lungs from *WT* and *Tubb3*^−/−^ mice. Upper panels show immunostaining for collagen1 (gray) and αSMA (red); lower panels show sirius red staining of corresponding lung tissues. Segmentation images indicating fibrotic areas are shown to the right of each corresponding panel. Scale bars, 500 μm. **(F)** Experimental design outlining the evaluation of bleomycin-induced fibrosis in *WT* and *Tubb3*^−/−^ mice using the hydroxyproline assay. **(G)** Hydroxyproline assay of saline- or bleomycin-treated lung tissues from *WT* and *Tubb3*^−/−^ mice. For *WT* mice, *n* = 5 for saline and *n* = 10 for bleomycin treatment. For *Tubb3*^−/−^ mice, *n* = 3 for saline and *n* = 7 for bleomycin treatment. Mean ± SEM, unpaired *t* test.

**Figure 8.**
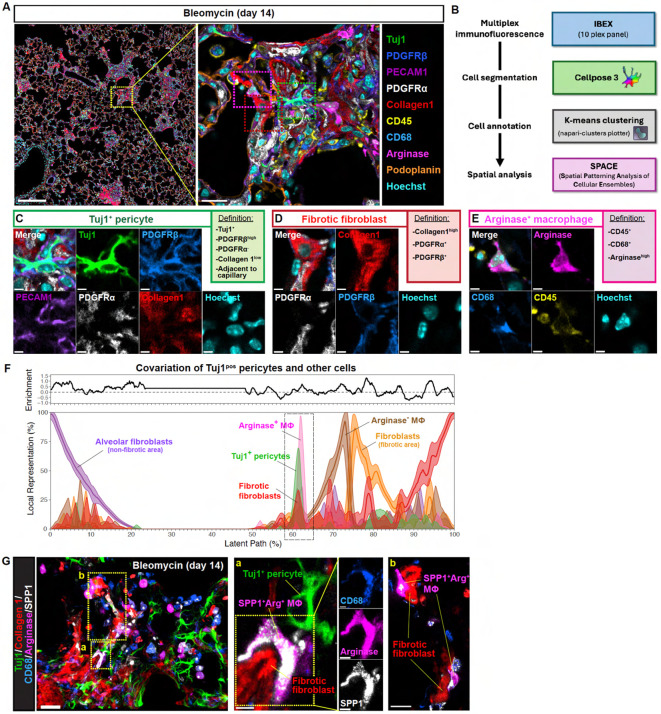
Spatial distribution of Tuj1^+^ pericytes and pro-fibrotic cells in the fibrotic lung microenvironment. **(A)** Immunostaining of bleomycin-treated lungs (single z-slice) with 10 distinct markers using IBEX. Scale bars, 200 μm (left); 20 μm (right). **(B)** Image analysis workflow of the IBEX image. **(C)** Representative image of Tuj1^+^ pericytes, defined as Tuj1^high^/PDGFRβ^+^/PDGFRα^−^ cells associated with PECAM1^+^ capillary ECs. Scale bars, 4 μm. **(D)** Representative image of fibrotic fibroblasts, defined as collagen 1^high^/PDGFRα^+^/PDGFRβ^+^ cells. Scale bars, 4 μm. **(E)** Representative image of arginase^+^ macrophages, defined as arginase^high^/CD68^+^/CD45^+^ cells. Scale bars, 4 μm. **(F)** Spatial analysis of the IBEX image using SPACE. Covariation plots for Tuj1^pos^ pericytes, alveolar fibroblasts (non-fibrotic area), fibroblasts (fibrotic area), fibrotic fibroblasts, arginase^+^ macrophages, and arginase^−^ macrophages. Plots display a smoothed mean and a smoothed 95% confidence interval, along with continuous enrichment score compared to randomized expectations. **(G)** Immunostaining of bleomycin-treated lungs with Tuj1 (green), collagen 1 (red), CD68 (blue), arginase (magenta), and SPP1 (gray). Left: maximum projection image; Right: magnified single-slice images of boxed regions (a, b) in the left panel. Scale bars, 30 μm (maximum projection); 5 μm (A); 15 μm (B). MΦ: macrophage.

**Figure 9.**
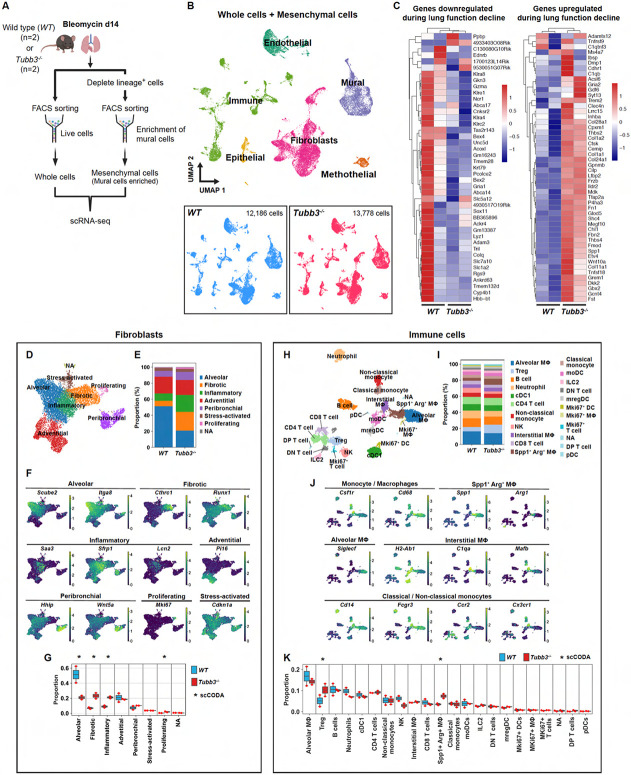
scRNA-seq analysis revealed the increase of pro-fibrotic cells in *Tubb3*^−/−^ mice. **(A)** Schematic illustration of scRNA-seq analysis for bleomycin-treated lung tissues from *WT* and *Tubb3*^−/−^ mice. **(B)** UMAP plots of all cells with cell cluster annotations (left). Separate UMAP plots for *WT* and *Tubb3*^−/−^ samples are displayed on the right panels. **(C)** Genes whose expression patterns closely paralleled the decline in lung function^46^ were analyzed in whole lung cells of the scRNA-seq dataset (*WT* and *Tubb3*^−/−^ mice; *n* = 2 each). Both downregulated (left) and upregulated (right) genes during lung function decline were evaluated. Heatmap displays the z-score for each gene. *Tubb3*^−/−^ mice exhibited a tendency toward reduced lung function compared with *WT* controls. **(D−G)** Cell compositional analysis of the fibroblast population from the scRNA-seq data. UMAP plot of the fibroblasts from both *WT* and *Tubb3*^−/−^ mice showing 7 subtypes (D) as defined by marker genes (F). Proportions of each subtype relative to the total fibroblast in *WT* and *Tubb3*^−/−^ mice are shown as stacked barplot (E) and boxplot (G). Statistically credible changes, as tested by scCODA, are noted with an * in panel (G). NA: not applicable. **(H−K)** Cell compositional analysis of the immune cell population from the scRNA-seq data. UMAP plot of the immune cells from both *WT* and *Tubb3*^−/−^ mice showing 21 subtypes (H). Expression of marker genes in monocytes/macrophages is shown in (J). Proportions of each subtype relative to the total immune cells in *WT* and *Tubb3*^−/−^ mice are shown as stacked barplot (I) and boxplot (K). Statistically credible changes, as tested by scCODA, are noted with an * in panel (K). MΦ: macrophage; Treg: regulatory T cell; cDC1: conventional type 1 dendritic cell; NK: natural killer cell; moDC: monocyte-derived dendritic cell; ILC2: type 2 innate lymphoid cell; DN T cell: double negative T cell; mregDC: mature dendritic cell enriched in immunoregulatory molecules; DP T cell: double positive T cell; pDC: plasmacytoid dendritic cell; NA: not applicable.

**Figure 10.**
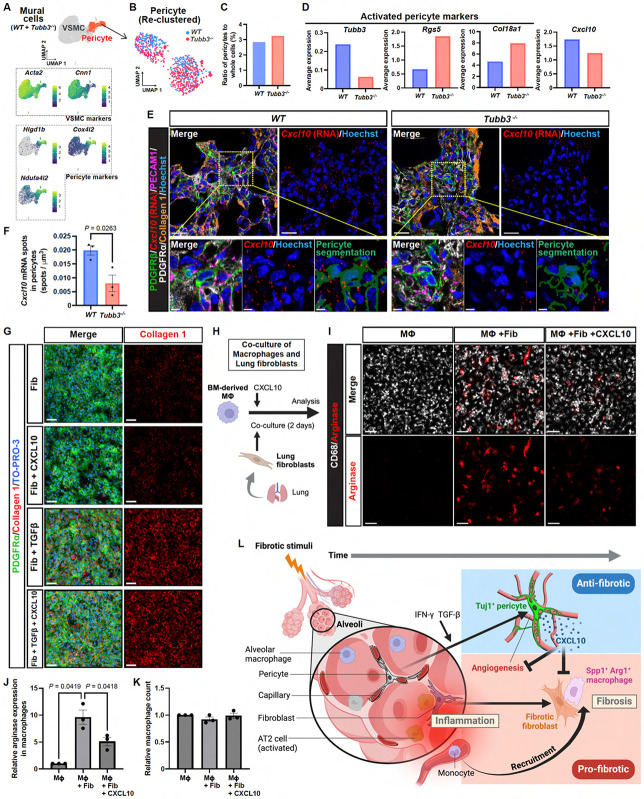
CXCL10 suppresses the pro-fibrotic activity of macrophages induced by lung fibroblasts. **(A)** UMAP plots showing expression of marker genes for mural cell subtypes (VSMC and pericyte) from the scRNA-seq analysis of *WT* and *Tubb3*^−/−^ mice. **(B−D)** scRNA-seq analysis of the pericyte population. **(B)** UMAP plot of re-clustered *WT* pericyte (blue) and *Tubb3*^−/−^ pericyte (red) population. **(C)** Percentage of *WT* and *Tubb3*^−/−^ pericytes relative to total lung cells. **(D)** Average expression levels of activated pericyte marker genes (*Tubb3*, *Rgs5*, and *Col18a1*) and *Cxcl10* in *WT* and *Tubb3*^−/−^ pericytes. **(E)** RNA in situ hybridization combined with immunostaining of bleomycin-treated lungs from *WT* and *Tubb3*^−/−^ mice (single z-slice) with *Cxcl10* mRNA (red), PDGFRβ (green), PDGFRα (gray), PECAM1 (magenta), collagen 1 (brown), and Hoechst33342 (blue). Pericyte segmentation was performed based on the PDGFRβ, PDGFRα and PECAM1 staining patterns. Scale bars, 20 μm (upper); 5 μm (lower). **(F)** Quantification of *Cxcl10* RNA spots within the segmented pericyte areas in fibrotic regions of *WT* and *Tubb3*^−/−^ mice. (*n* = 3 mice, mean ± SEM, unpaired *t* test). **(G)** Immunofluorescence images of lung fibroblasts labeled with PDGFRα (green), collagen 1 (red), and the nuclear marker TO-PRO-3 (blue). The freshly isolated lung fibroblasts were cultured for 48 hours in growth medium containing 10% fetal bovine serum (FBS), either alone or supplemented with CXCL10 or TGF-β1, or TGF-β1 and CXCL10 together. Fib: lung fibroblasts; TGFβ: TGF-β1. Scale bars, 50 μm. **(H)** Experimental design to study the effect of CXCL10 on fibroblast-mediated pro-fibrotic differentiation of bone marrow (BM)-derived macrophages in culture. **(I)** Immunostaining of cultured BM-macrophages alone, BM-macrophages co-cultured with lung fibroblasts, and BM-macrophages co-cultured with lung fibroblasts in the presence of CXCL10, labeled with CD68 (gray) and arginase (red). Scale bars, 50 μm. MΦ: BM-derived macrophages; Fib: lung fibroblasts. **(J and K)** Quantification of arginase expression (J) and total number of macrophages (K). Arginase intensity values from three independent experiments were normalized to their respective macrophage-only controls and combined for statistical analysis (*n* = 3 independent experiments, mean ± SEM, one-way ANOVA followed by Tukey's multiple comparisons test). **(L)** Schematic model illustrating the anti-fibrotic role of Tuj1^+^ lung pericytes during pulmonary fibrosis. Following fibrotic stimuli, damaged type II alveolar epithelial cells (AT2 cells) trigger local inflammation, leading to the recruitment and differentiation of circulating monocytes into pro-fibrotic macrophages (Spp1^+^/Arg1^+^). Concurrently, activated alveolar fibroblasts at inflammatory sites differentiate into fibrotic fibroblasts (collagen 1^high^). In parallel with these pro-fibrotic responses, the local inflammation also activates lung pericytes through IFN-γ and TGF-β signaling, inducing Tuj1 expression. These Tuj1^+^ pericytes upregulate the anti-fibrotic chemokine CXCL10, which suppresses both angiogenesis and pro-fibrotic activity in macrophages, thereby counteracting the progression of pulmonary fibrosis.

## Data Availability

The original data presented in this study are included in the article. The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE282025. Further inquiries can be directed to the corresponding author, Yoh-suke Mukouyama ().

# Supplementary material for: β-III tubulin identifies anti-fibrotic state of pericytes in pulmonary fibrosis
**Source:** Res Sq. 2025 Dec 9:rs.3.rs-8138421. Preprint. [Version 1] doi: 10.21203/rs.3.rs-8138421/v1
**Supplement:** 1

Figure S1.

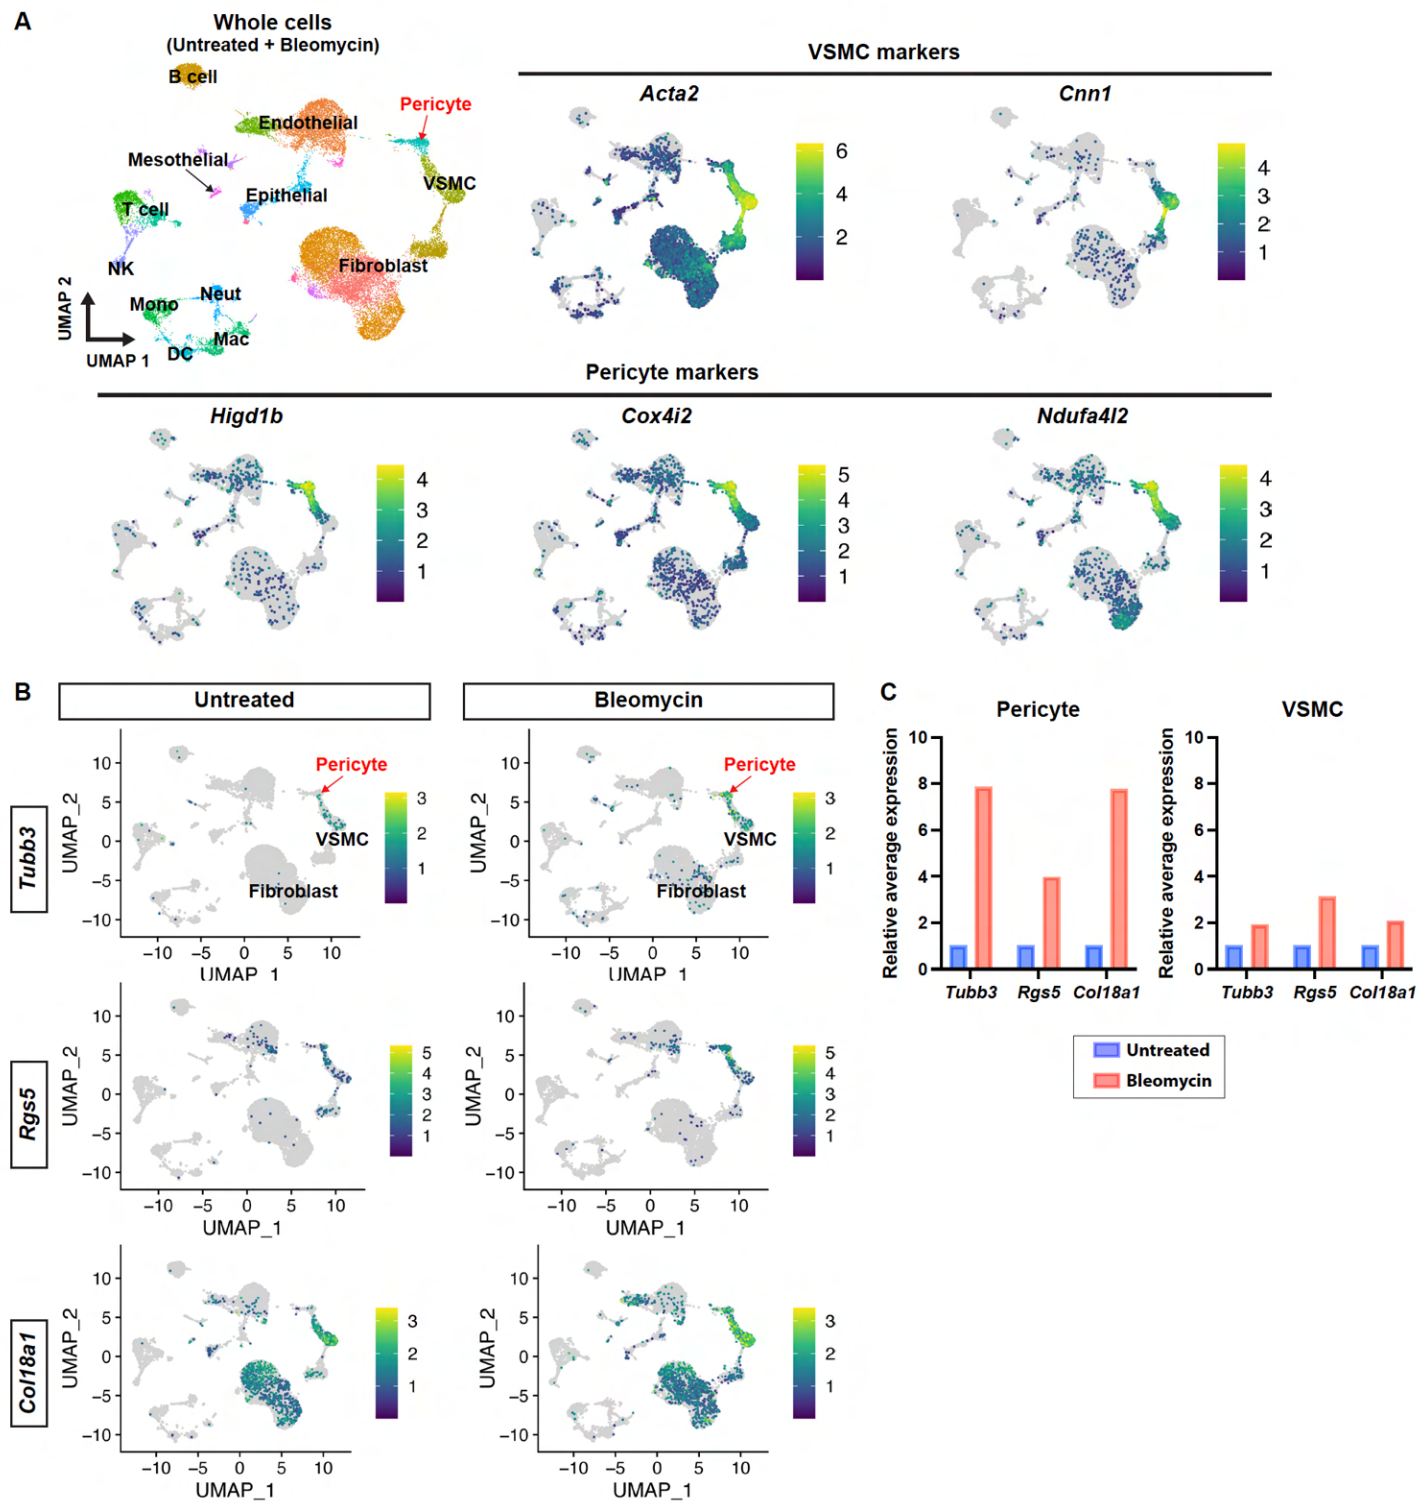

Figure S1. **Bleomycin-induced lung injury selectively upregulates *Tubb3* expression in lung pericytes.**

(A) UMAP plot of all cells from both untreated and bleomycin-treated samples, with cell type annotations, based on the scRNA-seq dataset from Tsukui *et al.*, 2020<sup>25</sup>. Expression of VSMC marker genes (*Acta2* and *Cnn1*) and pericyte marker genes (*Higd1b*, *Cox4i2*, and *Ndufa4i2*) is shown in UMAP plots. (B) UMAP plots split by treatment conditions (untreated and bleomycin-treated) showing expression of activated pericyte marker genes (*Tubb3*, *Rgs5*, and *Col18a1*) across all cells. (C) Comparison of the

average expression of activated pericyte marker genes in pericyte (left) and VSMC (right) populations between untreated (blue) and bleomycin-treated (red) samples. Y-axis shows fold change in average expression relative to untreated samples (set to 1). VSMC: vascular smooth muscle cell; NK: natural killer cell; Mono: monocyte; Neut: neutrophil; Mac: macrophage; DC: dendritic cell.

Figure S2.

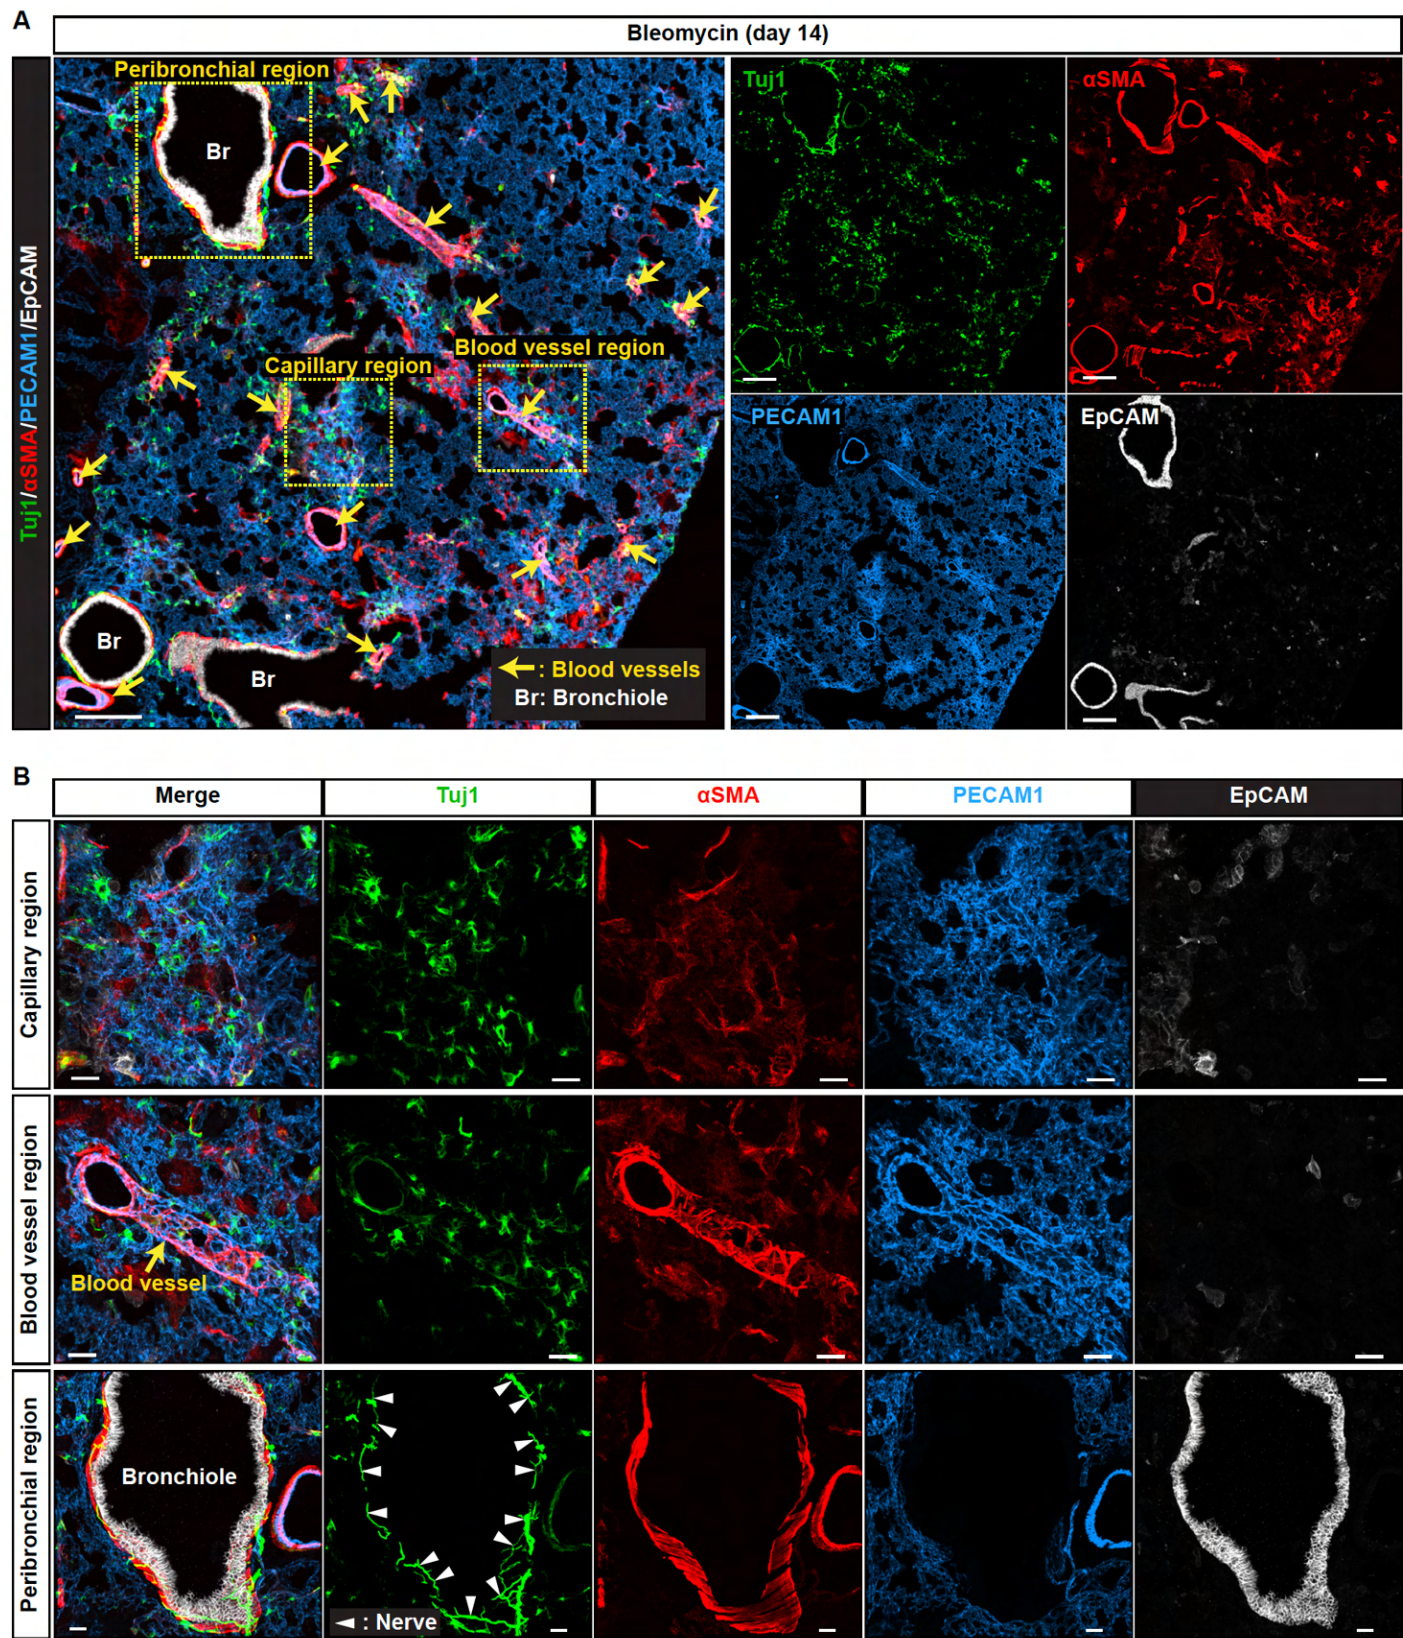

Figure S2. **Tuj1** expression patterns in vascular and bronchiolar regions of the bleomycin model. (A) Immunostaining of bleomycin-induced fibrotic lungs (day 14) with Tuj1 (green),  $\alpha$ SMA (red), PECAM1 (blue), and EpCAM (gray). Boxed regions are magnified in the panels in (B) to highlight

capillary, blood vessel, and peribronchial regions. Scale bar, 200  $\mu\text{m}$ . **(B)** Magnified images of capillary region (PECAM1<sup>+</sup>, EpCAM<sup>-</sup>, without  $\alpha\text{SMA}^+$  vascular smooth muscle cell coverage; upper panels), blood vessel region (PECAM1<sup>+</sup>, EpCAM<sup>-</sup>, with  $\alpha\text{SMA}^+$  vascular smooth muscle cell coverage; middle panels), and peribronchial region (PECAM1<sup>-</sup>, EpCAM<sup>+</sup>, with  $\alpha\text{SMA}^+$  airway smooth muscle cell coverage; lower panels). Arrow heads show the nerves surrounding the bronchiole. Scale bars, 30  $\mu\text{m}$ .

[illegible]

**(A)** Schematic illustration of mosaic pericyte labeling using *Pdgfrb-Cre<sup>ERT2</sup>; ROSA-LSL-YFP* mice. A single low-dose tamoxifen (0.1 mg) was administered before saline or bleomycin treatment, with lung

tissues harvested on day 14. **(B)** Immunostaining of tissue-cleared lungs from saline-treated *Pdgfrb-Cre<sup>ERT2</sup>; ROSA-LSL-YFP* mice with YFP (gray) and PECAM1 (red). Attenuated-maximum intensity projection (attenuated-MIP) was used to visualize 3D lung vascular structures. Right panels: magnified 2D slice images of boxed regions in the left panel. Scale bars, 10  $\mu\text{m}$  (left panels); 5  $\mu\text{m}$  (right panels). **(C)** Immunostaining of tissue-cleared lungs from bleomycin-treated *Pdgfrb-Cre<sup>ERT2</sup>; ROSA-LSL-YFP* mice with YFP (gray), Tuj1 (green), and PECAM1 (red). Representative images of Tuj1<sup>neg</sup> and Tuj1<sup>pos</sup> pericytes are shown (two cells per phenotype). Boxed regions in attenuated-MIP rendered images of Tuj1<sup>neg</sup> and Tuj1<sup>pos</sup> pericytes (middle panels) are magnified as corresponding 3D cropped images on the bottom panels. Scale bars, 10  $\mu\text{m}$ ; 2  $\mu\text{m}$  (3D cropped).

Figure S4.

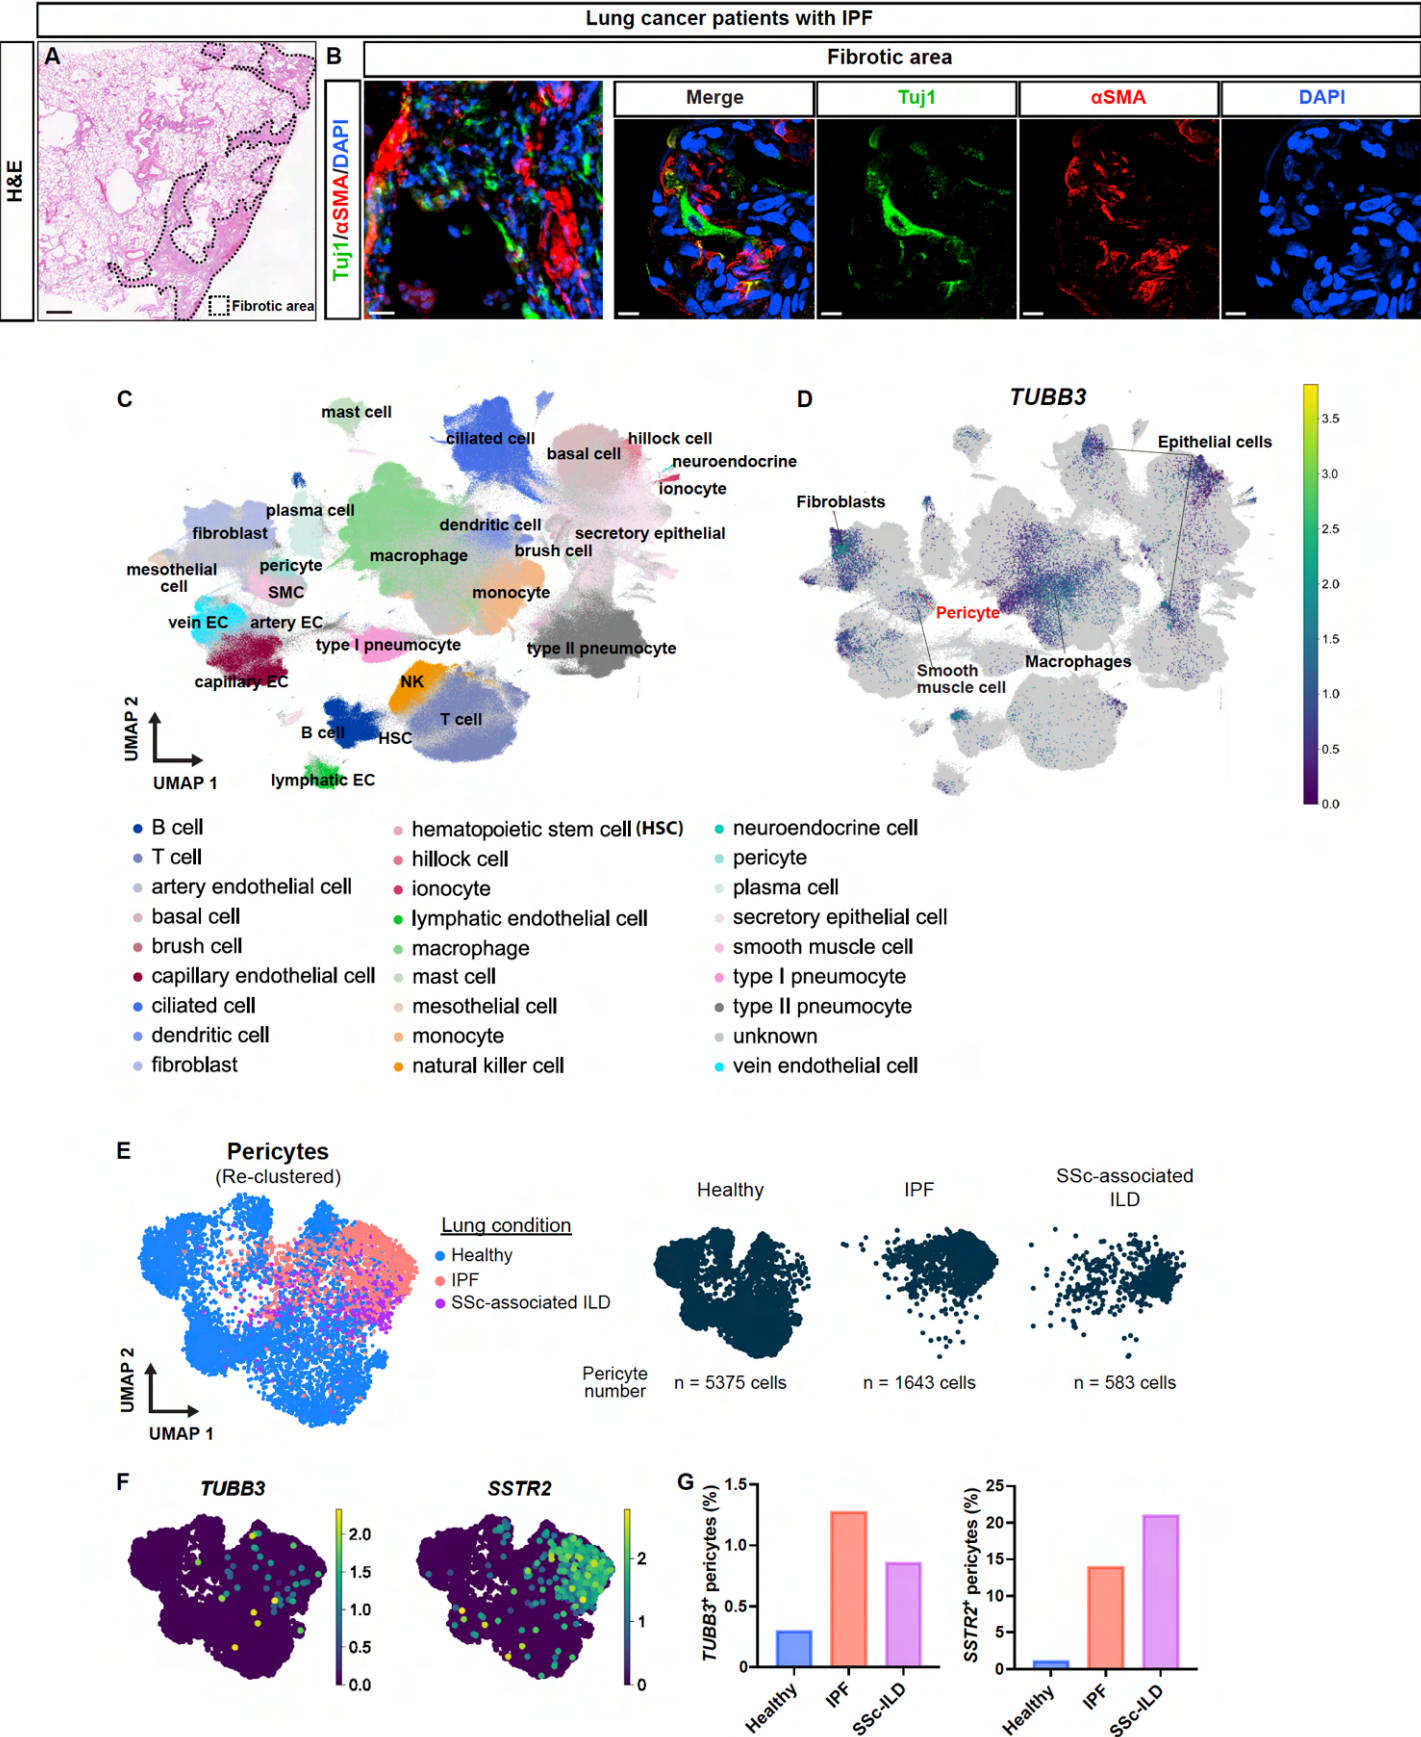

Figure S4. ***TUBB3* expression in human pulmonary fibrosis patients.**

**(A and B)** Analysis of fibrotic lung tissues resected from lung cancer patients with idiopathic pulmonary fibrosis (IPF). **(A)** Hematoxylin and eosin (H&E) staining of the fibrotic lung tissues. Scale bar, 1000  $\mu$ m. **(B)** Immunostaining of the fibrotic lung tissues with Tuj1 (green),  $\alpha$ SMA (red), and DAPI (blue). Left panel shows a low-magnification image, while right panels present high-magnification images of a representative fibrotic region. Scale bars, 30  $\mu$ m (left); 10  $\mu$ m (right). **(C and D)** scRNA-seq analysis of whole lung cells from the HLCA datasets. **(C)** UMAP plot of all cells from the HLCA dataset with cell type annotations. **(D)** UMAP plot showing *TUBB3* expression in pericytes, smooth muscle cells, fibroblasts, epithelial cells, and macrophages. **(E–G)** scRNA-seq analysis of pericyte population from the HLCA datasets. **(E)** UMAP plots showing pericyte population from all lung conditions combined (left) and three individual lung conditions shown in separate plots (right). SSc-associated ILD: systemic sclerosis-associated interstitial lung disease. **(F)** UMAP plots showing expression of *TUBB3* and *SSTR2* in pericyte population in all lung conditions. **(G)** Proportion of *TUBB3*<sup>+</sup> pericytes (left) and *SSTR2*<sup>+</sup> pericytes (right) among total pericytes in each of the three lung conditions.

Figure S5.

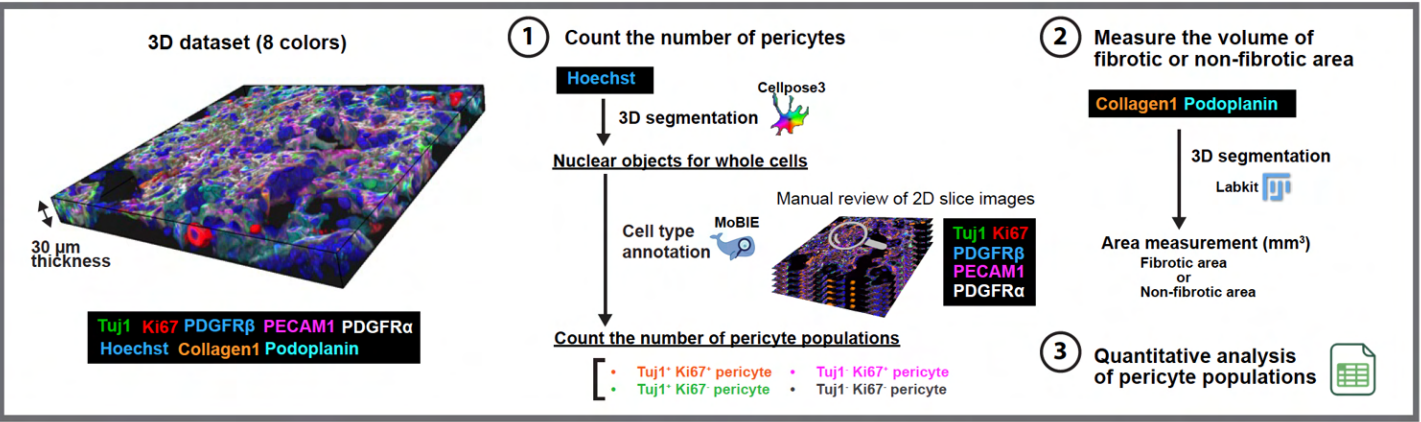

**1 Count the number of pericytes**

**Nuclear segmentation (3D)**

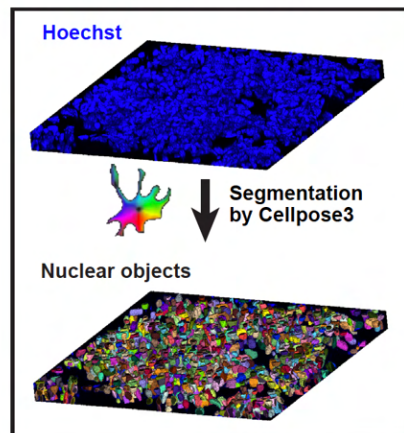

**Four types of pericytes (2D slice images)**

(Pericyte definition: PDGFR $\beta$ <sup>+</sup>/PDGFR $\alpha$ <sup>+</sup>, adjacent to PECAM1<sup>+</sup> capillary)

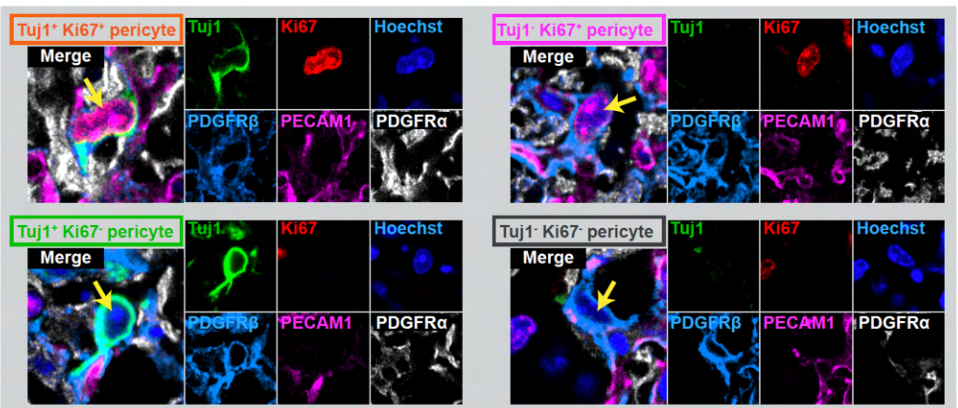

Cell type annotation  
by MoBIE

**Cell type annotation**

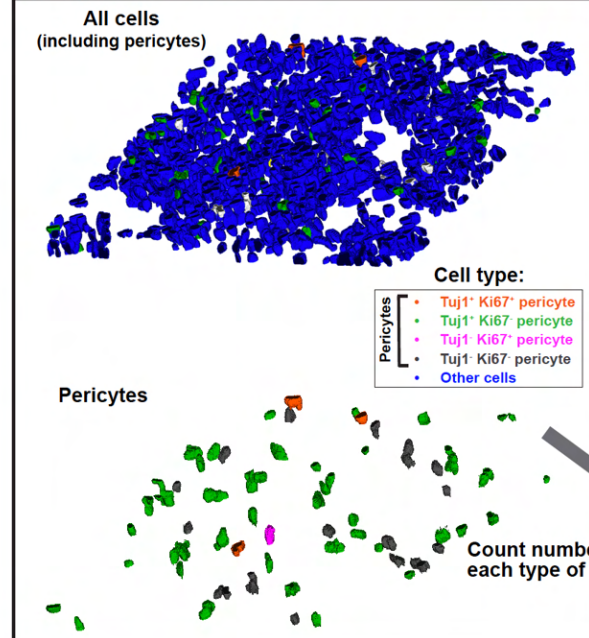

**2 Measure the volume of fibrotic or non-fibrotic area**

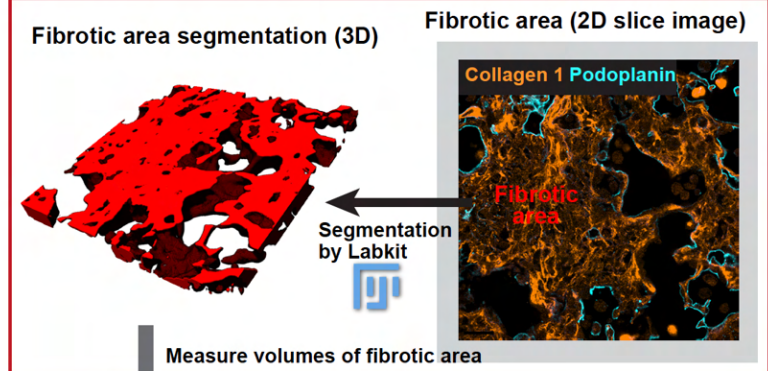

**3 Quantitative analysis of pericyte populations**

**Analysis**

|                                                                              | Number of cells analyzed<br>(n = 3 mice per genotype) |           |
|------------------------------------------------------------------------------|-------------------------------------------------------|-----------|
|                                                                              | All cells                                             | Pericytes |
| Number of pericytes per volume<br>(cells/mm <sup>3</sup> )                   |                                                       |           |
| Number of Tuj1 <sup>+</sup> pericytes per volume<br>(cells/mm <sup>3</sup> ) | WT 8,116 cells                                        | 421 cells |
|                                                                              | Tubb3 <sup>-/-</sup> 7,550 cells                      | 367 cells |
| Ki67 positive ratio (%)                                                      | Total 15,666 cells                                    | 788 cells |

**Figure S5. Workflow for quantitative analysis of pericytes from 3D image dataset.**

Tissue sections stained for eight markers (Tuj1, Ki67, PDGFR $\beta$ , PECAM1, PDGFR $\alpha$ , Hoechst, collagen 1, and podoplanin) were imaged in 3D at approximately 30  $\mu$ m thickness and analyzed using a three-step workflow (summarized at the top): (1) Count the number of pericytes, (2) Measure the volume of fibrotic or non-fibrotic area, and (3) Quantitative analysis of pericyte populations. (1) Count the number of pericytes: All cell nuclei were segmented using deep learning with Cellpose3 from the Hoechst channel, and each segmented object was assigned an ID. This labeled image and the original 8-channel image were imported into MoBIE, where all cells received cell type annotations (classified into five types: Tuj1<sup>+</sup>/Ki67<sup>+</sup>, Tuj1<sup>+</sup>/Ki67<sup>-</sup>, Tuj1<sup>-</sup>/Ki67<sup>+</sup>, Tuj1<sup>-</sup>/Ki67<sup>-</sup> pericytes, and other cells). Pericytes were defined as PDGFR $\beta$ <sup>+</sup>/PDGFR $\alpha$ <sup>-</sup> cells attached to PECAM1<sup>+</sup> capillaries, and their Tuj1 and Ki67 expression status was assessed during annotation. (2) Measure the volume of fibrotic or non-fibrotic area: Fibrotic and non-fibrotic areas were 3D segmented using machine learning in Fiji's labkit based on collagen1 and podoplanin channels. The volume of each area was calculated from the segmented images. (3) Quantitative analysis of pericyte populations: Data from steps 1 and 2 were used to calculate the number of pericytes per volume, number of Tuj1<sup>+</sup> pericytes per volume, and Ki67<sup>+</sup> ratio in pericytes. This analysis evaluated a total of 15,666 cells from three *WT* and three *Tubb3*<sup>-/-</sup> mice each.

Figure S6.

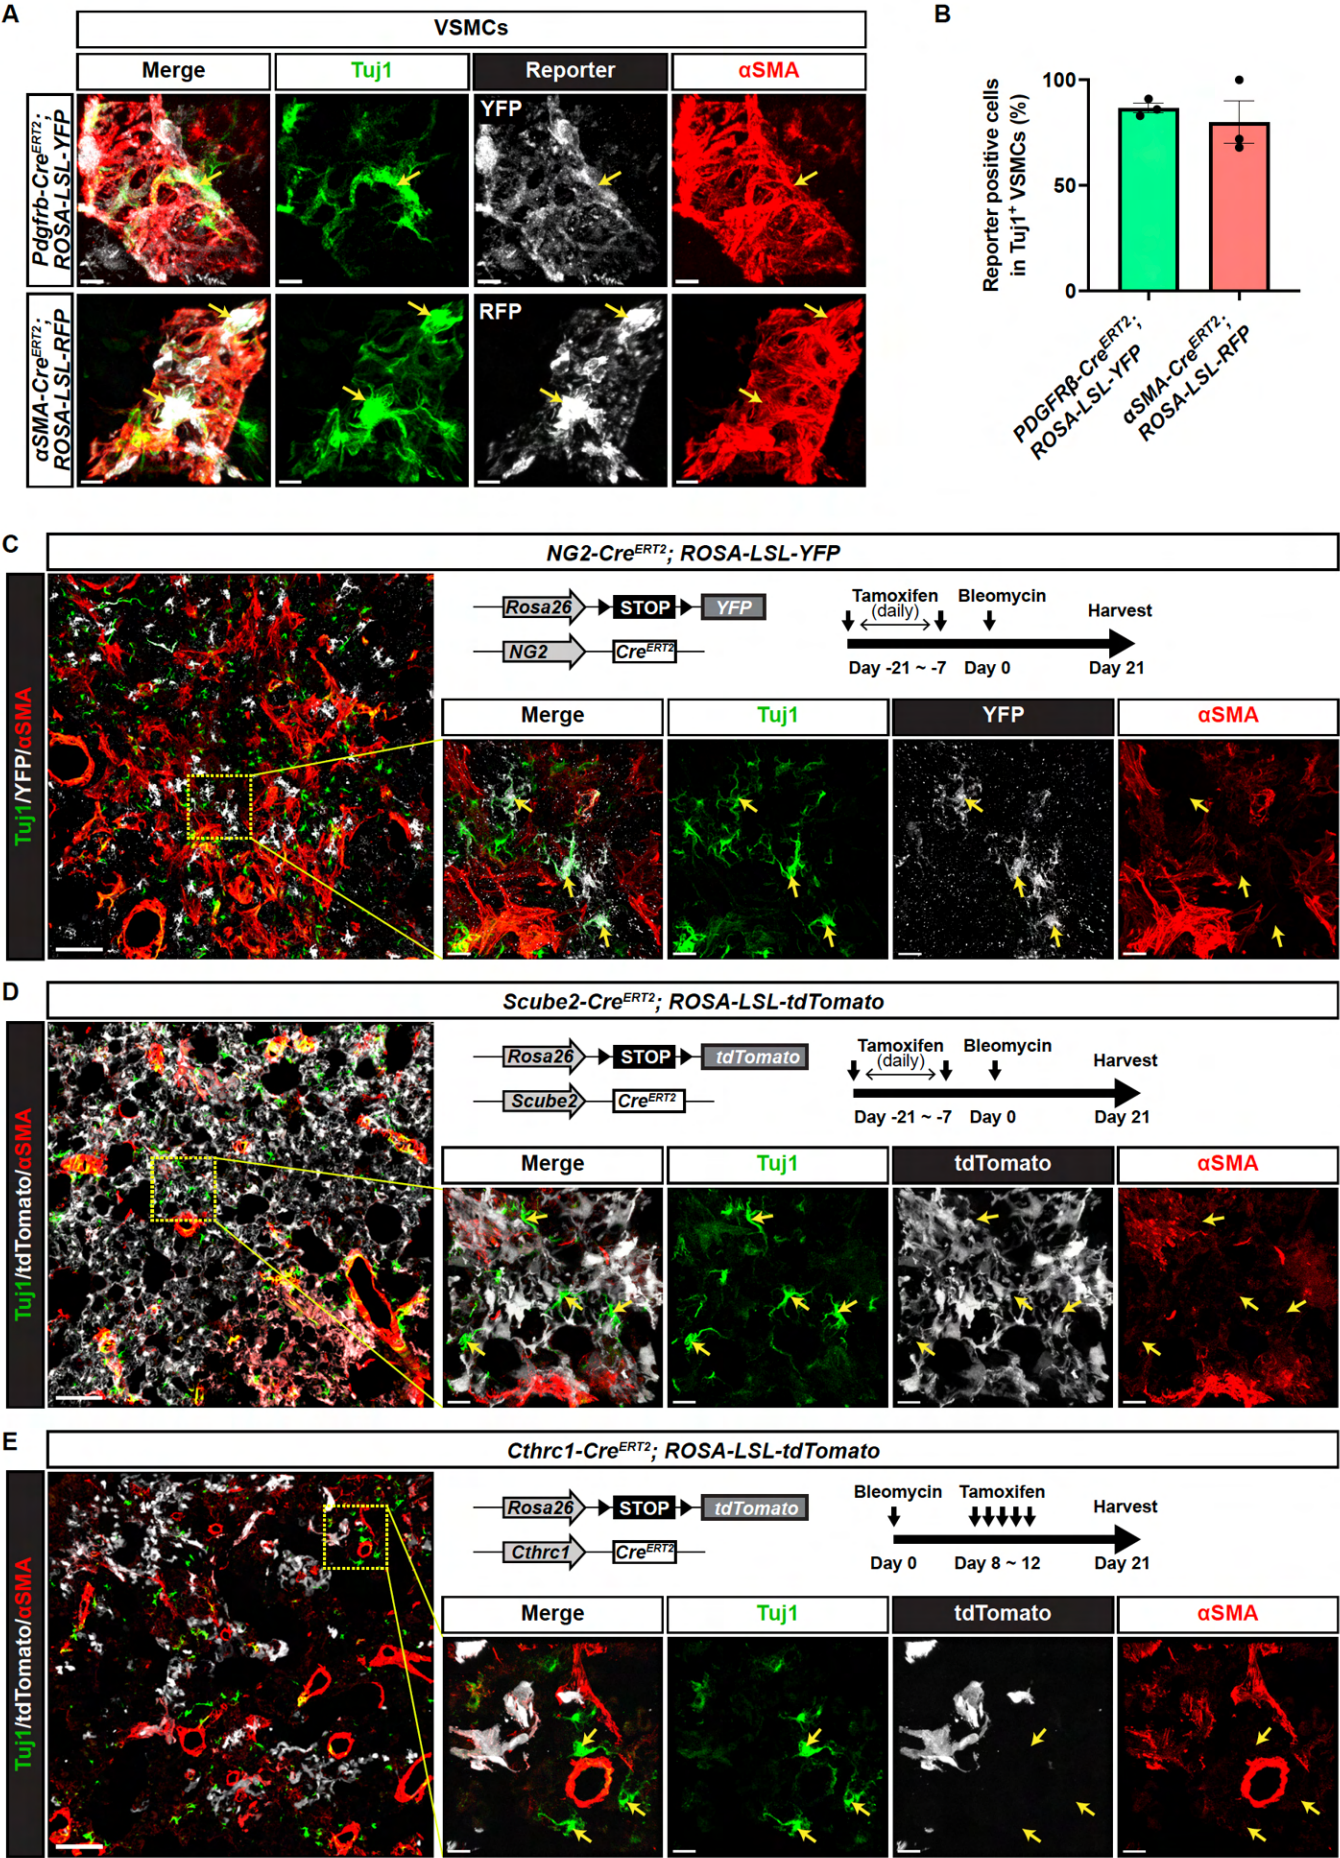

**Figure S6. Lineage-tracing experiments revealed that neither VSMCs nor fibroblasts contribute to Tuj1<sup>+</sup> pericytes.**

**(A and B)** Lineage-tracing experiments of VSMCs using *Pdgfrb-Cre<sup>ERT2</sup>*; *ROSA-LSL-YFP* and *αSMA-Cre<sup>ERT2</sup>*; *ROSA-LSL-RFP* mice. **(A)** Immunostaining of bleomycin-treated lungs from *Pdgfrb-Cre<sup>ERT2</sup>*; *ROSA-LSL-YFP* (upper panels) and *αSMA-Cre<sup>ERT2</sup>*; *ROSA-LSL-RFP* (lower panels) mice, with Tuj1 (green), lineage-specific reporter protein (gray), and αSMA (red). Scale bars, 5 μm. **(B)** Proportion of YFP- or RFP-expressing cells within Tuj1<sup>+</sup> VSMCs. **(C)** Lineage-tracing experiments using *NG2-Cre<sup>ERT2</sup>*; *ROSA-LSL-YFP* mice. The Cre-mediated excision was induced by administering tamoxifen for 14 days prior to initiating bleomycin treatment, with lung tissues harvested on day 21. Immunostaining of bleomycin-treated lungs with Tuj1 (green), YFP (gray), and αSMA (red). Boxed region in the left panel is magnified in the right panels. Arrows indicate Tuj1<sup>+</sup> pericytes. Scale bars, 100 μm (left); 15 μm (magnified views). **(D)** Lineage-tracing experiments using *Scube2-Cre<sup>ERT2</sup>*; *ROSA-LSL-tdTomato* mice. The Cre-mediated excision was induced by administering tamoxifen for 14 days prior to initiating bleomycin treatment, with lung tissues harvested on day 21. Immunostaining of bleomycin-treated lungs with Tuj1 (green), tdTomato (gray), and αSMA (red). Boxed region in the left panel is magnified in the right panels. Arrows indicate Tuj1<sup>+</sup> pericytes. Scale bars, 100 μm (left); 15 μm (magnified views). **(E)** Lineage-tracing experiments using *Cthrc1-Cre<sup>ERT2</sup>*; *ROSA-LSL-tdTomato* mice. The Cre-mediated excision was induced by administering tamoxifen for 5 days, starting 8 days post-bleomycin treatment, with lung tissues harvested on day 21. Immunostaining of bleomycin-treated lungs with Tuj1 (green), tdTomato (gray), and αSMA (red). Boxed region in the left panel is magnified in the right panels. Arrows indicate Tuj1<sup>+</sup> pericytes. Scale bars, 100 μm (left); 15 μm (magnified views).

82

seq dataset from *Tsukui et al.*, 2020<sup>25</sup>. Cell type annotations are based on the original publication. UT: untreated; Bleo: bleomycin-treated; Peribronchial: peribronchial fibroblast; VSMC: vascular smooth muscle cell; gCap: general capillary cell; aCap: aerocyte; LEC: lymphatic endothelial cell; TypeI AEC: type I alveolar epithelial cell; TypeII AEC: type 2 alveolar epithelial cell; Meso: mesothelial cell; Mono: monocyte; Mac: macrophage; Neut: neutrophil; DC: dendritic cell; CD8 T: CD8 T cell; CD4 T: CD4 T cell; B: B cell; NK + NK-T: natural killer cell + natural killer T cell; NA: not applicable. **(G)** Immunostaining of cultured lung mural cells with PDGFR $\beta$  (gray), Tuj1 (green), and TO-PRO-3 (blue). The freshly isolated lung mural cells were cultured for 48 hours in growth medium containing 10% fetal bovine serum (FBS), either alone or supplemented with IFN- $\gamma$ , TGF- $\beta$ 1 or TNF- $\alpha$ , pairwise combinations of these cytokines, or all these cytokines together. Note that the combination of IFN- $\gamma$  and TGF- $\beta$ 1 effectively induced Tuj1 expression in lung mural cells in the primary culture. Scale bars, 300  $\mu$ m.

Figure S8.

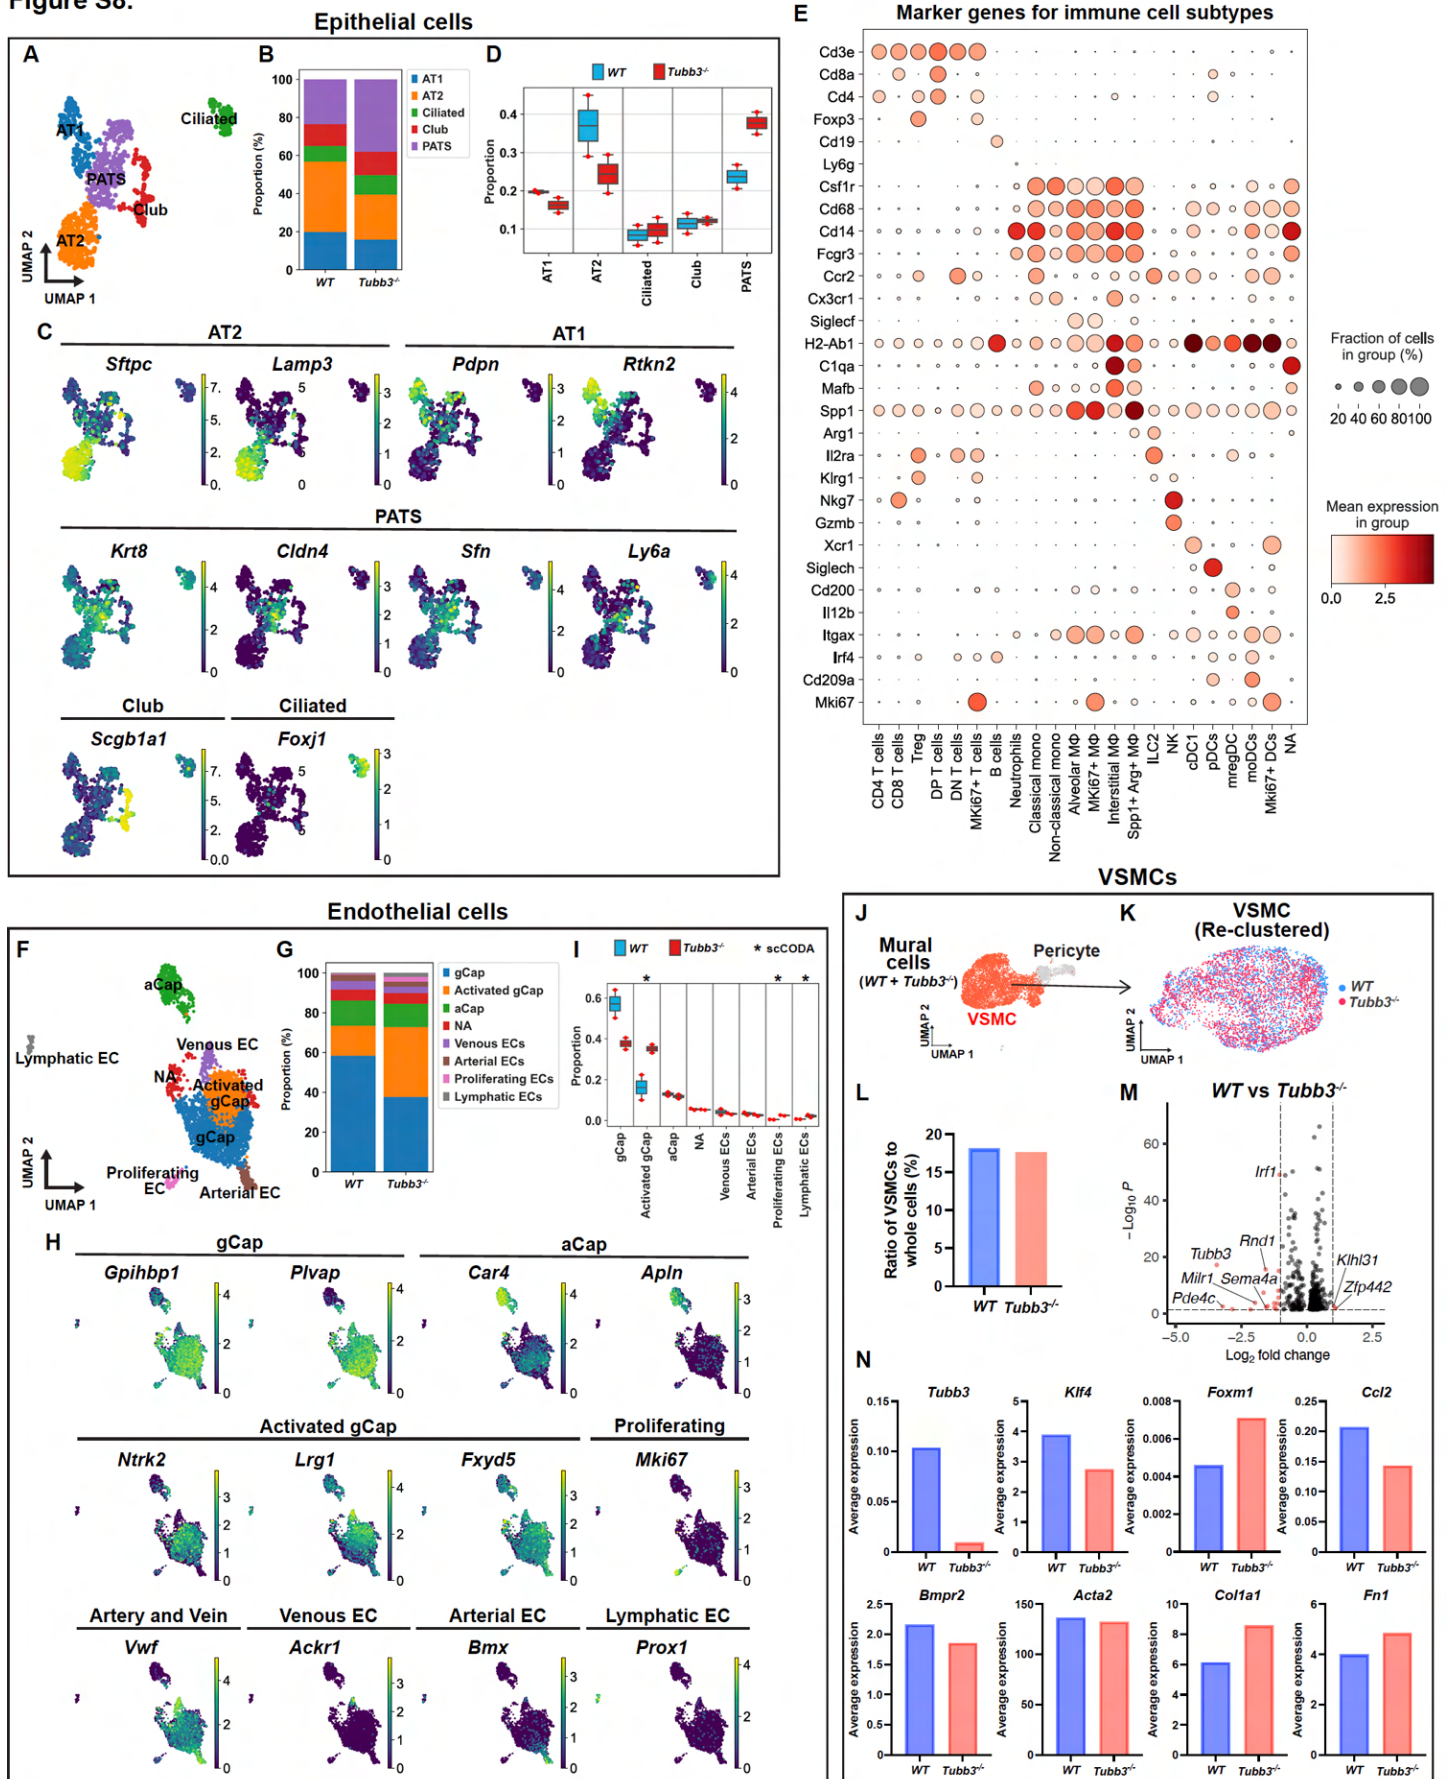

Figure S8. **scRNA-seq analysis of epithelial cells, endothelial cells, and VSMCs in *WT* and *Tubb3*<sup>-/-</sup> mice.**

**(A–D)** Cell compositional analysis of epithelial populations from scRNA-seq data of *WT* and *Tubb3*<sup>-/-</sup> mice 14 days after bleomycin treatment. UMAP plot of epithelial cells showing 5 subtypes (A) as defined by marker genes (C). **(B and D)** Proportions of each subtype relative to the total epithelial cells in *WT* and *Tubb3*<sup>-/-</sup> mice are shown as stacked barplot (B) and boxplot (D). No significant changes were observed by scCODA analysis in panel (D). AT1: alveolar type I cell; AT2: alveolar type II cell; PATS: pre-alveolar type-1 transitional cell state cell; Club: club cell; Ciliated: ciliated cell. **(E)** Dot plot showing expression of marker genes for immune cell subtypes from scRNA-seq data of bleomycin-treated lungs (day 14) from *WT* and *Tubb3*<sup>-/-</sup> mice. **(F–I)** Cell compositional analysis of endothelial populations from scRNA-seq data of *WT* and *Tubb3*<sup>-/-</sup> mice 14 days after bleomycin treatment. UMAP plot of endothelial cells showing 7 subtypes (F) as defined by marker genes (H). **(G and I)** Proportions of each subtype relative to the total endothelial cells in *WT* and *Tubb3*<sup>-/-</sup> mice are shown as stacked barplot (G) and boxplot (I). Statistically credible changes, as tested by scCODA, are noted with an \* in panel (I). gCap: general capillary cell; aCap: aerocyte; EC: endothelial cell; NA: not applicable. **(J)** UMAP plot of mural cell subtypes (VSMC and pericyte) from the scRNA-seq analysis of *WT* and *Tubb3*<sup>-/-</sup> mice. **(K–N)** scRNA-seq analysis of the VSMC population. **(K)** UMAP plot of re-clustered *WT* VSMC (blue) and *Tubb3*<sup>-/-</sup> VSMC (red) population. **(L)** Percentage of *WT* and *Tubb3*<sup>-/-</sup> VSMCs relative to total lung cells. **(M)** Volcano plot showing differentially expressed genes (DEGs) between *WT* (left) and *Tubb3*<sup>-/-</sup> (right) VSMCs. Red dots represent genes with log<sub>2</sub>FC > 1 and adjusted *P* < 0.05. **(N)** Average expression levels of *Tubb3*, *Klf4*, *Foxm1*, *Ccl2*, *Bmpr2*, *Acta2*, *Col1a1*, and  *in *WT* and *Tubb3*<sup>-/-</sup> pericytes.*

**Table S1. Lists of primary and secondary antibodies for immunostaining**

| Primary antibody     | Company         | Catalog number | Host           | Dilution | RRID        |
|----------------------|-----------------|----------------|----------------|----------|-------------|
| Tuj1-Alexa 488       | Biologend       | 801203         | Mouse          | 1:200    | AB_2564757  |
| Tuj1-Alexa 647       | Biologend       | 801209         | Mouse          | 1:200    | AB_2686930  |
| aSMA-FITC            | Millipore Sigma | F3777          | Mouse          | 1:500    | AB_476977   |
| aSMA-Cy3             | Millipore Sigma | C6198          | Mouse          | 1:500    | AB_476856   |
| PECAM1               | Chemicon        | MAB1398z       | hamster        | 1:300    | AB_94207    |
| EpCAM                | Biologend       | 118201         | Rat            | 1:100    | AB_1089026  |
| PDGFRb               | eBioscience     | 14-1402-82     | Rat            | 1:100    | AB_467493   |
| PDGFR $\beta$        | R&D             | AF1042-SP      | Goat           | 1:100    | AB_2162633  |
| NG2                  | Millipore Sigma | AB5320         | Rabbit         | 1:200    | AB_91789    |
| MCAM-Alexa 647       | Biologend       | 134717         | Rat            | 1:100    | AB_2721426  |
| GFP                  | Thermo Fisher   | A-11122        | Rabbit         | 1:1000   | AB_221569   |
| GFP                  | Abcam           | ab6673         | Goat           | 1:500    | AB_305643   |
| DsRed                | TaKaRa          | 632496         | Rabbit         | 1:1000   | AB_10013483 |
| Collagen 1           | Millipore Sigma | AB765P         | Rabbit         | 1:200    | AB_92259    |
| Podoplanin-Alexa 594 | Biologend       | 127414         | Syrian hamster | 1:100    | AB_2563351  |
| Podoplanin-APC       | Biologend       | 127410         | Syrian hamster | 1:100    | AB_10613649 |
| TrkB                 | R&D             | AF1494-SP      | Goat           | 1:200    | AB_2155264  |
| PDGFRa               | R&D             | AF1062-SP      | Goat           | 1:200    | AB_2236897  |
| CD45                 | eBioscience     | 14-0451-85     | Rat            | 1:500    | AB_467252   |
| CD68-Alexa 488       | Biologend       | 137011         | Rat            | 1:100    | AB_2074847  |
| CD68-Alexa 594       | Biologend       | 137020         | Rat            | 1:100    | AB_2563305  |
| Arginase-PE          | Thermo Fisher   | 12-3697-80     | Rat            | 1:200    | AB_2734838  |
| SPP1                 | R&D             | AF808-SP       | Goat           | 1:400    | AB_2194992  |
| Ki67-Alexa 488       | BD              | 558616         | Mouse          | 1:100    | AB_647087   |
| PGP9.5               | Abcam           | ab15503        | Rabbit         | 1:200    | AB_301912   |

|       |                 |        |        |       |           |
|-------|-----------------|--------|--------|-------|-----------|
| TH    | Millipore Sigma | AB152  | Rabbit | 1:200 | AB_390204 |
| CSF1R | Santa Cruz      | sc-692 | Rabbit | 1:400 | AB_631025 |

| Secondary antibody              | Company                   | Catalog number | Host   | Dilution | RRID       |
|---------------------------------|---------------------------|----------------|--------|----------|------------|
| anti Armenian hamster-Alexa 488 | Jackson<br>ImmunoResearch | 127-545-160    | Goat   | 1:250    | AB_2338997 |
| anti Armenian hamster-Cy3       | Jackson<br>ImmunoResearch | 127-165-160    | Goat   | 1:250    | AB_2338989 |
| anti Armenian hamster-Alexa 647 | Jackson<br>ImmunoResearch | 127-605-160    | Goat   | 1:250    | AB_2339001 |
| anti Goat-Alexa 488             | Jackson<br>ImmunoResearch | 705-547-003    | Donkey | 1:250    | AB_2340431 |
| anti Goat-Cy3                   | Jackson<br>ImmunoResearch | 705-167-003    | Donkey | 1:250    | AB_2340414 |
| anti Goat-Alexa 594             | Jackson<br>ImmunoResearch | 705-585-147    | Donkey | 1:250    | AB_2340433 |
| anti Rabbit-Alexa 488           | Invitrogen                | A11034         | Goat   | 1:250    | AB_2576217 |
| anti Rabbit-Cy3                 | Jackson<br>ImmunoResearch | 711-165-152    | Donkey | 1:250    | AB_2307443 |
| anti Rabbit-Alexa 647           | NanoTag                   | N2404          | Alpaca | 1:250    | AB_3076043 |
| anti Rat-Cy3                    | Jackson<br>ImmunoResearch | 712-166-153    | Donkey | 1:250    | AB_2340669 |

How the deposited data were processed for this re-analysis (not part of the article)

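Single-cell RNA-seq was made by the authors from the lungs of 2 WT and 2 *Tubb3*-/- mice, 14 days after bleomycin. Each mouse gave a whole-cell library and a library enriched for mural cells, and the libraries of a kind were tagged and pooled, so that 8 libraries came from 2 pools. The counts are those that the authors deposited, UMIs per gene and cell, which Cell Ranger 7.1.0 assigned to genes of mm10 with an added *Cre* gene and split by tag. They are whole numbers with no normalization, filtering of genes or correction for background RNA. The files also hold tag counts, at 26.2% to 36.4% of all UMIs of a library, and these were set aside before any gene was counted. No annotation of the cells by the authors was used here. The tag libraries themselves were not used here.

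Cells were kept under the limits the paper states, at least 200 genes, at most 7500 genes and at most 15% mitochondrial UMIs, and genes had to be present in at least 3 cells. The deposited libraries held 498837633 gene UMIs, of which 456018396 lay in the cells analysed. Doublets were scored in each pool with the Scrublet method in scanpy 1.11.5, since scDblFinder was not available, at its automatic threshold. It removed 169 cells (1.19%) of the whole-cell pool and 673 cells (4.03%) of the mural cell-enriched pool. UMIs were scaled to 10000 per cell and log-transformed. The clustering used 2000 variable genes, 50 principal components, 15 neighbors and the Leiden method (leidenalg 0.10.2) at a resolution of 1.5. The fibroblast, immune, endothelial and epithelial classes were clustered again at the paper's resolutions of 0.7, 2 (immune cells), 0.4 and 0.4. The paper gives no resolution for mural cells, and 0.4 was used.

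A cluster was named after the type whose markers had the highest mean log2 fold against the other cells, when at least 3 of these markers were above the other cells and found in at least 20% of its cells. It stayed unnamed when another type had more markers than its own among the 10 leading genes, when markers of another class were high, or when UMI counts were low and no marker was among the leading genes. Marker lists hold genes the paper names and other known markers of these cells, and were fixed before the data were seen. The 11 mural genes tested later were left out of the variable genes in every clustering. Clusters without a name were kept as unnamed and stayed in the denominators. Names such as fibrotic fibroblast-like are those of the clusters found here and need not cover the cells that the paper gave that name. Before subclustering, cells of the 2 pools were brought together by a mutual nearest neighbors correction, re-implemented after fastMNN, which was not available. This correction, and the threshold of 1.2 (mean log2 fold) above which a subcluster counted as cells of another class, were set after the clusters had been seen.

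UMIs were summed per mouse over the cells of a class and over both libraries, except for whole lung cells, where the whole-cell library was used. The sums were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, quasi-likelihood F test) with Benjamini-Hochberg adjustment over all genes tested, at a threshold of 0.05. The values given per mouse are normalized CPM, and log2 fold changes are of *Tubb3*-/- against WT mice. Numbers of cells per subtype were tested with the same method, with the total of the population as the offset and adjustment over all subtypes and the unnamed cells. scCODA, which the paper used with a false discovery rate of 0.2, was not available. Shares of all cells, and shares of cells with a UMI of a gene, were compared with an exact two-sided permutation test over the 4 mice. For the latter, UMIs of each cell were thinned at random to 2000, and cells with fewer were left out and counted. The changes of *Cxcl10* in different cell classes were compared with an interaction term in edgeR. A list of 32 interferon response genes without *Cxcl10*, written beforehand, was tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1.

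The genes named in the text were fixed by a rule, namely each gene that the paper names for these data, and in each comparison the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean of at least 10 CPM and both *Tubb3*-/- mice on the same side of both WT mice. Genes singled out outside this rule are marked where they appear. Gene IDs are those of the files and were matched to the annotation GENCODE vM21, from which the coordinates come. Whether the counting used strand is not stated, and loci overlap another gene for *Cxcl10*, *Col18a1*, *Ccl2*, *Fn1*, *Milr1*, *Runx1*, *Ntrk2*, *Prox1*, *Cdc20*, *Ube2c*, *9530026P05Rik* and *Foxp3*, and for *Foxm1* on the same strand, so that their counts are uncertain to that extent. *Saa3*, the haemoglobin genes and *Ifit3* have near-identical copies and are uncertain in the same way.

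The tests were tried on simulated counts, drawn from the means and library sizes of the real samples with 200 genes changed by 1.5 on the log2 scale. With that many genes changed at once the adjustment is looser, so the shares recovered are not the power for a few genes or for smaller changes. In fibroblasts edgeR recovered 81% of them, in ECs 85% and in immune cells 74%, and of the genes called in VSMCs 11% were false. With no change simulated, edgeR called between 3 and 19 genes per comparison and DESeq2 between 0 and 29. Of the genes DESeq2 called in the simulations, 18.0% were false in fibroblasts, 17.4% in immune cells and 21.9% in whole lung cells. For edgeR these shares were 10.5%, 11.9% and 12.6%. In pericytes, VSMCs and ECs, 2.2%, 8.8% and 0.68% of the DESeq2 calls were false, against 7.4%, 11% and 8.1% for edgeR. For shares, 50 simulations per population were drawn with a doubled share, and with no change simulated a subtype was called in at most 4% of them.

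Alternatives were run in which 1 choice was changed at a time. They were DESeq2 1.42.0 in place of edgeR, no filter on low counts, the replicate number as a block, doublets kept, a mitochondrial limit of 10%, 1 kind of library alone, pericytes and VSMCs gated by markers, and each mouse left out in turn. The gate took mural-like cells with UMIs of at least 2 of *Higd1b*, *Cox4i2* and *Ndufa4l2* as pericytes. All other mural-like cells counted as VSMCs, so no VSMC marker entered. For shares they were TMM normalization across the subtypes, limma on log2 odds with 0.5 cells added, and doubled resolutions, and for shares of cells with a UMI thinning to 4000 UMIs and no thinning. Added after the data were seen were clustering without correction between the pools, clustering without the marker genes, pericytes with the unnamed mural cells, and the 2 pericyte-like clusters alone. The genes of Fig. 9C were left out, since the paper gives them only as a picture. The public datasets that the paper analysed again, and its imaging and flow cytometry data, were not analysed here. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9.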

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

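The tests chosen only after the result was seen were the comparison of the 2 pericyte-like clusters, the test for a mislabelled library, the test of the genes that fell in ECs, and the tests of the border of the pericytes, of fibroblast RNA and of red blood cell RNA.

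In ECs, 175 of the 176 genes called are outside those the paper names for these cells, and the other is *Mki67*. The paper does not report a comparison of all genes in ECs. Every mouse was thinned to the 3647470 UMIs of the shallowest one, in 20 draws. A median of 87.2% of the called genes kept their sign and stayed within 1 standard error. Thinning keeps a gene's share of the counts on average, so this cannot decide whether deeper libraries of the *Tubb3*-/- mice play a part. A median of 115 genes (70 to 170) was called in those draws. DNA around the targeted allele is argued against. Of the called genes, 0.568% lie within 10 Mb of *Tubb3*, against 0.843% of the genes tested (Fisher's exact test, p = 1). A larger share of proliferating cells may account for much of the rise. Without the proliferating cluster, 0 genes were called, with 1699 at an unadjusted p-value under 0.05, and the median log2 fold change of the genes that had risen went from 1.85 over 134 genes to 0.767 over the 108 still tested. That share does not account for the 42 genes that had fallen, whose median log2 fold change was -0.772 with the proliferating cluster and -0.732 without it. A response of ECs to the genotype, and shifts among the other EC subtypes, stay open for them and were not tested.

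*Cre* UMIs, which the paper does not report, numbered 5 over 3 of the 4 libraries of *Tubb3*-/- mice, above the 0 of the WT libraries. A mislabelled library is argued against by *Tubb3*, since the highest ratio of its CPM in a library labelled *Tubb3*-/- to that in a library labelled WT of the same pool was 0.369. Expression of the knocked-in *Cre* stays open as the biological explanation and was not tested further, and 5 UMIs are too few to say in which cells it lies.

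*Rgs5* changed differently in pericyte-like and VSMC-like cells, by 2.30 on the log2 scale (standard error 0.19, adjusted p = 0.0159 by the interaction test of edgeR's quasi-likelihood method with Benjamini-Hochberg adjustment). It was counted 124 and 97 times in the pericytes of WT mice and 676 and 395 times in those of *Tubb3*-/- mice, and 415 and 133 against 256 and 130 times in VSMCs. With pericytes gated by markers the difference was 1.48 (adjusted p = 0.838 by the same test), and with the unnamed mural-like cells counted as pericytes it was 1.72 (adjusted p = 0.0938 by the same test). The difference kept its direction, but its call did not hold, and where the border between pericytes and other mural cells lies cannot be told apart from a response of pericytes, since *Rgs5* itself is high in the cells at that border.

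*Cemip* changed differently in pericyte-like and fibroblast-like cells, by -3.09 on the log2 scale (standard error 0.27, adjusted p = 0.0191 by the same interaction test). It fell in pericytes, from 42 and 22 UMIs in WT mice to 11 and 12 in *Tubb3*-/- mice, and rose in fibroblasts, from 2142 and 952 to 5709 and 3832. Fibroblast RNA in the pericyte droplets is argued against. To bring the difference of 13.9 against 3.01 CPM, 29.8% of the pericyte RNA of WT mice would have to be fibroblast RNA beyond that of *Tubb3*-/- mice. The 8 fibroblast markers changed by a median of -3.81% (-81.9% to 13.6%) of what this share would bring, and *Pdgfra* was at 14.0 CPM in the WT mice, where the share alone would bring 161. For RNA of inflammatory fibroblast-like cells alone, the share would be 17.7%, the median was -19.5% (-151% to 137%), and *Pdgfra* would be at 104 CPM. *Dcn* excludes nothing there, at 189 CPM with 84.3 needed. A response to the genotype stays open, was not tested further, and rests on few UMIs.

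*Hbb-bs* changed differently in pericyte-like and immune-like cells, by -4.69 on the log2 scale (standard error 0.31, adjusted p = 0.00869 by the same interaction test). In immune cells it was counted 544 and 369 times in WT and 12153 and 6284 times in *Tubb3*-/- mice, and in pericytes 36, 31, 33 and 38 times. The other 3 haemoglobin genes rose in the immune cells of both *Tubb3*-/- mice as well, by at least 4.05 on the log2 scale, so that RNA of red blood cells in the immune droplets may be the source. Their difference between pericytes and immune cells was not called, at -5.06 for *Hbb-bt*, -3.21 for *Hba-a1* and -1.39 for *Hba-a2*. The adjusted p-values ran from 0.380 to 0.940 by the same interaction test. Copies of these genes share reads. Whether more red blood cells were in the lungs of the *Tubb3*-/- mice or more were left by the depletion was not tested.

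Between the 2 pericyte-like clusters, of 889 and 293 cells, 3 genes changed differently by the same interaction test, *Cxcl10* by -3.37 (adjusted p = 0.00899), *Mmp3* by -3.90 (adjusted p = 0.00900) and *Clstn2* by 2.59 (adjusted p = 0.0202). In the smaller cluster *Mmp3* was counted 4 and 15 times in WT and 153 and 115 times in *Tubb3*-/- mice, and in the larger 41 and 35 against 57 and 83 times. *Clstn2* leads the genes of the smaller cluster, so that its value depends on which cells fell into it. Fibroblast RNA in the droplets of the smaller cluster is argued against. The rise of *Cxcl10* there, from 14.7 to 88.5 CPM, would need 61.5% of such RNA. The 8 fibroblast markers changed by a median of 6.37% (-3.80% to 55.1%) of what this share would bring, and by 9.65% (-58.4% to 75.6%) for RNA of inflammatory fibroblast-like cells alone. *Pdgfra* was at 10.5 CPM in the *Tubb3*-/- mice, where the share would bring 243, or 216 from inflammatory fibroblast-like cells. *Dcn* was nearer, at 157 with 201 needed from inflammatory fibroblast-like cells. For the rise of *Mmp3*, the median was 6.19%. For RNA of inflammatory fibroblast-like cells alone it was 10.8% (-65.3% to 84.4%). *Dcn* was then at 157 CPM with 180 needed, and *Pdgfra* at 10.5 with 194 needed. A response of these pericytes, and a different make-up of the smaller cluster, stay open and were not tested.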

How the results depend on the processing

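Clustering without correction between the pools, clustering without the marker genes, and the fits to the pericyte-like clusters alone or with the unnamed mural-like cells were chosen only after the results were seen, and the other alternatives were fixed before the data were examined. Where a value below changed, the cause was not tested.

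The numbers of genes called depended on the test. DESeq2 called 11 genes in pericytes, 49 in VSMCs, 1094 in fibroblasts, 688 in whole lung cells and 152 in immune cells, where edgeR called 0. In ECs it called 236, against 176. With no filter on low counts, edgeR called 367 genes in VSMCs, 1205 in fibroblasts, 145 in immune cells and 705 in ECs, and 0 in pericytes and whole lung cells (995 and 3093 at an unadjusted p-value under 0.05). With doublets kept, 12 were called in VSMCs and 78 in ECs, and with a mitochondrial limit of 10%, 9 in VSMCs. With the mural cell-enriched library only, 5 were called in VSMCs, with cells gated by markers 1, and with the whole-cell library only, 98 in ECs and 4 in immune cells. Of the genes called in ECs, 76.1% were higher in *Tubb3*-/- mice, against 85.9% with doublets kept. The larger pericyte-like cluster alone gave 17 called genes and the smaller 1, and in the smaller *Cxcl10* was reversed, at a log2 fold change of 2.40.

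For the genes named in the text, 44 pairs of a gene and a cell class, tests under the alternatives fixed beforehand kept direction and side of the threshold in 210 cases, came past the threshold in 67 and fell back from it in 1. In the fits to parts of the mural-like cells they did so in 8 and 2 cases, with 1 reversed. With 1 mouse left out, 152 fold changes moved by less than the spread between mice and 24 by more.

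The calls of fibroblast subtypes stayed at 3 with limma, with the mural cell-enriched library only and without correction between the pools. They fell to 0 with TMM normalization across subtypes, with the resolution doubled and with doublets kept, and to 1 with a mitochondrial limit of 10%. In that order, the log2 ratio of alveolar fibroblast-like cells was -1.90, -0.98, -1.15 and -1.01, and it was -1.38 without the marker genes. For fibrotic cells it was 1.35, 1.704 and 1.69 in the first 3. For proliferating cells it was 1.56, 1.83 and 1.79 in these and 1.84 without the marker genes. These values lie past the threshold in none of these cases. Inflammatory cells were reversed with TMM (-0.0227), with doublets kept (-0.0619) and without correction between the pools (-0.59), and came past the threshold without the marker genes (1.09). Proliferating fibroblast-like and lymphatic EC-like clusters were not found with a mitochondrial limit of 10%, nor were activated gCap-like cells there or without the marker genes, so these have no value.

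Of the 4 EC subtypes called, 2 were with doublets kept, 2 without the marker genes, 2 in the whole-cell library only and 1 with a mitochondrial limit of 10%. gCap-like cells lost the call with TMM normalization across subtypes (-0.78), the resolution doubled (-0.50), doublets kept (-0.18), a mitochondrial limit of 10% (-0.0474), the marker genes left out (-0.0292) and the whole-cell library only (-0.41), and were reversed without correction between the pools (0.45). Activated gCap-like cells lost it with TMM (0.21) and doublets kept (0.0258), and lymphatic EC-like cells with the whole-cell library only (1.12). Proliferating EC-like cells were called in all 9 alternatives. In the whole-cell library only, 1 epithelial subtype was called, AT2-like cells (-1.20), and AT1-like cells were reversed (0.15).

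Over the fits that each left out 1 mouse, the log2 ratio ran from 0.32 to 1.95 for Treg-like cells, 0.41 to 0.81 for activated gCap-like cells, 2.196 to 2.814 for proliferating EC-like cells, 1.42 to 1.58 for lymphatic EC-like cells and 0.61 to 1.37 for PATS-like cells.

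The difference in the share of pericytes was 1.02 percentage points with cells gated by markers, against 0.242. The difference in the share of pericytes with a *Tubb3* UMI was -9.35 percentage points without thinning, against -4.05 after thinning, since each cell then has more UMIs. The interferon list was reversed in pericytes with a mitochondrial limit of 10% (camera, adjusted p = 0.562, median log2 fold change 0.03) and came past the threshold in VSMCs (adjusted p = 0.0445). With fry it fell back in ECs (adjusted p = 0.720) and epithelial cells (adjusted p = 0.116). With a mitochondrial limit of 10%, the change of *Cxcl10* in pericytes differed from that in VSMCs by -1.33, fibroblasts by -1.38, ECs by -1.65 and immune cells by -1.67, all past the threshold.

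The mice share only a replicate number, which coincides with sex, and nothing else pairs them. With this number as a replicate block, 1 gene was called in pericytes, 527 in VSMCs, 1985 in fibroblasts, 2 in whole lung cells, 1097 in ECs (57.6% of them higher) and 139 in immune cells. *Klf4* (log2 fold change -0.45, adjusted p = 7.3e-04) and *Col1a1* (0.49, adjusted p = 2.3e-04) were called in VSMCs and *Foxp3* (0.96, adjusted p = 0.0369) in immune cells, all by edgeR. Calls of subtypes numbered 4 in fibroblasts, 2 in ECs, where gCap-like (-0.36) and activated gCap-like cells (0.59) were not called, and 2 in epithelial cells, AT2-like (-0.88) and PATS-like (0.93). The correlation between the differences of the 2 pairs was 0.179 in pericytes, 0.285 in VSMCs, 0.287 in fibroblasts, 0.197 in ECs, 0.233 in immune cells and 0.189 in epithelial cells.

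Depth limited *Foxm1* in VSMCs, which the filter on low counts left out (log2 fold change 0.61, adjusted p = 0.924 by edgeR without it), and the smaller pericyte-like cluster, where *Tubb3* was too low to be tested.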

Differences from the paper's values

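The settings that leave the marker genes out of the clustering and that take a pericyte-like cluster alone, and the single clusters of fibroblasts and immune cells named, were chosen only after the values were seen, and all other settings named here were set before the data were examined. A log2 fold change differs here if its sign is opposite or its gap to the paper's value exceeds its standard error. A share differs if the gap exceeds the SD and 1 value is over 1.5 times the other. Nearly equal values with unlike errors can thus get different verdicts, which do not rank the settings by closeness to the paper.

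Alveolar fibroblast-like cells were 13.1% of fibroblasts in *Tubb3*-/- mice, against the paper's about 21% in Fig. 9G, read by eye. With the resolution doubled (18.1%) and with a mitochondrial limit of 10% (16.7%) the value no longer differed, while it did with doublets kept and the mural cell-enriched library alone. TMM normalization across subtypes, limma and the replicate block change the test and not the share. Clustering without the marker genes or without correction between the pools changes the share, and neither was compared with the paper's value.

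Inflammatory fibroblast-like cells were 20.7% of fibroblasts in WT mice, against the paper's about 10% in Fig. 9G, read by eye. None of the alternatives set before the data were examined that change the share closed the gap. With the marker genes left out of the clustering, a setting chosen after seeing the values, the share was 13.8%.

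*Tubb3* had a log2 fold change of -2.94 in pericytes, against the paper's about -2 in Fig. 10D, read by eye. With doublets kept (-2.11) and with a mitochondrial limit of 10% (-1.99) the value no longer differed, while it did with DESeq2, no filter on low counts, the replicate block, the mural cell-enriched library alone and pericytes gated by markers. With doublets kept and with the limit of 10%, *Rgs5* (0.73 and 0.65) differed from the paper's about 1.5. *Cxcl10* (-1.94 and -1.83) then differed from its about -0.5. Neither gene differed in the main fit. *Cxcl10* also differed with the other alternatives, except pericytes gated by markers (-0.54).

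In VSMCs, the log2 fold change of *Tubb3* was -2.98, against the paper's about -3.3 in Fig. S8N, read by eye, where the bar of the *Tubb3*-/- mice can be read to 1 digit. With DESeq2 (-2.99), a mitochondrial limit of 10% (-3.16) and cells gated by markers (-3.32) the value did not differ, while it did with no filter on low counts, the replicate block, doublets kept and the mural cell-enriched library alone.

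*Ccl2* had a log2 fold change of -0.0869 in VSMCs, against the paper's about -0.58 in Fig. S8N, read by eye. With cells gated by markers it was -0.55 and did not differ, and with the other 6 alternatives it did. That gate counts as VSMCs all mural-like cells that it does not take as pericytes.

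The paper gives inflammatory fibroblasts as increased in *Tubb3*-/- mice with a test it calls significant. Here they were not called (log2 ratio 0.34, adjusted p = 0.564 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 2 mice), while 1 of their 3 clusters was (log2 ratio 1.84, adjusted p = 0.00529 by the same test over 16 clusters). Of the settings run, the clustering without the marker genes, chosen after seeing the values, called them (adjusted p = 0.0196 by the same test). It gives the same for Tregs and *Spp1*+/*Arg1*+ macrophages, and here 0 immune subtypes were called in any setting, although 1 cluster of alveolar macrophage-like cells was called lower (log2 ratio -2.07, adjusted p = 0.0143 by the same test over 40 clusters, lower in 2 of 2 mice). The adjusted p of *Spp1*+/*Arg1*+ macrophage-like cells, 0.180 by the edgeR test (log2 ratio 1.14, higher in 2 of 2 mice), lies under the paper's threshold of 0.2 for its own test, and that of Treg-like cells does not, except with the replicate block (adjusted p = 0.0887 by the edgeR test, log2 ratio 1.02). The paper reports no significant alteration of epithelial cells, with a trend towards more PATS cells. PATS-like cells were higher here as well, and under that threshold the PATS-like and AT2-like cells, at 0.0771 by the edgeR test, would be called. They were called at 0.05 with the replicate block, and AT2-like cells in the whole-cell library alone.

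The paper states that *Tubb3* was reduced significantly in pericytes. Here it was lower in 2 of 2 *Tubb3*-/- mice and not called, except with DESeq2 and in the larger pericyte-like cluster alone (adjusted p = 0.0428 by the edgeR test), a setting chosen after seeing the values. The same settings called *Rgs5*, in the cluster alone with an adjusted p of 0.0315 by the edgeR test. None called *Col18a1*. In VSMCs the paper gives *Tubb3* as reduced significantly, and it was not called here but was in all 7 alternatives set before the data were examined. Of the 7 other genes labelled in Fig. S8M, 0 were called. With no filter on low counts 6 of them were, all but *Zfp442*. DESeq2 called *Milr1*, *Sema4a* and *Pde4c*, and *Pde4c* was also called with doublets kept and with a mitochondrial limit of 10%. The replicate block called *Irf1*, *Rnd1*, *Milr1*, *Sema4a* and *Pde4c*. No setting called *Zfp442*. *Foxm1*, which in the paper tended to be higher in VSMCs, was left out by the filter on low counts. Without this filter it was higher, with a log2 fold change of 0.61 (standard error 0.65), and not called (adjusted p = 0.924 by the edgeR test, 2 WT and 2 *Tubb3*-/- mice).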

Other observations

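The interaction tests of *Cxcl10* as an explanation were chosen only after the result was seen, as were the split of cells by a *Tubb3* UMI and the fit to the larger pericyte-like cluster alone.

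Of the explanations for the lower *Cxcl10* in the pericytes of *Tubb3*-/- mice, a lower interferon response was tested with the list of interferon genes without *Cxcl10*. Over the 31 genes of the list tested in pericytes the median log2 fold change was -0.0529 (adjusted p = 0.384 by camera, over the 6 classes). Of these genes 20 were lower and none was called. The members went both ways, so the list leaves open whether a lower response may play a part. In 20 draws thinned to the shallowest mouse, *Cxcl10* had a median log2 fold change of -0.84 (-0.93 to -0.79). Thinning keeps a gene's share of the counts on average, so this cannot decide whether deeper libraries of the *Tubb3*-/- mice play a part. A difference found in pericytes and not in other classes stays open, as the smallest adjusted p of the 4 interaction tests was 0.170 (edgeR, Benjamini-Hochberg adjustment over the 4 classes) with a difference of -0.55 against immune-like cells. Over all pericyte-like cells the change rests on WT replicate 1. In the larger pericyte-like cluster alone both *Tubb3*-/- mice lay below both WT mice, at 110 and 96.8 against 294 and 165 CPM.

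In other classes the same list had a median log2 fold change of -0.0655 in VSMC-like cells (29 genes, adjusted p = 0.0722 by camera), -0.0761 in fibroblast-like cells (31 genes, adjusted p = 0.103 by camera), -0.30 in ECs (23 of 31 genes lower, adjusted p = 0.00750 by camera), 0.0648 in immune-like cells (31 genes, adjusted p = 0.103 by camera) and 0.29 in epithelial-like cells (25 of 29 genes higher, adjusted p = 3.2e-06 by camera). Against the mean of the WT mice, the EC list was at -0.51 and 0.0188 in the 2 *Tubb3*-/- mice and at -0.18 and 0.18 in the WT mice, and the epithelial list at 0.29 and 0.39 in the *Tubb3*-/- mice. By fry, the adjusted p was 0.720 for fibroblast-like and immune-like cells and 0.789 for pericyte-like cells.

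Among the pericyte-like cells of WT mice with a *Tubb3* UMI after thinning, 17 and 6 in number, *Cxcl10* UMIs numbered 4 and 1, or 118 and 83.3 CPM, against 242 and 112 CPM in the 221 and 269 cells without one. With so few UMIs, no direction can be read from this.

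Genes within 10 Mb of *Tubb3* made up 4 of the 726 genes with an unadjusted p-value under 0.05 in pericytes (Fisher's exact test against the other genes, p = 0.526) and 8 of the 1049 in VSMCs (p = 1).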
